# Interplay of Energetics and ER Stress Exacerbates Alzheimer's Amyloid-β (Aβ) Toxicity in Yeast

**DOI:** 10.3389/fnmol.2017.00232

**Published:** 2017-07-27

**Authors:** Xin Chen, Markus M. M. Bisschops, Nisha R. Agarwal, Boyang Ji, Kumaravel P. Shanmugavel, Dina Petranovic

**Keywords:** amyloid-β, Alzheimer's disease, energetics, ER stress, yeast

## Abstract

Alzheimer's disease (AD) is a progressive neurodegeneration. Oligomers of amyloid-β peptides (Aβ) are thought to play a pivotal role in AD pathogenesis, yet the mechanisms involved remain unclear. Two major isoforms of Aβ associated with AD are Aβ40 and Aβ42, the latter being more toxic and prone to form oligomers. Here, we took a systems biology approach to study two humanized yeast AD models which expressed either Aβ40 or Aβ42 in bioreactor cultures. Strict control of oxygen availability and culture pH, strongly affected chronological lifespan and reduced variations during cell growth. Reduced growth rates and biomass yields were observed upon Aβ42 expression, indicating a redirection of energy from growth to maintenance. Quantitative physiology analyses furthermore revealed reduced mitochondrial functionality and ATP generation in Aβ42 expressing cells, which matched with observed aberrant mitochondrial structures. Genome-wide expression level analysis showed that Aβ42 expression triggered strong ER stress and unfolded protein responses. Equivalent expression of Aβ40, however, induced only mild ER stress, which resulted in hardly affected physiology. Using AD yeast models in well-controlled cultures strengthened our understanding on how cells translate different Aβ toxicity signals into particular cell fate programs, and further enhance their potential as a discovery platform to identify possible therapies.

## Introduction

Alzheimer's disease (AD) is the most common form of neurodegenerative disorder, and its incidence is projected to rise due to the increasing life expectancy (Wyss-Coray, 2016). Due to incomplete knowledge on the underlying mechanisms that lead to cellular dysfunction in AD, it is difficult to design effective therapies. Accumulation of amyloid-β (Aβ) plaques in the brain is a key neuropathological feature of AD (Hardy and Selkoe, 2002). Aβ peptides (ranging in length from 39 to 43 amino acids) are generated by amyloidogenic processing of the transmembrane amyloid precursor protein (APP; Selkoe, 2001). Differential cleavage of APP produces two major Aβ peptide isoforms, Aβ40 and Aβ42, of which Aβ40 is most abundantly produced, but Aβ42 is the predominant isoform found in AD plaques (Younkin, 1998). Aβ42 is also more hydrophobic and prone to aggregation than Aβ40 (Jarrett et al., 1993). Increasing evidence suggests that oligomeric species of Aβ are the most toxic forms (McLean et al., 1999; Shankar et al., 2008) and the accumulation of intracellular Aβ42 oligomers may be an early event in AD pathogenesis (Gouras et al., 2005).

The strong conservation of the cellular protein quality control system between yeast and human, combined with its genetic accessibility and ease of manipulation and cultivation, make the yeast *Saccharomyces cerevisiae* a powerful model organism to study protein-misfolding pathologies caused by Aβ (Khurana and Lindquist, 2010). Over the past two decades, several humanized yeast models have been developed to study Aβ toxicity (Fruhmann et al., 2017). The earlier models have been successfully used to monitor aggregation patterns of Aβ (Bagriantsev and Liebman, 2006; von der Haar et al., 2007), but failed to recapitulate its toxic effects. More recently developed models illustrated the importance of intracellular trafficking for Aβ toxicity (Treusch et al., 2011; D'Angelo et al., 2013). In neurons, APP is processed to generate Aβ peptides through the secretory pathway as well as the endocytic pathway (Thinakaran and Koo, 2008). This progression through different intracellular organelles and vesicles has been recapitulated in yeast by fusion of the Aβ peptide to secretion signal sequences, i.e., the Kar2 or α-prepro targeting signals (Treusch et al., 2011; D'Angelo et al., 2013). Expression of human Aβ peptides with the ER Kar2 signal ensures that Aβ peptides transit through the secretory pathway and are eventually exported from the cytoplasm. However, the yeast cell wall prevents secreted Aβ from diffusing away, and Aβ peptides re-enter into the cell through endocytosis (Treusch et al., 2011). Similar to observations in human neurons and other AD model organisms (Luheshi et al., 2007), Aβ42 peptides form more oligomers than Aβ40 and exhibit an increased cellular toxicity in yeast (Treusch et al., 2011). These models captured important aspects of Aβ toxicity and identified the yeast homologs of phosphatidylinositol binding clathrin assembly protein (*PICALM*) and other endocytic factors to be involved in Aβ toxicity (Treusch et al., 2011; D'Angelo et al., 2013; Verduyckt et al., 2016).

Although these models capture the cellular trafficking processes essential to Aβ toxicity, the heterologous Aβ expression in yeast is different from native expression in human neurons. In humanized yeast models, expression of Aβ peptides is often under control of a strong inducible promotor, whereas the production in neurons is constitutively. This inducible type of expression allows for well-timed induction of acute cytotoxicity, but is accompanied by a drastic change in carbon-source and hence metabolism, and excludes capturing effects of cellular aging or cumulative effects on toxicity. To avoid these drawbacks, we developed a continuous and tightly regulated Aβ expression model, which mimicked the chronic cytotoxicity that occurs during AD progression better. In our model, we successfully expressed human Aβ peptides (Aβ40 and Aβ42) in a constitutive manner, resulting in a shorter chronological life span (CLS) and increased oxidative stress. Furthermore, strong links between mitochondrial dysfunction and reduced proteasome activity were observed upon mild expression of Aβ42 peptide (Chen and Petranovic, 2015). Here, we take advantage of this improved humanized yeast model to further exploit the effects of Aβ on cellular functioning, viability and energetics following a systems biology approach.

The complexity of AD is illustrated by the continued interplay of unbalanced networks and homeostatic networks in neurons (Castrillo and Oliver, 2015). To capture these dynamics at the molecular and cellular level, time-course analyses of yeast Aβ models are needed. A crucial prerequisite to extract relevant information from the large amount of data obtained (e.g., genome-wide expression profile analysis), is minimization of confounding variables. The widely used shake-flask or tube cultures suffer from several important drawbacks, including lack of online monitoring and continuous control of cultivation parameters (Klöckner and Büchs, 2012), that influence cell growth and physiology and thus hinder data interpretation (Burtner et al., 2011). Therefore, we considered bioreactors an optimal system in which parameters can be continuously monitored and controlled. In addition, analysis of in- and off-gas compositions, aids in evaluating the energetic efficiencies of growth. Monitoring these parameters is relevant for *S. cerevisiae* as a model organism to estimate the interplay of metabolism, energetics, and mitochondrial functions. The typical growth curve consists of an initially predominantly fermentative, fast exponential growth phase (EX) until glucose is exhausted. Then it is followed by slower, fully respiratory growth on ethanol, glycerol, and organic acids during the post-diauxic shift phase (PD). Finally, growth is arrested due to depletion of extracellular carbon sources and the culture enters stationary phase (SP). Transition through these phases heavily depends on culture conditions (Herman, 2002) and strongly influences cell survival during SP (Bisschops et al., 2015). Although bioreactor cultivation offers strong advantages over more simple culture techniques, it is rarely applied in studies of humanized yeast models.

Subjecting our improved humanized Aβ yeast model to strictly controlled and monitored bioreactor environments, allow us, for the first time, to study how cell physiology and genome-wide expression levels are affected by different Aβ variants over time (Figure 1). By controlling the culture parameters, we reduced the number of irrelevant and sidetracking variables and produced a considerable amount of genome-wide and physiological information concerning the energetic consequences of Aβ expression, as well as revealing how these different Aβ toxic isoforms interfered with cellular metabolism and stress response pathways, causing pronounced physiological effects.

**Figure 1:**
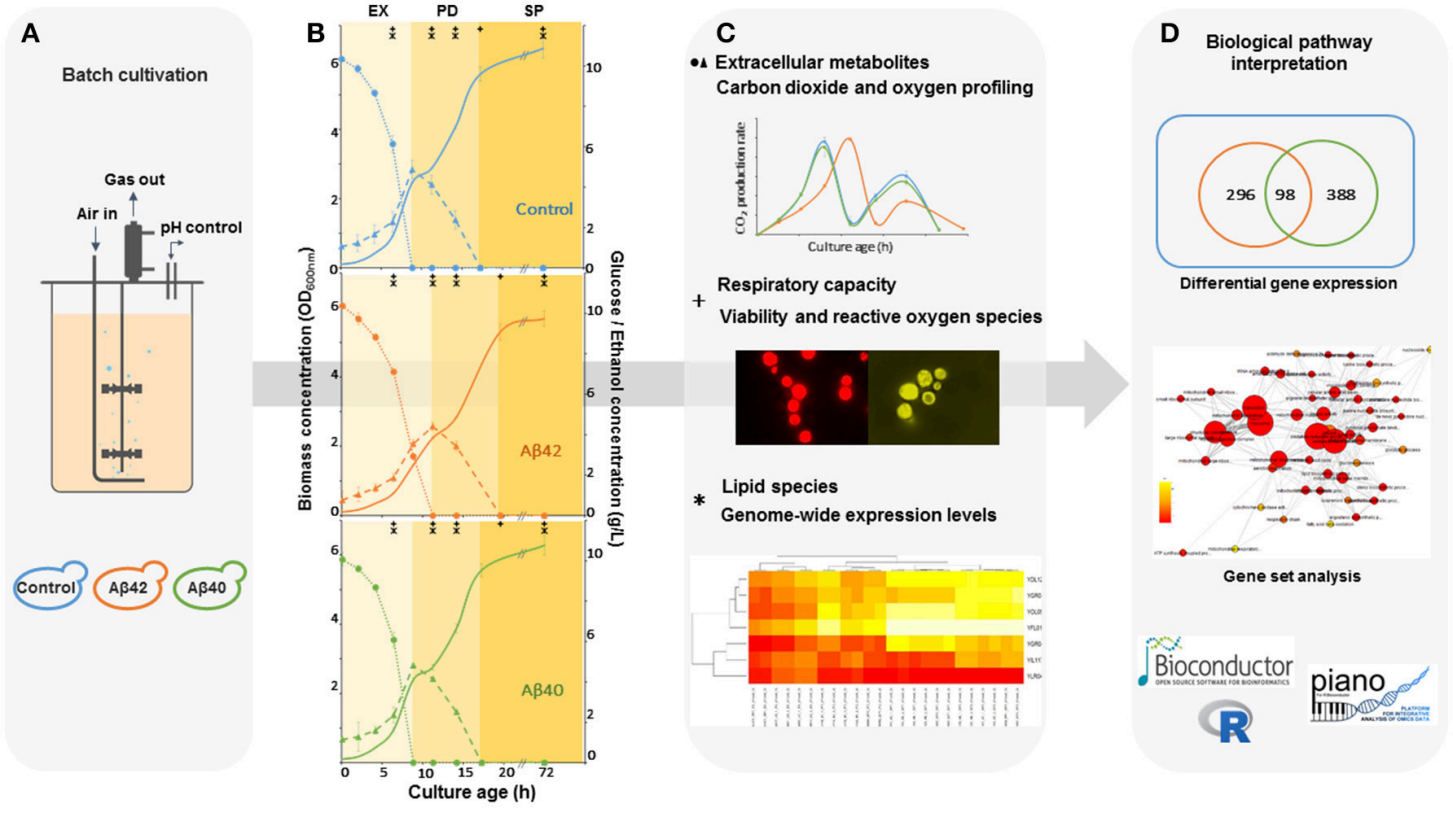
Schematic workflow for the integrated analysis of Aβ-induced cytotoxicity in *S. cerevisiae*. **(A)** Batch cultures of control, Aβ42 and Aβ40 expressing strains were grown and compared in well-controlled bioreactors. **(B)** Biomass, glucose (•), and ethanol (Δ) concentrations were measured and used to divide growth into exponential (EX), post-diauxic shift (PD), and stationary phases (SP). Time-points of specific analyses mentioned in **(C)** are indicated by ^+^ and ^*^. **(C)** Samples were taken for analysis of physiology, lipidome, and transcriptome during different growth phases. **(D)** The data obtained were collected and integrated, resulting in an overall biological interpretation of intracellular Aβ toxicity.

## Materials and methods

### Yeast strains and plasmids

The auxotrophic yeast *S. cerevisiae* strain CEN.PK.113-5D (*MATa ura3-52 HIS3, LEU2 TRP1 MAL2-8*^*c*^ *SUC2*; kindly provided by Dr. P. Kötter, University of Frankfurt, Germany; Entian and Kötter, 2007) was used as a host strain in this study. The host strain was transformed with the plasmids for constitutive and equivalent expression of Aβ42 and Aβ40, under control of the *GPD1* promoter: p416GPD-Aβ42 and p416GPD-Aβ40, respectively. The detailed construction of these plasmids and strains has been reported previously (Chen and Petranovic, 2015). Both Aβ constructs consist of the Kar2 signal sequence (42 amino acids) in front of Aβ42 or Aβ40 sequence, as described previously (Treusch et al., 2011).

### Batch cultivation

Strains were grown in defined minimal medium as described previously (Chen and Petranovic, 2015), containing per liter: 10 g glucose, 5 g (NH_4_)_2_SO_4_, 3 g KH_2_PO_4_, 0.5 g MgSO_4_.7H_2_O, 125 μl antifoam 204 (Sigma-Aldrich, USA), trace metals solution, and vitamins. Trace metals and vitamins solutions were prepared as described previously (Jensen et al., 2014). Batch fermentations were performed at 30°C in 1.2-l bioreactors (DasGip, Germany) with a working volume of 700 ml. Cultures were operated with 800 rpm agitation and 1 vvm gas flow of either pure dried air (aerobic) or dried air mixed with nitrogen gas to obtain a mixture containing 2% oxygen (micro-aerobic). Culture pH was measured with a pH sensor (Mettler Toledo, Switzerland) and maintained at 5.0 by automated addition of 2 M KOH or 2 M H_2_SO_4_. The CO_2_ and O_2_ concentrations in the exhaust gas were analyzed real-time with a GA4 gas analyzer (DasGip, Germany).

### Determination of biomass and extracellular metabolites

Biomass and extracellular metabolites were determined as described previously (Zhou et al., 2016). Biomass concentrations were measured as the optical density at 600 nm (OD_600_) and cell dry weight (CDW). CDW was measured by filtering 5 ml of culture samples over a pre-weighted, pre-dried 0.45 μm nitrocellulose filter (Sartorius Stedim, Germany), microwave drying of the filter plus biomass and determining the increase in weight of the dried filter. During the different growth phases, OD/CDW ratios were constant (1.45 ± 0.04 OD/g l^−1^). Extracellular glucose, ethanol, glycerol and acetate concentrations were analyzed on an Ultimate 3000 HPLC (Dionex, Sunnyvale, USA) equipped with an Aminex HPX-87H column (Bio Rad, USA). The column was eluted at 45°C using 5 mM H_2_SO_4_ at a flow rate of 0.6 ml min^−1^.

### Glycogen and trehalose assays

Ten OD_600_ of cells were harvested by centrifugation at 2,000 × *g* for 5 min at 4°C, and washed once in ice-cold distilled water. Cell pellets were resuspended in boiling 0.25 M Na_2_CO_3_ solution and processed as described previously (Parrou and François, 1997). Glycogen and trehalose were converted into glucose with amyloglucosidase (Sigma-Aldrich) and trehalase (Sigma-Aldrich), respectively, in acidic environment (pH 5.2). Glucose levels were determined enzymatically using a Glucose (HK) assay kit (Sigma-Aldrich).

### Viability and reactive oxygen species (ROS) measurement

Viability and intracellular ROS were measured by propidium iodide (PI, Thermo Fisher Scientific, USA) and dihydrorhodamine 123 (DHR123, Sigma-Aldrich, USA) staining respectively, as described previously (Chen and Petranovic, 2015). For the staining, 0.5 OD_600_ of cells were taken at different phases and incubated with 0.5 μg ml^−1^ of PI or 5 μM of DHR123 for 20 min. Cells were analyzed with a Guava flow cytometer (Merck, Germany) using a 488 nm laser for excitation. Fluorescence was detected with a 690/50 filter for PI or a 525/30 nm filter for rhodamine 123. Five thousand cells were analyzed for each sample. Two populations could be distinguished based on fluorescence intensity. Positively stained cells fall within the more fluorescent population (mean fluorescence 5–100 times higher). Results are shown as the fractions stained positively by PI or DHR123.

### Determination of respiratory capacity

Five OD_600_ of cells were harvested, washed twice in distilled water and resuspended in PBS before measurement. Oxygen consumption was measured at 30°C in a 1 ml temperature controlled closed chamber with a Clark oxygen electrode (Gilson) as described previously (Albers et al., 2007). One milliliter of PBS was added to the chamber and incubated until baseline (100% dissolved O_2_) was stable. One OD_600_ of cells were added to the chamber to measure the endogenous oxygen consumption rate. When the rate was stable, 25 mM of glucose was added to the chamber to obtain the initial oxygen consumption rate with glucose. Sodium thiosulfate (NaS_2_O_3_) was used for the zero-point calibration of the sensors. Oxygen consumption rates were determined from the slope of a plot of oxygen concentration vs. time and expressed as mM/OD/h.

### Non-linear microscopy

One OD_600_ of cells were harvested during PD. Mitochondria were stained with 1 μg ml^−1^ Rhodamine 123 (Rh123, Sigma-Aldrich, USA) for 30 min and washed once in PBS. One OD_600_ of cells was harvested during EX for lipid droplets measurement. Non-linear microscopy was applied to detect lipid droplets and mitochondria signals as described previously (Mertz, 2004). Two laser beams, 817 (5 mW) and 1,064 nm (6 mW) of synchronized pico-second pulse trains were spatially and temporally overlapped to be coupled into an inverted Nikon microscope (Eclipse TE2000-E microscope). CARS and TPEF signals were generated in live yeast cells to monitor lipid droplets and Rh123 stained mitochondria, respectively. The laser beams were focused on the samples using a 40x objective (Nikon Plan Fluor N.A. 1.3, working distance 0.21 mm). CARS and TPEF signals were collected in forward and epi-direction, respectively, with a high NA lens with a 661/20 and 514/30 or 609/45 filter into a single photon counting (SPC) photomultiplier tube (HPM-100-40, Becker & Hickl GmbH). Z-stacks were acquired for each sample with 0.2 μm step size for a maximum of 10 μm sample thickness. Each single acquisition in the z-stack was taken in 1 sec with a resolution of 256 pixels for a 34.4 μm field of view. The images were opened in ImageJ and then processed in Imaris (Bitplane software for image processing). The lipid quantification for control and Aβ42 expressing cells was done by ImageJ and GIMP (GNU Image Manipulation Program). Statistics was performed for 10 images of each strain. The quantities were determined from the CARS channel in which lipids were detected. The channel was turned into a binary color format (0 and 1) in GIMP first for lipids and their area in each slice (Li, i = slice number) was calculated using ImageJ. Subsequently cell areas in each slice (Ci, i = slice number) were also calculated. The ratio of the summation of lipid area / summation of cell area gave the value of lipid content in a cell as shown in Equation 1. The distance between slices (Δz) was canceled out since it was constant for all cells.

(1) $$\begin{array}{r} \frac{\sum_{i}Li}{\sum_{i}Ci}=Volume\;of\;lipids\;in\;a\;given\;cell\;volume \end{array}$$

### Transcriptome analysis

Samples for microarray analysis were taken from duplicate cultures during EX, PD, SP1, and SP2, respectively. Samples of cells were frozen rapidly in liquid nitrogen to prevent mRNA turnover (Piper et al., 2002). Total RNA was extracted using the RNeasy Mini Kit (QIAGEN, Germany) with a FastPrep homogenizer (MP Biomedicals, USA) to disrupt cells. Quality of total RNA was assessed by an Agilent 2100 bioanalyzer (Agilent Technologies, USA). Further RNA preparation and hybridization of biotin-conjugated aRNA fragments to Yeast Genome 2.0 Arrays (Affymetrix GeneChip, USA) was performed by the Bioinformatics and Expression Analysis core facility (BEA) of the Karolinska Institute, Sweden. Microarray data are deposited at the Genome Expression Omnibus website (GEO, http://www.ncbi.nlm.nih.gov/geo/) with series number GSE94793. Raw RNA data (CEL files) were preprocessed by Bioconductor and R version 3.2.3. The PIANO package was used for gene ontology (GO) terms and gene set analysis (GSA; Väremo et al., 2013). Only gene sets significantly enriched by distinctly up or down-regulated genes (*p* < 0.05) were considered in this study. The KEGG pathway and Gene Ontology functional categories enrichment analysis were used to investigate the transcriptional regulation of lipogenesis by using online software tool David (Database for Annotation, Visualization, and Integrated Discovery, http://david.abcc.ncifcrf.gov; Huang et al., 2008). Adjusted *P* < 0.05 and fold changes <0.81 or >1.2 were used as thresholds to identify significantly differentially expressed genes. Pheatmap package (cran.r-project.org/web/packages/pheatmap/index.html) was used to generate clustered heatmaps of gene sets.

### Quantitative real-time PCR (qPCR)

qPCR was performed as previously described (Liu et al., 2016). cDNA was synthesized from 1 μg of total RNA using the QuantiTect Reverse Transcription Kit (QIAGEN, Germany). Two microliters of synthesized cDNA were used as the template for qPCR with the DyNAmo Flash SYBR Green qPCR kit (Thermo Fisher Scientific, USA). Housekeeping gene *ACT1* was used as a reference gene to normalize RNA levels. Used primer sets are listed in Table S4.

### Lipid extraction and HPLC-CAD analysis

Lipid extraction and separation were performed as described previously (Khoomrung et al., 2013). Ten micrograms of freeze-dried cells were mixed with 7 ml of chloroform:methanol (2:1, v/v) solution in extraction tubes containing 50 μg of cholesterol as internal standard. Each tube was vigorously vortexed and placed in microwave reaction vessel (12 × 3cm I.D., 0.5 cm thickness, Milestone Stard D, Italy) which was heated to 60°C within 6 min and kept at 60°C for 10 min. After the sample was cooled down to room temperature, 1.7 ml of NaCI was added and the tube was vortexed vigorously. Thereafter, the sample was centrifuged at 1,912 *g* for 10 min and the organic phase was transferred into a clean extraction tube. Organic solvent was evaporated and residues dissolved in 200 μl of chloroform:methanol (2:1, v/v) for HPLC-CAD analysis (Corona, USA). Lipid peaks were identified based on the spectrum of a standard mix (SE, TAG, CH, ES, PA, CL, PE, PC, PS, and PI). Quantification of lipids was performed using serial dilutions of the standard mix from concentrations of 10–1,000 μg ml^−1^. The average log_10_ of peak area was plotted against log_10_ of concentration. Correlation (r^2^) was determined for all standard curves by linear regression.

### Statistical analyses

Significance of differences observed in physiological parameters between strains were determined using two-tailed, student *t*-tests. Cultures were independent replicates and, as parameters were determined using identical procedures, student *t*-tests were performed as two-sample with equal variance. Unless specified explicitly, three independent replicate cultures of the Aβ42 and control strains and two independent replicate cultures of the Aβ40 strain were analyzed under both fully aerated and micro-aerobic conditions. *P* < 0.05 was considered to indicate significant differences. Values are represented as mean ± SEM.

## Results

### Physiological characterization of humanized yeast Aβ strains in controlled bioreactor cultures

To determine the effects of human Aβ peptides on *S. cerevisiae* growth characteristics, strains constitutively expressing either human Aβ42 or Aβ40 peptide (hereafter referred to as Aβ42 and Aβ40 strain) or carrying the empty vector (control strain) were grown in well-aerated bioreactors using glucose as carbon-source (Figures 1A,B). Physiological parameters from these cultures are presented in Table 1. The maximal specific growth rate of the Aβ42 strain was 17% lower than that of the control and Aβ40 strains (*p* < 0.0003), in accordance with our previous report (Chen and Petranovic, 2015). The Aβ42 strain also showed a less pronounced but significantly decreased maximal glucose uptake rate (*p* = 0.02), which was reflected by 15% reduced biomass yield during EX (*p* < 0.02). Maximal ethanol production rates were not significantly altered (*p* > 0.4) during EX. On the contrary, we observed substantially increased production of two fermentation products: glycerol and acetate (Table 1). Glycerol yields were increased in both Aβ strains (*p* < 0.01), but was highest in the Aβ42 strain (2.7-fold compared to control strain, *p* < 0.00005). Despite the well-aerated conditions, the Aβ42 strain also produced more acetate than control and Aβ40 strains (1.28- and 1.21-fold compared to control and Aβ40 strains, respectively, *p* < 0.01). Overall these results suggest an altered redox-cofactor balancing in the heterologous Aβ42 expressing strain (Bakker et al., 2001). During SP, cells rely heavily on the storage carbohydrates glycogen and trehalose as energy sources. No significant differences in the accumulation of glycogen were observed among these strains (Figure S1A). Levels of trehalose were significantly higher in the Aβ42 strain during PD and SP1 (when extracellular carbon source was depleted; Figure S1B), which may be linked to its alternative role in stress-resistance. Trehalose can stabilize proteins in their native folding during heat shock and reduce the aggregation of denatured proteins in yeast cells (Singer and Lindquist, 1998). Reduced viable cell fractions might explain reduced growth and substrate consumption rates in the Aβ42 strain. However, viability analysis showed that fractions of dead cells were low for all strains during different phases (<2.5%). The slightly, yet significantly, elevated fractions of dead cells in Aβ42 cultures (*p* < 0.007, Figure S2A), did not fully explain the observed differences in fermentation kinetics.

**Table 1:** The physiological parameters of all strains during aerobic batch cultivation.

**Strain**	**μ_max_^a^(/h)**	**r_glucose,max_^b^(g/g/h)**	**Y^c^_X/S_ (g/g)**	**Y^d^_glycerol/S_ (mCmol/Cmol)**	**C^e^_acetate,max_ (mmol/L)**	**r^f^_ethanol,max_ (g/g/h)**	**Respiratory quotient^g^**	**r^h^_O2,max_ (mmol/g/h)**
Control	0.368 ± 0.002	2.34 ± 0.05	0.39 ± 0.01	13.5 ± 1.5	3.6 ± 0.2	0.24 ± 0.02	0.42 ± 0.01	8.2 ± 0.5
Aβ40^i^	0.366 ± 0.004	2.27 ± 0.09	0.40 ± 0.03	20.4^*^ ± 0.5	3.8 ± 0.2	0.25 ± 0.01	0.44 ± 0.01	7.4 ± 0.2
Aβ42	0.304^*^ ± 0.003	2.18^*^ ± 0.05	0.36^*^ ± 0.01	35.3^*^ ± 1.4	4.6^*^ ± 0.1	0.22 ± 0.01	0.40 ± 0.02	7.5 ± 0.2

Values are represented as the average of three independent biological replicates ± SEM. The asterisk (

* *) indicates significant different values from the control strain parameters (p < 0.05)*.

a Maximal biomass-specific growth rate on glucose;

b Maximal biomass-specific glucose uptake rate;

c Final biomass yields on substrate;

d Glycerol yields on glucose;

e Maximal acetate concentrations;

f Maximal biomass-specific ethanol consumption rate during PD;

g Respiratory quotient, the ratio of carbon dioxide produced over oxygen consumed during PD;

h Maximal biomass-specific oxygen uptake rate during PD;

i *Average values from biological duplicates*.

### Aβ42 expression strongly affects mitochondrial functionality

Mitochondria are pivotal to the survival of cells, including neurons, due to their role in energy metabolism. The increased glycerol production in the Aβ42 strain suggested that the surplus of NADH produced in anabolism, could not be completely reoxidized by mitochondrial respiration (Table 1). Despite the differences in glycerol and acetate production, the maximal oxygen uptake rates during the fully respiratory PD phase were surprisingly similar for both Aβ strains, yet lower than control strain (Table 1). These observations suggested that not consumption of oxygen *per se*, but rather its usage was affected specifically by Aβ42 expression. Together with our previous observations that the respiratory rate of the Aβ42 strain was significantly reduced in ethanol-grown cultures (Chen and Petranovic, 2015), this suggests that the toxicity triggered by Aβ42 might involve reduced mitochondrial functionality. To further test this, we evaluated the respiratory capacity of all strains during different growth phases. During EX no significant differences were observed between strains, which matched with fermentation being the main catabolic pathway at this phase. However, during the subsequent phases (PD and SP1), the respiratory capacity of the Aβ42 strain was significantly decreased compared to both other strains (*p* < 0.05, Figure 2A). Impaired mitochondrial function can lead to excess reactive oxygen species (ROS) production which contributes to AD pathology (Livnat-Levanon et al., 2014). In the Aβ42 strain, the ROS-positive fractions were significantly increased during phases of high metabolic activity, i.e., EX and PD, compared to the other strains (*p* < 0.003, Figure S2B). To investigate if these physiological indications of mitochondrial dysfunction coincided with aberrant mitochondrial structures, we stained the mitochondria with Rhodamine 123 and employed TPEF (two-photon excited fluorescence) microscopy to investigate the morphology in fully respiratory growing cells. Control cells exhibited continuous mitochondrial structures (networks), whereas Aβ42 expressing cells displayed a more fragmented structure of mitochondria (Figure 2C and Videos S1, S2). Such fragmented structures of mitochondria were previously observed in aged yeast cells and could enhance the turn-over of damaged mitochondria by mitophagy (Mao and Klionsky, 2013; Breitenbach et al., 2014).

**Figure 2:**
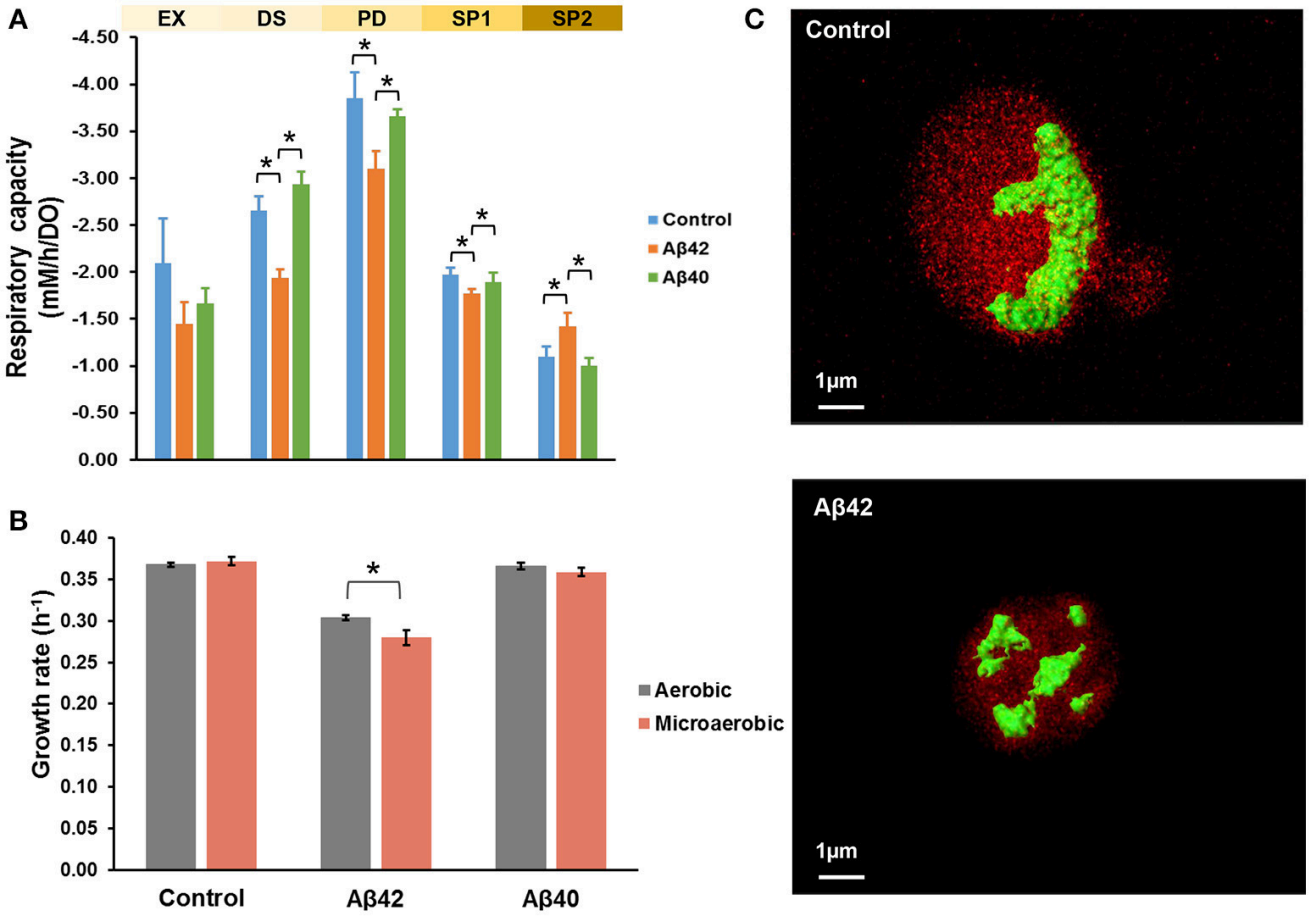
Aβ42 expression causes abnormal mitochondrial functionality and morphology. **(A)** Respiratory capacity was measured during EX, diauxic shift (DS), PD, early SP (SP1), and late SP (SP2) phases. Measurements were performed in duplicate (Aβ40) or triplicate (control and Aβ42) during EX, DS, SP1, and SP2 phases. During PD phase, measurements were done in quadruplicate (Aβ40 strain) or sextuplicate (control and Aβ42 strains), when cells solely relied on respiration. **(B)** Comparison of growth rates between aerobic and microaerobic conditions in bioreactors. **(C)** TPEF microscopy images of representative mitochondrial morphology in PD from control and Aβ42-expressing cells. Mitochondria were stained by Rhodamine 123 and are shown in green. The background fluorescence of cells is shown in red and is indicative of the cell volume. Data shown are average values ± SEM, of triplicate (Aβ42 and control) or duplicate (Aβ40) independent biological replicates. The asterisk (^*^) indicates significant differences (*p* < 0.05).

### Oxygen-limited conditions enhance impact of Aβ42 expression on physiology

The affected mitochondrial functionality is likely to have a more severe impact on cells under oxygen-limited conditions. Oxygen limitation is common due to increased oxygen-requirements during PD in less-controlled cultivations, such as shake-flasks, in which oxygen-transfer rates are lower (Anderlei and Büchs, 2001). We also noticed this effect by the differences in viability of the same Aβ42 strain reported here (Figure S1) and previously in shake-flasks (Chen and Petranovic, 2015). In standard bioreactor cultures, the dissolved oxygen levels were maintained above 30% of saturation at all time, but to test the combinatorial effect of oxygen limitation and Aβ peptides expression on cell physiology, oxygen-limited cultivations were also performed. To this end, the oxygen concentration in the inflowing gas was reduced to 2%, leading to dissolved oxygen levels below 1% of saturation. The reduced dissolved oxygen levels only reduced the maximal growth rate of the Aβ42 strain on glucose significantly (8% reduction, *p* < 0.05) and did not significantly affect growth of control and Aβ40 strains (Figure 2B). Similarly, total biomass yields were only significantly reduced in the Aβ42 strain (13% reduction, *p* = 0.05; Table S1). Under well-aerated, standard conditions, we observed differences in maximal oxygen uptake rates between Aβ42 and control strains (Table 1). When the oxygen supply was severely limited, oxygen uptake rates were also restricted and differences between strains were absent (Table S1). However, despite these equal oxygen consumption rates, the Aβ42 strain produced less carbon dioxide as shown by the almost one-third reduction in respiratory quotient (defined as the ratio of carbon dioxide produced/oxygen consumed) compared to control strain (*p* < 0.05, Table S1). This indicates an altered usage of the oxygen consumed by the Aβ42 strain, likely due to less efficient respiration. In addition to these effects on physiology, oxygen limitation also resulted in a doubling of the fraction of dead cells in all strains (<6%; Figure S2A). The ROS-positive fractions were similar compared to well-aerated conditions for all strains during EX and PD, but lower during SP, likely due to reduced oxygen availability (Figure S2B).

Oxygen limitation may thus contribute to enhanced cell death, however the drastic effect of Aβ42 expression on CLS observed in shake-flask cultures (Chen and Petranovic, 2015) was not observed in oxygen-limited bioreactor cultures. Only 5.25 ± 0.44 and 2.39 ± 0.64% of cells were identified as dead in Aβ42 and control cultures, respectively, during SP2, i.e., 2 days after extracellular carbon source exhaustion (Figure S2A), in contrast to 37.15 ± 1.21 and 14.06 ± 1.82%, respectively, in shake-flask cultures (Chen and Petranovic, 2015). A putative explanation could be the different glucose concentrations in the medium used for bioreactors and shake-flask cultivations, i.e., 10 g L^−1^ instead of 20 g L^−1^, respectively. Shake flask cultures grown in medium containing 10 g L^−1^ of glucose which is identical to the medium used in bioreactor cultures, revealed indeed a strong effect on viability. The higher initial glucose concentration resulted in a strongly reduced CLS, i.e., the fractions of dead cells were 5–7 fold higher during SP2 for the different strains (Figures S3A,B). Both initial glucose concentrations are generally not considered to induce calorie restriction related hormesis effects, but strongly affect other culture parameters in stationary phase. When using 10 g L^−1^ of glucose the pH dropped to only 4.5, instead of to 3.1, when 20 g L^−1^ of glucose was used (Figures S3C,D). Final cell concentrations correlated with initial glucose concentrations (Figures S3E,F). The acidic environment poses a strong stress on cells and can result in reduced CLS. An additional confounding factor were higher acetate levels in shake-flask cultures, which were highest for the Aβ42 strain on 20 g L^−1^ glucose (Figure S4). Altogether oxygen limitation, low pH-values and high acetate concentrations may contribute to the strongly reduced viability and CLS of all strains and especially of the Aβ42 strain in less-controlled shake-flasks environment. These effects are smaller in bioreactor cultures, because oxygen is not limited and a decrease in pH is prevented by online-monitoring and automated titration of base.

### Global transcriptional response to Aβ expression

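Expression was measured on Affymetrix Yeast Genome 2.0 arrays, which read each transcript with a set of short probes. RNA came from duplicate bioreactor cultures of 3 strains, the control strain with the empty vector and the strains expressing the human peptides Aβ42 and Aβ40. Cells were taken in 4 phases: exponential growth on glucose (EX), growth after the diauxic shift from glucose to ethanol (PD), and early (SP1) and late (SP2) stationary phase. This gives 24 arrays, 2 for each of 12 strain and phase groups. The deposited values are log2 expression per probe set, brought to a common scale by the authors with Bioconductor in R 3.2.3. The paper's text names neither the method of normalization nor the test behind its adjusted p-values. The fit used here returned the adjusted p-values of its Tables S2 and S3, with a largest difference of 5.4e-07. The 5705 probe sets of the deposited table were all tested. In limma, each group had its own mean, strains were compared within a phase, and p-values were adjusted by Benjamini-Hochberg within each comparison. A gene is said to have risen or fallen, in what follows, at an adjusted p under 0.05 with a fold change over 1.2 or under 0.81, while the counts of differentially expressed genes use the adjusted p under 0.001 of the paper. Values written with ± are log2 fold changes with their standard error, with 2 arrays in each group, unless a level is named. That error uses the spread of a gene within all 12 groups, so it is the same in each phase. It does not measure the spread of the duplicates compared. Members of 52 gene lists (pathways, complexes and regulons) were counted, and camera tested whether a list moved against the other genes, with a preset correlation of 0.01 between its members; a second p, with a correlation estimated from the arrays, is printed with most list calls. The number of arrays limits the precision: of 50 genes changed 1.2-fold in data simulated for Aβ42 against control at EX, 3 were recovered at the stricter threshold, and of 50 changed 1.5-fold 38 were. The array labels number the duplicates but do not state that equal numbers were grown or processed together. Adding the replicate number as a block gave 438 calls for Aβ42 against control at EX, where the fit without it gave 472.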

To understand the mechanisms behind the phenotypic changes in Aβ42 and Aβ40 strains, gene expression levels during EX, PD, SP1, and SP2 were quantified using microarrays. The global expression pattern was characterized using principal component analysis (PCA). 

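The spread between duplicate cultures differed between the phases. The correlation across probe sets between the arrays of a pair, to which differences in level between genes contribute, lay between 0.987 and 0.999 over the 12 groups (genes within an array are not independent replicates). The SD of the difference between duplicates on the log2 scale was 0.04 to 0.10 at EX and 0.06 to 0.16 at PD, against 0.18 to 0.22 at SP1 and 0.09 to 0.18 at SP2. At SP1, genes of the mitochondria were among those that differed between duplicates. The 73 mitochondrial ribosomal protein genes, which build the ribosome inside mitochondria, had a median difference between the duplicates of the Aβ42 strain of -0.34 (replicate 1 minus replicate 2), of 0.33 in the Aβ40 strain and of 0.10 in the control strain.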

PCA resulted in strong grouping of biological replicates, indicative of a high degree of reproducibility. 

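The growth phase changed far more genes than either peptide. In the control strain 4498 probe sets differed between EX and SP2 at an adjusted p under 0.001. Genes for cytosolic ribosomal proteins fell as growth ended: 124 of 128 had fallen from EX to PD (median log2 fold change -0.80, adjusted p = 6.3e-25 and adjusted p = 0.23 with an estimated correlation) and 124 from EX to SP2 (median -3.10). At the diauxic shift the 17 glucose-repressed genes all rose in the control strain (median 4.45, adjusted p = 1.1e-15 and adjusted p = 0.027 with an estimated correlation), as did 39 of 40 genes of oxidative phosphorylation (median 1.07, adjusted p = 7.9e-18 and adjusted p = 0.20 with an estimated correlation) and the 11 genes of the TCA cycle. In the PCA of the 24 arrays the component PC1 held 69.9% of the variance and PC2 19.8%. On PC1 the control strain moved from -59.7 at EX through -23.8 at PD and 35.8 at SP1 to 51.0 at SP2 (means of 2 arrays). PC2 set SP1, at -30.0, apart from SP2, at 28.8. The Aβ42 strain covered a shorter path on PC1, from -53.3 to 42.7, than the Aβ40 strain, from -58.0 to 52.1. With probe sets scaled to unit variance the shares were 54.5% and 27.1%.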

The first and second PCA components clearly separated all of samples from different growth phases by their gene expression profiles (Figure 3A and Figure S5). To further examine the extent of changes in each phase, we performed pair-wise comparisons between the strains at each time-point. The expression of 472, 394, 391, and 280 genes was significantly different (adjusted *p* < 0.001) during EX, PD, SP1, and SP2, respectively, between the Aβ42 strain and the control strain (Figure S6A). 

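At EX the genes that rose most in the Aβ42 strain were PHO84, the high-affinity phosphate transporter, at 2.30 ± 0.26 (adjusted p = 6.5e-06), and BAP3, an amino acid permease, at 2.16 ± 0.13. They were joined by cell wall genes such as GSC2, a glucan synthase subunit (1.74 ± 0.07), and CWP1 (1.51 ± 0.09). The zinc transporter gene ZRT1 fell at EX (-1.13 ± 0.30), at PD (-1.87 ± 0.30) and at SP1 (-1.14 ± 0.30). At PD, POT1 (1.69 ± 0.08) and FOX2 (1.28 ± 0.08), enzymes of peroxisomal fatty acid oxidation, were among the genes that rose most, and SNZ1, of vitamin B6 synthesis, fell (-1.50 ± 0.07). At SP1 the cell wall gene UTR2 rose (1.27 ± 0.16) and AGP1, an amino acid permease gene, fell (-2.41 ± 0.28). At SP2 the genes that rose most were ribosomal protein genes, RPL22A (1.96 ± 0.10) before RPS22A (1.85 ± 0.14), while GPH1, glycogen phosphorylase, fell (-1.71 ± 0.10), as did SUC2, invertase (-1.21 ± 0.07). At an adjusted p under 0.001 the Aβ42 strain differed from the control strain in 472 probe sets at EX (417 higher and 55 lower), 394 at PD (289 and 105), 391 at SP1 (267 and 124) and 280 at SP2 (221 and 59). Leaving out any 1 of the 4 arrays gave 237 to 269 calls at EX and 155 to 225 at PD, and at SP1 232 without control SP1 replicate 1, 258 without control SP1 replicate 2 and 240 without Aβ42 SP1 replicate 2. A fit of the 6 arrays of a phase alone gave 1095, 217, 0 and 159 calls in the order of the phases; with arrays weighted by the spread of their phase, chosen after seeing the data, there were 1822 at EX, 762 at PD and 69 at SP1. ZRT1 at EX with Aβ42 (-1.06 without control replicate 2, -0.69 without Aβ42 replicate 1) and ZRT1 at SP1 with Aβ42 (-1.04 without control replicate 2, -0.92 without Aβ42 replicate 2) did not pass with 1 array left out.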

Although the physiology of the Aβ40 strain was not notably different from the control strain, expression of 89, 486, and 1,118 genes was significantly different (adjusted *p* < 0.001) during EX, PD, and SP1, respectively. 

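In the Aβ40 strain at EX, 87 probe sets were higher and 2 lower than in the control strain at an adjusted p under 0.001, among them CWP1 (1.16 ± 0.09), GSC2 (1.14 ± 0.07) and the protein disulfide isomerase gene MPD1 (0.82 ± 0.09). The heat tolerance gene SPG4 fell (-1.48 ± 0.20). At PD, 279 were higher and 207 lower. FDH1, formate dehydrogenase, rose (1.84 ± 0.23), as did PCL5, a cyclin induced by the regulator Gcn4p (1.22 ± 0.08). INO1 (-1.82 ± 0.14, adjusted p = 1.5e-07), the phospholipid methyltransferase gene OPI3 (-1.28 ± 0.07) and the glycolytic genes PGK1 (-1.23 ± 0.06) and ENO2 (-1.02 ± 0.07) fell. At SP1 1118 probe sets differed (653 higher and 465 lower). MBA1 (1.28 ± 0.16), which anchors mitochondrial ribosomes at the inner membrane, and MRPL1 (1.26 ± 0.17) rose. AGP1 (-2.36 ± 0.28), the repressor gene NRG2 (-1.89 ± 0.31) and SSA3, a heat shock chaperone (-1.38 ± 0.22), fell. MBA1, MRPL1 and NRG2 are also among the genes that differed most between the duplicate Aβ42 arrays at SP1. The list of 21 cytosolic chaperone genes differed between the duplicate Aβ40 arrays at SP1 by a median of -0.60 (replicate 1 minus replicate 2). The count at SP1 was 48 without control SP1 replicate 2 and 156 without Aβ40 SP1 replicate 1, and with arrays weighted by the spread of their phase, a fit chosen after seeing the data, it was 119. The 6 arrays of SP1 alone gave 0 calls in limma. At EX leaving out any 1 of the 4 arrays gave 16 to 34 calls and the weighted fit 729, and at PD there were 212 without control PD replicate 1, 230 without control PD replicate 2 and 260 without Aβ40 PD replicate 1, and 889 with the weights.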

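In late stationary phase few single genes of the Aβ40 strain differed from the control strain. As lists, camera called 9 of 52 at SP2, 1 higher and 8 lower, and 1 with an estimated correlation. At SP2, limma called 0 probe sets at an adjusted p under 0.001, and 224 of 5705 had an unadjusted p under 0.05. The gene with the smallest adjusted p was URA3, an enzyme of uracil synthesis and the marker of the plasmids, at -0.76 ± 0.09 (adjusted p = 0.0031): its log2 level was 9.23 ± 0.0037 (SD, n = 2) in the Aβ40 strain and 9.99 ± 0.03 (SD, n = 2) in the control strain. Over the 4 phases its log2 fold changes lay between -0.96 and -0.47 in the 2 Aβ strains. At SP2 it was the 1 gene past an adjusted p of 0.05 with a fold change under 0.81 or over 1.2. Without Aβ40 SP2 replicate 1 the count at the stricter threshold was 1. Of the 128 cytosolic ribosomal protein genes 0 rose and 0 fell (median -0.01; 2 higher and 7 lower at an unadjusted p under 0.05), and of 18 genes of ER protein folding 0 rose and 0 fell (median -0.02). The 17 genes of glycolysis lay lower as a list, by a median of -0.14 (adjusted p = 2.1e-16 and adjusted p = 0.044 with an estimated correlation), with 0 risen and 0 fallen (0 and 2 when adjusted over the list alone). URA3 at SP2 with Aβ40 (-0.78 without control replicate 1, -0.74 without control replicate 2, -0.76 without Aβ40 replicate 2) did not pass with 1 array left out.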

No significantly changed genes were identified later in SP2 between Aβ40 and control strains (Figure S6B). Of note, the overlap in differentially expressed genes was <20% between Aβ42 and Aβ40 strains during all phases, suggesting that different biological processes were influenced (Figure S6C).

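At EX the genes that rose in the Aβ40 strain were nearly all genes that rose in the Aβ42 strain: 88 of the 89 probe sets called in the Aβ40 strain were called in the Aβ42 strain, 87 higher in both, which is 18.6% of those called in either strain and 98.9% of the smaller list. They include NFG1 (2.00 ± 0.07 with Aβ42 and 1.29 ± 0.07 with Aβ40), PRM5 (1.70 ± 0.07 and 1.27 ± 0.07) and YPS3, a cell surface protease (1.48 ± 0.10 and 0.97 ± 0.10). At PD, of 98 probe sets called in both (12.5% of either), 14 were higher and 29 lower in both and 55 changed in opposite directions. POX1, the acyl-CoA oxidase of peroxisomes, was 1.16 ± 0.09 with Aβ42 and -1.32 ± 0.09 with Aβ40. Whether the cultures differed in stage at PD was not tested for these genes. At SP1, 163 were called in both (12.1% of either), 75 higher and 88 lower in both and 0 opposite. The 2 comparisons share their control arrays. In 100 simulations with shared control arrays and no change, the probe sets with the smallest p, in lists as long as these and without regard to direction, shared on average 36.0 at EX, 109 at PD and 176 at SP1. Those lists were cut by length and not at the threshold, so they cannot show how much of the overlap the shared arrays explain. At an adjusted p under 0.001 the same simulations called 0 probe sets in both strains at EX, PD and SP1. Their noise was drawn independently for each gene, at its spread pooled over the groups. The spread between real duplicates at SP1 was 1.33, 1.36 and 1.70 times that over all groups in the control, Aβ42 and Aβ40 strains. Those duplicates also differed in shared sets of genes, so the 0 at SP1 cannot exclude a part of the shared control arrays in the overlap there. Across probe sets the effects of the 2 peptides had a covariance of 0.0348 at EX, -0.00175 at PD and 0.0472 at SP1; the shared control arrays alone gave 0.00403 in 100 simulations of EX. Compared directly, the Aβ42 and Aβ40 strains differed in 83 probe sets at EX, 1027 at PD, 314 at SP1 and 289 at SP2. With 1 array left out these counts were 19 to 27, 644 to 891, 91 to 782 and 213 to 390, and the overlap was 3.92% to 27.2% at EX and 4.26% to 15.7% at SP1. The overlap at EX was 30.3% at the more lenient threshold and that at SP1 22.0%.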

**Figure 3:**
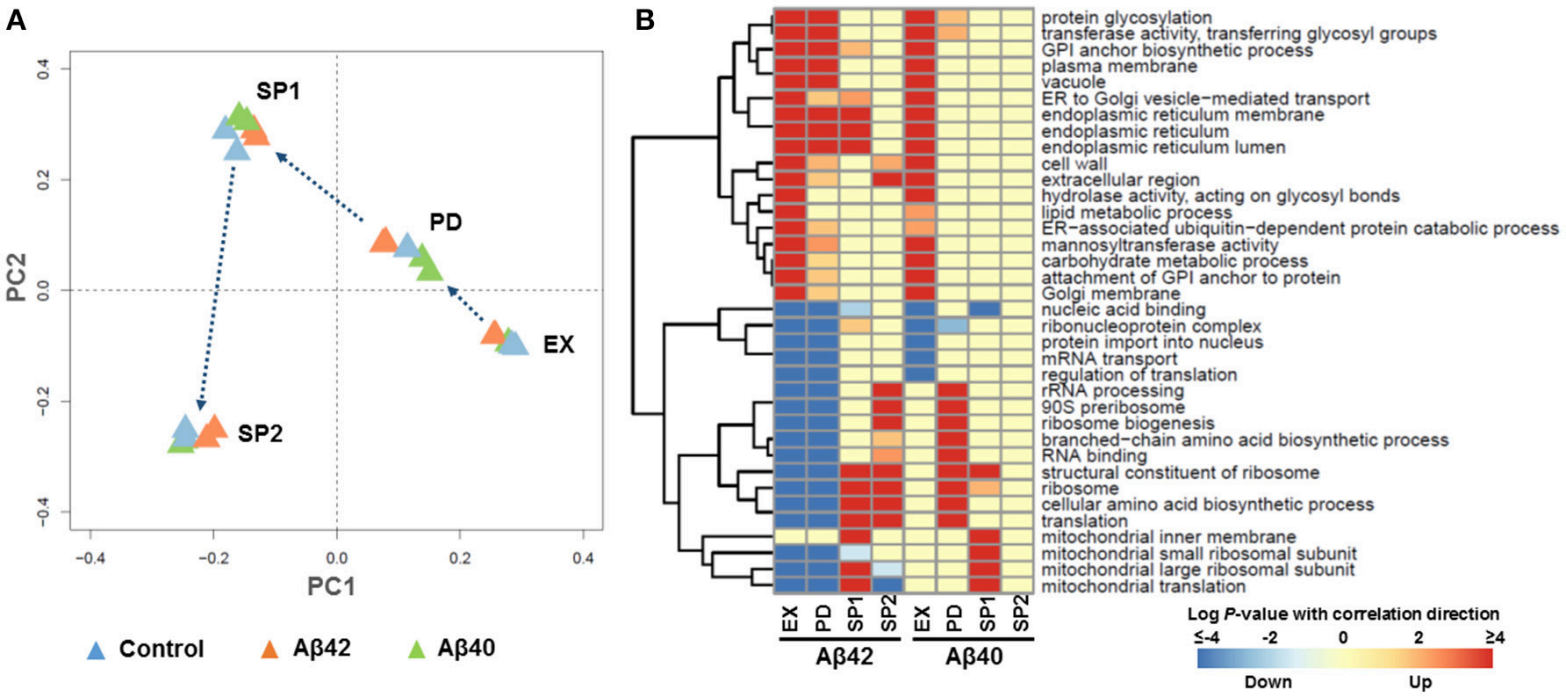
Global transcriptional response to Aβ expression. **(A)** Principle Component Analysis (PCA). Each triangle represents one biological replicate. **(B)** The most strongly enriched GO terms of biological processes in Aβ42 and Aβ40 strains, compared to the control strain (*p* < 0.005) during EX, PD, SP1, and SP2, with red color indicating up-regulated processes and blue indicating down-regulated processes. For the complete gene set analysis results, see Figures S7, S8.

To gain more insight in biological processes affected by Aβ42 and Aβ40 expression, gene set analysis (GSA) was performed on the significantly differentially expressed genes. Significant enrichment of 126 and 129 gene sets was identified (*p* < 0.005) among genes differentially expressed in Aβ42 and Aβ40 strains, respectively compared to the control strain. The complete list of gene sets can be found in Figures S7, S8. The most significantly enriched gene sets are shown in Figure 3B for both Aβ strains. 

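Genes of protein folding in the ER rose in the Aβ42 strain at EX, PD and SP1. Of 18 such genes, 12 rose and 0 fell at EX (median log2 fold change 0.72, adjusted p = 1.7e-13 and adjusted p = 0.020 with an estimated correlation), 12 rose and 0 fell at PD (median 0.66, adjusted p = 5.6e-10 and adjusted p = 0.037 with an estimated correlation) and 11 rose and 0 fell at SP1 (median 0.39, adjusted p = 2.3e-07 and adjusted p = 0.15 with an estimated correlation). When adjusted over the list alone the counts of risen and fallen genes were 12 and 0, 12 and 0 and 11 and 0. The Aβ40 strain had 12 risen at EX (median 0.39, adjusted p = 8.4e-16 and adjusted p = 0.0087 with an estimated correlation), 0 at PD (median -0.03) and, at SP1, 6 risen and 1 fallen (list adjusted p = 0.44). The direct comparison gave 9 of the genes higher in the Aβ42 than in the Aβ40 strain at EX (median 0.34, adjusted p = 2.8e-10 and adjusted p = 0.021 with an estimated correlation) and 12 at PD (median 0.63). Of 25 genes of N-glycosylation, which attach sugar chains to asparagine, 10, 8 and 6 rose and 0 fell at EX, PD and SP1 in the Aβ42 strain (adjusted p = 0.13, 0.20 and 0.35 with an estimated correlation; 11 and 0 at EX when adjusted over the list alone), led by SEC59 (0.56 ± 0.09 at EX). The Aβ40 strain had 5 risen at EX, 2 at PD and 9 at SP1, where 1 fell. Of 13 vacuolar hydrolase genes, 11 rose at EX and 8 at PD with Aβ42 (adjusted p = 2.6e-08 and adjusted p = 0.023 with an estimated correlation at EX), among them the proteases PEP4 (0.57 ± 0.04 at EX) and PRB1 (0.48 ± 0.05), and 3 at EX with Aβ40.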

Gene sets associated with protein processing (post-translational modifications, transport, and degradation), such as, “endoplasmic reticulum (ER),” “protein glycosylation,” “vacuole” were enriched with up-regulated genes during EX, PD, and SP1 in the Aβ42 strain, but only during EX in the Aβ40 strain. 

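Genes for mitochondrial ribosomal proteins fell in the Aβ42 strain. Of 73, 38 fell at EX (median log2 fold change -0.35, adjusted p = 5.8e-16 and adjusted p = 0.26 with an estimated correlation) and 38 at PD (median -0.35, adjusted p = 3.8e-17 and adjusted p = 0.29 with an estimated correlation), and 0 rose in either phase; adjusted over the list alone, 41 and 45 fell. Genes for cytosolic ribosomal proteins moved little. At EX 0 of 128 rose and 0 fell in limma, with 1 lower at an unadjusted p under 0.05 (median -0.04, adjusted p = 0.044 and adjusted p = 0.75 with an estimated correlation), and at PD 5 fell (median -0.12, adjusted p = 5.5e-08 and adjusted p = 0.46 with an estimated correlation). After regression on the control strain's changes from EX to PD and from PD to SP1, the median at PD was 0.06, on the other side of 0. Some genes of amino acid synthesis fell in each phase. At EX and PD 1 and 6 of 8 genes of lysine synthesis fell, 3 and 8 of 13 of aromatic amino acids, 2 and 2 of 7 of histidine, 2 and 3 of 10 of arginine, and 2 and 1 of 11 of branched-chain amino acids (adjusted p = 0.15, 0.12, 0.12, 0.13 and 0.12 with an estimated correlation at PD). In each phase 1 gene of aromatic amino acids rose, and limma called 0 risen in the other 4 lists (0, 0, 0 and 1 higher at an unadjusted p under 0.05 at EX and 1, 0, 0 and 0 at PD, in the order lysine, histidine, arginine and branched-chain). Among the probe sets of amino acid synthesis in Table S2, which is not limited to these lists, 14 rose and 14 fell at EX. In the test of the effect at PD minus that at EX camera called 0 of these 5 lists, and 0 had an unadjusted p under 0.05 (adjusted p = 0.15, 0.12, 0.52, 0.98 and 0.84 in the order of the fallen genes above). LYS20, homocitrate synthase, was -0.55 ± 0.11 and TRP3 -0.52 ± 0.05 at PD. Of 20 cytosolic tRNA synthetase genes 2 fell at PD, KRS1 (-0.49 ± 0.15) and SES1 (-0.38 ± 0.06) (list adjusted p = 7.4e-07 and adjusted p = 0.13 with an estimated correlation). The correlation estimated from the arrays is 1 value for each list over all comparisons, so it is not that of the arrays at EX and PD alone. With it, 234 of the 278 list calls over all 12 comparisons are lost, those of both ribosomal lists for Aβ42 against control at EX and PD included. KRS1 at PD with Aβ42 (-0.56 to -0.42 without any 1 of the 4 arrays) and the list of cytosolic ribosomal proteins at EX with Aβ42 (adjusted p = 0.22 without control replicate 1, adjusted p = 0.20 without Aβ42 replicate 2) did not pass with 1 array left out.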

Gene sets related to protein synthesis such as, “ribosome,” “translation,” “mitochondrial translation,” and “cellular amino acid biosynthetic process,” were enriched with down-regulated genes in the Aβ42 strain during EX and PD. Remarkably, these genes were up-regulated in the Aβ42 strain compared to the control strain during SP. 

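In stationary phase the cytosolic ribosomal protein genes lay higher in the Aβ42 strain than in the control strain. At SP1 116 of 128 rose and 0 fell (median log2 fold change 0.59, adjusted p = 5.7e-51 and adjusted p = 0.15 with an estimated correlation), and at SP2 119 rose and 0 fell (median 0.98, adjusted p = 2.7e-148 and adjusted p = 0.012 with an estimated correlation; 122 and 0 when adjusted over the list alone). RPS22A of the small subunit was 0.99 ± 0.14 at SP1. The mitochondrial ribosomal protein genes lay higher as a list at SP1, by a median of 0.18 (adjusted p = 0.015 and adjusted p = 0.93 with an estimated correlation), where 4 of 73 rose and 2 fell. At SP2 they lay lower as a list, by a median of -0.12 (adjusted p = 0.022 and adjusted p = 0.97 with an estimated correlation), where 0 rose and 0 fell in limma, with 10 lower at an unadjusted p under 0.05. Of the lysine genes 7 rose at SP1 and 3 at SP2 (adjusted p = 0.22 and 0.23 with an estimated correlation), with LYS9 at 0.83 ± 0.10 and 0.57 ± 0.10. Of 11 genes of branched-chain amino acid synthesis 5 rose in each of these phases. Without Aβ42 SP1 replicate 2 the direction of the mitochondrial list at SP1 turned to lower, and its adjusted p was 0.62. The list of mitochondrial ribosomal proteins at SP1 with Aβ42 (adjusted p = 0.18 without control replicate 2) and the list of mitochondrial ribosomal proteins at SP2 with Aβ42 (adjusted p = 0.31 without Aβ42 replicate 2) did not pass with 1 array left out.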

The expression profiles of these protein synthesis related genes were studied throughout the different culture phases. This revealed that for genes, whose expression was higher in the Aβ42 strain than control strain in SP, this was due to a less pronounced decrease in expression (data not shown). These protein synthesis-related gene sets were enriched with up-regulated genes in the Aβ40 strain especially in PD. This opposite regulation of these genes clearly indicated different responses to Aβ42 and Aβ40 expression. 

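The cytosolic ribosomal protein genes fell from EX to stationary phase in all 3 strains, and least in the Aβ42 strain. From EX to SP2 their median log2 change was -2.08 in the Aβ42 strain, with 125 of 128 fallen, against -3.10 in the control strain and -3.17 in the Aβ40 strain. From EX to SP1 it was -1.79, -2.42 and -2.48 in the same order. The test of the difference itself, the effect of Aβ42 at SP2 minus that at EX, gave 119 genes higher and 0 lower (median 1.02, adjusted p = 9.0e-79 and adjusted p = 0.039 with an estimated correlation), and the difference between SP1 and EX gave 117 and 0 (median 0.62, adjusted p = 1.2e-37 and adjusted p = 0.13 with an estimated correlation). For the 8 genes of lysine synthesis the test of the difference between SP2 and EX gave 6 higher and 0 lower (median 0.48, adjusted p = 8.1e-05 and adjusted p = 0.14 with an estimated correlation).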

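At PD the Aβ40 strain had more transcript of the cytosolic ribosome and of amino acid synthesis than the control strain. Of 128 cytosolic ribosomal protein genes 121 rose and 0 fell (median log2 fold change 0.54, adjusted p = 1.3e-60 and adjusted p = 0.045 with an estimated correlation; 123 and 0 when adjusted over the list alone), with RPS26B at 1.01 ± 0.14 and RPL9A at 0.98 ± 0.07. Of 20 cytosolic tRNA synthetase genes 9 rose (adjusted p = 2.6e-08 and adjusted p = 0.11 with an estimated correlation). 7 of 10 genes of arginine synthesis, 6 of 7 of histidine, 6 of 8 of lysine and 9 of 13 of aromatic amino acids rose, and 1 of the last list fell (adjusted p = 0.043, 0.042, 0.068 and 0.045 with an estimated correlation). ORT1, the mitochondrial ornithine carrier, was 0.92 ± 0.08 and HIS3 0.90 ± 0.08. The mitochondrial ribosomal protein genes went the other way at PD: 30 of 73 fell and 0 rose (median -0.33, adjusted p = 1.2e-15 and adjusted p = 0.36 with an estimated correlation). At SP1 65 of them rose and 2 fell (median 0.74, adjusted p = 1.2e-20 and adjusted p = 0.90 with an estimated correlation), while duplicate SP1 arrays differed in these genes too; 20 cytosolic ribosomal protein genes rose and 7 fell.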

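Compared directly at PD, 125 of 128 cytosolic ribosomal protein genes were lower in the Aβ42 than in the Aβ40 strain and 0 higher (median log2 fold change -0.65, adjusted p = 2.1e-52 and adjusted p = 0.047 with an estimated correlation). At SP1 102 were higher and 0 lower (median 0.58, adjusted p = 4.3e-44 and adjusted p = 0.46 with an estimated correlation), and at SP2 121 and 0. Of the tRNA synthetase genes 19 of 20 were lower with Aβ42 at PD (adjusted p = 6.9e-12 and adjusted p = 0.042 with an estimated correlation), as were all 10 genes of arginine synthesis. On PC1 the arrays at PD lay at -16.2 with Aβ42 and -30.2 with Aβ40. A difference in stage between the strains may add to the differences at PD, which was not tested for the direct comparison. The mitochondrial ribosomal protein genes, which fell with both peptides at PD, did not differ as a list between the peptides there (median 0.01, adjusted p = 0.81), and at SP1 63 of 73 were lower with Aβ42 (adjusted p = 7.3e-28 and adjusted p = 0.62 with an estimated correlation). Without Aβ42 SP1 replicate 1 the calls of the direct comparison at SP1, 314 with all arrays, number 91, and without Aβ40 SP1 replicate 2 they number 782. From the opposite direction of these gene sets the paper concludes that the cells responded differently to Aβ42 and Aβ40. 

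**Figure D1:**
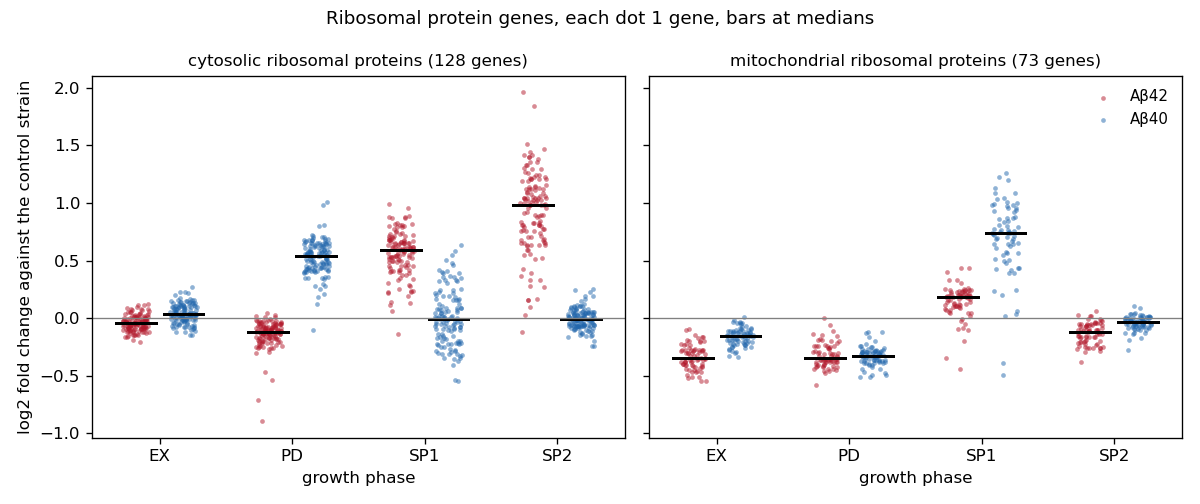
Log2 fold changes against the control strain of the 128 cytosolic and 73 mitochondrial ribosomal protein genes (y axis) at EX, PD, SP1 and SP2 (x axis) in the Aβ42 and Aβ40 strains. Each dot is 1 gene and bars are medians: the cytosolic medians reach 0.54 with Aβ40 at PD and 0.98 with Aβ42 at SP2, and the mitochondrial median reaches 0.74 with Aβ40 at SP1. At SP1 the mitochondrial genes also differed between duplicate arrays, by a median of -0.34 in the Aβ42 strain and 0.33 in the Aβ40 strain (replicate 1 minus replicate 2).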

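The same genes of amino acid synthesis can be followed in both strains. At PD, LYS1, saccharopine dehydrogenase, was -0.37 ± 0.10 with Aβ42 and 0.74 ± 0.10 with Aβ40. HIS7 was -0.53 ± 0.10 and 0.68 ± 0.10, ARG7 -0.33 ± 0.07 and 0.74 ± 0.07, and TRP4 -0.40 ± 0.07 and 0.73 ± 0.07. LEU9, 2-isopropylmalate synthase, was -0.45 ± 0.13 at EX with Aβ42, 0.59 ± 0.13 at SP1 and 0.65 ± 0.13 at SP2, and 0.89 ± 0.13 at PD with Aβ40. The direct comparison of the strains at PD gave 7 of 8 lysine genes lower with Aβ42 (median log2 fold change -0.96, adjusted p = 5.2e-07 and adjusted p = 0.047 with an estimated correlation) and 11 of 13 aromatic ones lower and 1 higher. Of 23 genes of sulfur amino acid and threonine synthesis 6 fell at PD with Aβ42, and 6 rose and 2 fell with Aβ40 (adjusted p = 0.13 and 0.83 with an estimated correlation). SAM2, S-adenosylmethionine synthetase, fell with both, -0.91 ± 0.14 and -1.02 ± 0.14. ARG7 at PD with Aβ42 (-0.30 without control replicate 1, -0.26 without Aβ42 replicate 2), LEU9 at EX with Aβ42 (-0.48 to -0.41 without any 1 of the 4 arrays) and LYS1 at PD with Aβ42 (-0.36 without control replicate 1, -0.37 without control replicate 2, -0.31 without Aβ42 replicate 2) did not pass with 1 array left out.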

For illustration, the genes involved in amino acid biosynthesis pathways of which expression levels were significantly changed can be found in Figure S9 and Table S2. In addition to these processes directly involved in protein synthesis and processing, transcription related gene sets such as, “nucleic acid binding,” “protein import into nucleus,” “ribonucleoprotein complex,” and “mRNA transport” were enriched with down-regulated genes in both Aβ strains.

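Genes of transport through the nuclear pore lay slightly lower at EX in both Aβ strains. Of 51 such genes 1 fell and 0 rose with Aβ42, NUP159 of the nuclear pore (-0.31 ± 0.06), and 20 were lower at an unadjusted p under 0.05 (median log2 fold change -0.12, adjusted p = 7.4e-05 and adjusted p = 0.18 with an estimated correlation). With Aβ40 0 fell at EX, 10 being lower at an unadjusted p under 0.05 (median -0.08, adjusted p = 6.1e-04 and adjusted p = 0.31 with an estimated correlation). At PD 3 rose with Aβ40, KAP123 (0.34 ± 0.07), LOS1 (0.31 ± 0.08) and MTR2 (0.26 ± 0.07), and 0 fell (list adjusted p = 0.37). At SP1 with Aβ40 4 fell, among them the mRNA export factor MEX67 (-0.42 ± 0.08) and the exportin CRM1 (-0.37 ± 0.07), and 7 rose. Ribosome biogenesis, a list of 109 genes that make and fold ribonucleoprotein particles, had 5 fallen at EX with Aβ42 (median -0.22, adjusted p = 2.9e-07 and adjusted p = 0.48 with an estimated correlation), 0 with Aβ40 (median -0.10, adjusted p = 3.6e-04 and adjusted p = 0.68 with an estimated correlation) and 19 with Aβ40 at SP1, where 1 rose (median -0.22, adjusted p = 9.4e-05 and adjusted p = 0.90 with an estimated correlation). At SP1 this list also differed between duplicates, by a median of -0.37 in the control strain and -0.24 in the Aβ40 strain (replicate 1 minus replicate 2). Of 24 genes of RNA polymerases I and III, 0 fell at EX with either peptide in limma, 8 being lower at an unadjusted p under 0.05 with Aβ42 and 1 with Aβ40. CRM1 at SP1 with Aβ40 (-0.26 without Aβ40 replicate 1), KAP123 at PD with Aβ40 (0.24 without Aβ40 replicate 1), LOS1 at PD with Aβ40 (0.30 without control replicate 1, 0.31 without control replicate 2, 0.30 without Aβ40 replicate 1), MEX67 at SP1 with Aβ40 (-0.28 without Aβ40 replicate 1), MTR2 at PD with Aβ40 (0.24 without control replicate 2, 0.19 without Aβ40 replicate 1), NUP159 at EX with Aβ42 (-0.27 without control replicate 2, -0.27 without Aβ42 replicate 2) and the list of ribosome biogenesis at SP1 with Aβ40 (adjusted p = 0.35 without control replicate 2) did not pass with 1 array left out.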

### Aβ42 expression induces strong ER stress response

As a key component of cellular proteostasis, the ER is responsible for processing of one-third of cellular proteins and harbors an elaborate protein quality control system (PQC) to eliminate misfolded proteins by degradation (Cao and Kaufman, 2012). However, an overload of the PQC machinery results in an ER stress response (ESR) and activates the unfolded protein response (UPR; Scheper and Hoozemans, 2015). In the Aβ42 strain, most genes involved in “response to stress” were significantly higher expressed, including *HAC1*, the key regulator of UPR. 

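At EX nearly all general stress genes rose in the Aβ42 strain: 19 of 20 rose and 0 fell (median log2 fold change 0.60, adjusted p = 2.8e-16 and adjusted p = 0.028 with an estimated correlation; 19 and 0 when adjusted over the list alone). HSP12, a small heat shock protein, was 1.45 ± 0.05, DDR2 1.38 ± 0.05 and the catalase CTT1 1.11 ± 0.12. At PD 10 rose (adjusted p = 1.8e-08 and adjusted p = 0.13 with an estimated correlation), at SP1 1, and at SP2 6 fell and 1 rose (adjusted p = 0.0024 and adjusted p = 0.55 with an estimated correlation), with ALD3 at -1.07 ± 0.09. HAC1 (YFL031W), the transcription factor of the UPR, rose at EX to a log2 level of 11.39 ± 0.07 (SD, n = 2) from 11.08 ± 0.02 (SD, n = 2), a log2 fold change of 0.31 ± 0.06 (adjusted p = 6.2e-04), and at PD, 0.35 ± 0.06 (adjusted p = 2.9e-04). At SP1 its value was -0.07 ± 0.06 (adjusted p = 0.35) and at SP2 -0.05 ± 0.06 (adjusted p = 0.63). The probe set gives total HAC1 transcript and does not separate the spliced from the unspliced form. Heat shock chaperones of the cytosol moved in part: of 21 genes 4 rose at EX, among them HSP26 (1.13 ± 0.09) and SSA4 (0.92 ± 0.17), with a list adjusted p of 0.11. In the Aβ40 strain HSP12 was 0.72 ± 0.05 at EX, where 6 of the general stress genes rose (adjusted p = 2.5e-08 and adjusted p = 0.12 with an estimated correlation). HAC1 at EX with Aβ42 (0.26 without Aβ42 replicate 1) did not pass with 1 array left out.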

In response to ER stress, *HAC1* (*HAC1*^*u*^) mRNA is spliced to *HAC1* (*HAC1*^*s*^) to initiate synthesis of the active transcription activator Hac1p which induces expression of over 300 of UPR target genes (Travers et al., 2000). The ratio of *HAC1*^*s*^/*HAC1*^*u*^ was 19, 17, and 13-fold higher in the Aβ42 strain compared to the control strain during EX, PD, and SP1, respectively (Figure S10A). Induction of UPR target genes results in the biosynthesis of chaperones, and other factors involved in the secretory pathway, and ER associated degradation (ERAD) to restore ER homeostasis. 

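Beyond the chaperones that the paper names, MPD1, a disulfide isomerase, rose at EX (1.38 ± 0.09), PD (1.21 ± 0.09), SP1 (1.24 ± 0.09) and SP2 (0.59 ± 0.09) in the Aβ42 strain. LHS1, an Hsp70 chaperone of the ER, was 1.16 ± 0.07, 1.00 ± 0.07 and 1.02 ± 0.07 at EX, PD and SP1, and FPR2, a prolyl isomerase, 0.76 ± 0.08, 0.66 ± 0.08 and 1.00 ± 0.08. The effect of Aβ42 on the 18 ER folding genes was smaller at SP2 than at EX, with 13 of them lower in the test of that difference (median -0.63, adjusted p = 1.1e-07 and adjusted p = 0.039 with an estimated correlation). At SP2 4 rose and 1, the cyclophilin CPR5 (-0.39 ± 0.09), fell (adjusted p = 0.0080 and adjusted p = 0.37 with an estimated correlation). KAR2, SIL1, SCJ1, JEM1, PDI1 and ERO1 belong to this list and are named by the paper from the same arrays, so for them the list is not independent evidence. CPR5 at SP2 with Aβ42 (-0.35 without control replicate 2, -0.26 without Aβ42 replicate 1) did not pass with 1 array left out.

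**Figure D2:**
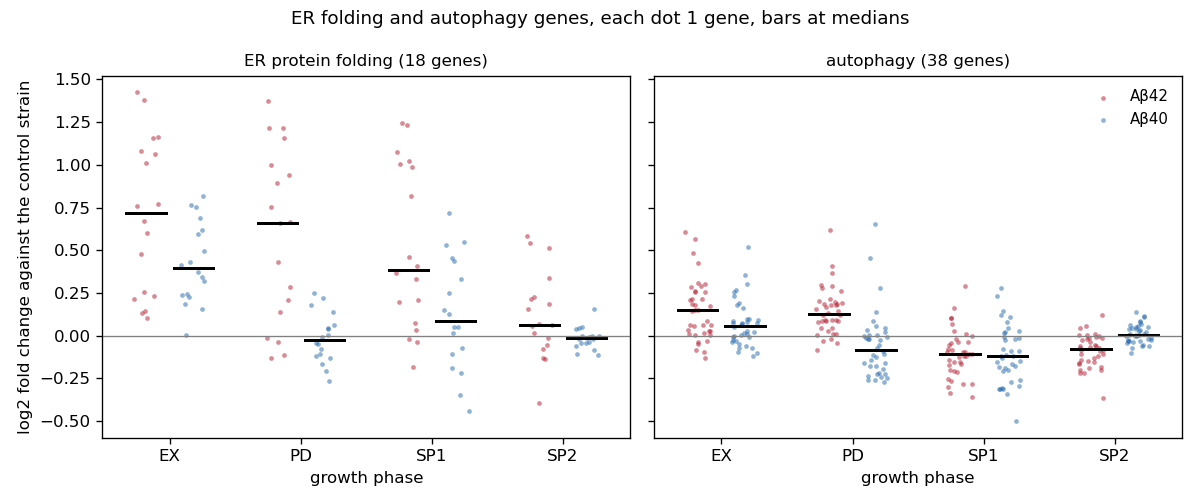
Log2 fold changes against the control strain of 18 genes of ER protein folding and 38 of autophagy (y axis) at EX, PD, SP1 and SP2 (x axis) in the Aβ42 and Aβ40 strains. Each dot is 1 gene and bars are medians: the folding genes have medians of 0.72 with Aβ42 and 0.39 with Aβ40 at EX, and the autophagy genes of 0.15 and 0.06.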

The gene sets related to protein processing were strongly triggered upon expression of Aβ42 (Figure 4). 

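KAR2 (YJL034W), the Hsp70 chaperone of the ER lumen, had a log2 level of 12.30 ± 0.03 (SD, n = 2) in the Aβ42 strain and 11.30 ± 0.04 (SD, n = 2) in the control strain at EX, a log2 fold change of 1.01 ± 0.10 (adjusted p = 2.4e-06). It was 1.22 ± 0.10 (adjusted p = 4.5e-07) at PD and 0.37 ± 0.10 (adjusted p = 0.016) at SP1. SIL1 (YOL031C), its nucleotide exchange factor, was 1.42 ± 0.11 (adjusted p = 1.0e-07) at EX, 1.16 ± 0.11 at PD, 1.23 ± 0.11 at SP1 and 0.51 ± 0.11 at SP2. The J-proteins SCJ1 (YMR214W) and JEM1 (YJL073W) were 0.77 ± 0.08 and 1.08 ± 0.07 at EX, 0.76 ± 0.08 and 0.89 ± 0.07 at PD, and 1.08 ± 0.08 and 0.99 ± 0.07 at SP1. PDI1 (YCL043C), protein disulfide isomerase, was 0.67 ± 0.04 (adjusted p = 6.6e-09) at EX and 0.67 ± 0.04 (adjusted p = 1.3e-08) at PD, and at SP1 0.21 ± 0.04 (adjusted p = 0.0016), a fold change under 1.2. ERO1 (YML130C), which reoxidizes it, was 1.16 ± 0.15 (adjusted p = 2.0e-05) at EX, 1.37 ± 0.15 (adjusted p = 4.7e-06) at PD and 0.46 ± 0.15 (adjusted p = 0.028) at SP1. At SP2, KAR2 was 0.21 ± 0.10 (adjusted p = 0.20), JEM1 0.19 ± 0.07 (adjusted p = 0.089), PDI1 0.07 ± 0.04 (adjusted p = 0.33) and ERO1 -0.01 ± 0.15 (adjusted p = 0.97), none of them past the threshold. ERO1 at SP1 with Aβ42 (0.49 without control replicate 1, 0.43 without control replicate 2, 0.37 without Aβ42 replicate 2), KAR2 at SP1 with Aβ42 (0.36 without control replicate 1, 0.37 without control replicate 2, 0.33 without Aβ42 replicate 1) and SIL1 at SP2 with Aβ42 (0.47 without control replicate 1) did not pass with 1 array left out. JEM1 at SP2 with Aβ42 (0.31 without Aβ42 replicate 1) passed with 1 array left out.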

Genes encoding “folding” chaperones such as, *KAR2, SIL1, SCJ1, JEM1*, and disulfide bond formation enzymes *PDI1* and *ERO1* were indeed all found significantly up-regulated (Figure 4). Higher transcription levels of *PDI1* and *ERO1* were verified by qPCR (Figures S10B,C). 

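Steps of the secretory pathway rose in part with Aβ42, each through some of its genes. At EX 5 of 21 genes of ER translocation rose (adjusted p = 0.026 and adjusted p = 0.29 with an estimated correlation), with SEC62 at 0.56 ± 0.06 and SEC61, the channel itself, at 0.50 ± 0.04. Of 12 genes of O-mannosylation 4 rose, PMT3 (0.89 ± 0.10), PMT1, PMT2 and KTR1 (adjusted p = 3.0e-05 and adjusted p = 0.13 with an estimated correlation). 11 of 26 genes of GPI anchor synthesis rose (adjusted p = 8.8e-07 and adjusted p = 0.15 with an estimated correlation), led by MCD4 (1.29 ± 0.09) and GWT1 (0.87 ± 0.09). 10 of 41 genes of transport from ER to Golgi rose (adjusted p = 7.7e-05 and adjusted p = 0.18 with an estimated correlation), among them the cargo receptor ERV29 (0.56 ± 0.06), and of 18 genes of retrieval to the ER 3 rose (list adjusted p = 0.12), with ERD2 at 0.71 ± 0.12. 5 of 23 ERAD genes rose (adjusted p = 0.036 and adjusted p = 0.25 with an estimated correlation), among them DER1 (0.85 ± 0.07) and the ubiquitin ligase HRD1 (0.68 ± 0.06). None of these genes fell at EX. At PD 3, 3, 9 and 5 genes of translocation, GPI synthesis, ER to Golgi transport and ERAD rose, and at SP1 6, 3, 9 and 2 (ERAD as a list at SP1, adjusted p = 0.83). In the vacuole AMS1, alpha-mannosidase, was 1.14 ± 0.07, while 1 of 15 subunits of the vacuolar ATPase rose (list adjusted p = 0.74). The list of ER translocation at EX with Aβ42 (adjusted p = 0.069 without control replicate 2) and the list of ERAD at EX with Aβ42 (adjusted p = 0.069 without control replicate 2, adjusted p = 0.060 without Aβ42 replicate 2) did not pass with 1 array left out.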

Genes encoding proteins involved in processes throughout the secretory pathway including translocation, glycosylation, GPI (Glycosylphosphatidylinositol) biosynthesis, trafficking between ER and Golgi, ER associated degradation (ERAD), and vacuole were also significantly higher expressed in the Aβ42 strain (Figure 4). Besides ERAD, which is the predominant cellular mechanism to degrade misfolded proteins under ER stress, autophagy can also be activated when the amount of misfolded proteins exceeds the ER capacity (Bernales et al., 2006). In line with this, the Aβ42 strain expressed the autophagy related genes *ATG8, ATG22, ATG34, NVJ1*, and *ATG19* to a higher extent (Figure 4).

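ATG8 (YBL078C), whose product coats the autophagosome, was 0.57 ± 0.09 (adjusted p = 1.5e-04) at EX and 0.29 ± 0.09 (adjusted p = 0.026) at PD in the Aβ42 strain, and at SP1 it fell (-0.33 ± 0.09, adjusted p = 0.011). ATG22 (YCL038C), a vacuolar permease, was 0.48 ± 0.05 (adjusted p = 6.7e-06) at EX and 0.41 ± 0.05 (adjusted p = 5.1e-05) at PD. ATG19 (YOL082W) was 0.29 ± 0.07 (adjusted p = 0.0083) at EX. NVJ1 (YHR195W), of the junction between nucleus and vacuole, was 0.30 ± 0.06 (adjusted p = 0.0011) at PD. ATG34 (YOL083W) was 0.26 ± 0.08 (adjusted p = 0.029) at EX and 0.26 ± 0.08 (adjusted p = 0.031) at PD, with fold changes just under 1.2. ATG39, a receptor for autophagy of the ER and nuclear envelope, was 0.61 ± 0.07 at EX. Of 38 autophagy genes 8 rose and 0 fell at EX (adjusted p = 0.0019 and adjusted p = 0.30 with an estimated correlation; 8 and 0 when adjusted over the list alone), 6 rose at PD (adjusted p = 2.3e-04 and adjusted p = 0.29 with an estimated correlation), and at SP1 1 rose and 2 fell (adjusted p = 7.0e-04 and adjusted p = 0.44 with an estimated correlation). In the Aβ40 strain ATG8 was 0.35 ± 0.09 (adjusted p = 0.018) and ATG22 0.30 ± 0.05 (adjusted p = 0.0022) at EX, and 3 of the list rose (adjusted p = 0.090). The direct comparison at EX gave 1 of the 38 higher with Aβ42 and 1 lower (adjusted p = 0.0024 and adjusted p = 0.42 with an estimated correlation). ATG8, ATG22, ATG34, NVJ1 and ATG19 come from the paper itself, chosen on the same arrays. ATG19 at EX with Aβ42 (0.27 without control replicate 1, 0.27 without Aβ42 replicate 1), ATG8 at EX with Aβ40 (0.32 to 0.39 without any 1 of the 4 arrays), ATG8 at PD with Aβ42 (0.26 to 0.32 without any 1 of the 4 arrays) and ATG8 at SP1 with Aβ42 (-0.31 without control replicate 2, -0.20 without Aβ42 replicate 2) did not pass with 1 array left out. ATG34 at EX with Aβ42 (0.41 without control replicate 2) passed with 1 array left out.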

**Figure 4:**
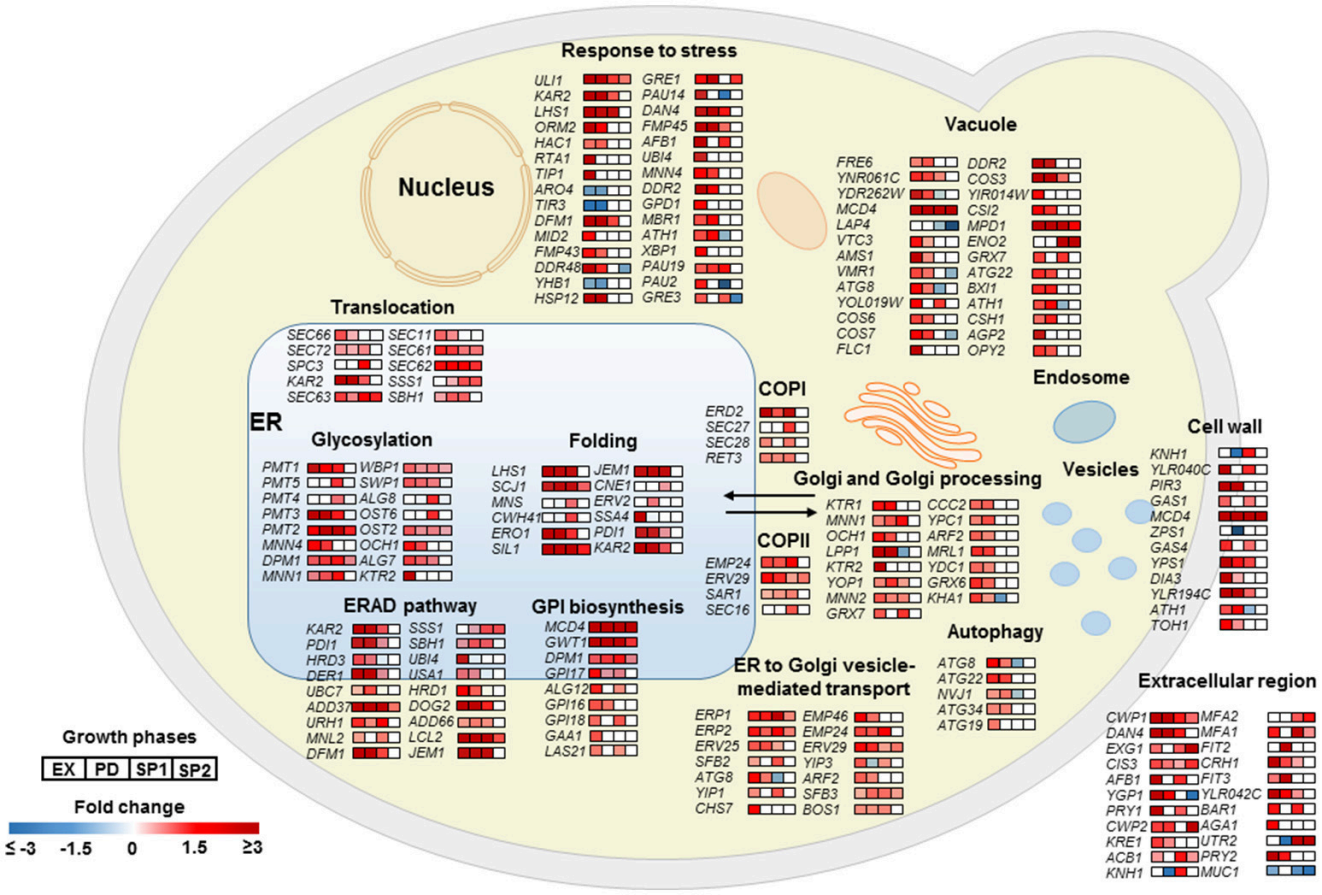
Transcriptional profiles of differentially expressed genes encoding proteins involved in protein secretory and metabolic processes in the Aβ42 strain. Changes in gene expression are shown as fold changes compared to the control strain during EX, PD, SP1, and SP2.

In the Aβ40 strain, changes in expression levels of genes involved in protein processing were less pronounced (Figure S11). 

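In the Aβ40 strain at EX, KAR2 was 0.49 ± 0.10 (adjusted p = 0.0062), SIL1 0.75 ± 0.11, SCJ1 0.41 ± 0.08, JEM1 0.59 ± 0.07, PDI1 0.32 ± 0.04 (adjusted p = 1.6e-04) and ERO1 0.69 ± 0.15 (adjusted p = 0.0067). All 6 rose there. At PD none of the 6 passed in limma. KAR2 was -0.27 ± 0.10 (adjusted p = 0.080) and ERO1 0.04 ± 0.15 (adjusted p = 0.90). At SP1 KAR2 fell (-0.44 ± 0.10, adjusted p = 0.0024) and SIL1 rose (0.72 ± 0.11, adjusted p = 1.1e-04). HAC1 was 0.25 ± 0.06 (adjusted p = 0.0094) at EX, a fold change under 1.2. Of 26 genes of GPI anchor synthesis 7 rose at EX (adjusted p = 2.8e-10 and adjusted p = 0.078 with an estimated correlation), of 41 of transport from ER to Golgi 8 (adjusted p = 4.5e-05 and adjusted p = 0.28 with an estimated correlation) and of 23 of ERAD 4 (adjusted p = 0.090), with DER1 at 0.41 ± 0.07. The direct test of ERAD between the strains gave 3 genes higher with Aβ42 at EX (adjusted p = 0.050, not under 0.05) and 6 at PD (adjusted p = 0.047 and adjusted p = 0.35 with an estimated correlation). ERO1 at EX with Aβ40 (0.63 without control replicate 2, 0.68 without Aβ40 replicate 2), KAR2 at EX with Aβ40 (0.47 without control replicate 2, 0.49 without Aβ40 replicate 2), KAR2 at SP1 with Aβ40 (-0.18 without Aβ40 replicate 1), SCJ1 at EX with Aβ40 (0.41 without Aβ40 replicate 2) and the list of ERAD at PD between the strains (adjusted p = 0.053 without Aβ42 replicate 1, adjusted p = 0.060 without Aβ40 replicate 2) did not pass with 1 array left out. HAC1 at EX with Aβ40 (0.26 without control replicate 2) passed with 1 array left out.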

The ratio of *HAC1*^*s*^/*HAC1*^*u*^ in the Aβ40 strain was only 5.8-fold higher than control strain in EX. qPCR confirmed that transcript levels of *PDI1* and *ERO1* were not significantly changed (Figure S10). The distributions of significantly differentially expressed genes between Aβ42 and Aβ40 strains are shown in Figure S12 (*p* < 0.05). All differentially expressed genes involved in protein processing are listed in Table S3.

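The sheet of Table S3 for the Aβ42 strain lists 343 probe sets, chosen by the paper on these arrays. Of them 209, 144, 102 and 33 rose and 7, 21, 28 and 21 fell in the Aβ42 strain at EX, PD, SP1 and SP2. The sheet for the Aβ40 strain lists 338, of which 122, 30, 147 and 0 rose and 0, 40, 74 and 0 fell in the Aβ40 strain. PMT2, a protein O-mannosyltransferase, was 0.61 ± 0.06 with Aβ42 and 0.36 ± 0.06 with Aβ40 at EX, and GWT1, of GPI anchor synthesis, 1.16 ± 0.09 and 0.62 ± 0.09 at SP1. At SP1 the J-protein gene HLJ1 fell with Aβ40 (-0.56 ± 0.07). The duplicate arrays at SP1 differed more than those of the earlier phases.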

### Aβ42 expression increases lipid synthesis

It was previously shown that ER stress and activation of UPR pathways play a critical role in lipid metabolism in different model organisms (Hetz, 2012). GSA revealed that the gene sets related to “lipid metabolic process” were overrepresented with up-regulated genes in both Aβ strains during EX. 

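Some genes of storage lipids and of sphingolipids rose at EX in each strain. Of 16 genes of storage lipids and lipid droplets 5 rose and 0 fell with Aβ42 (median log2 fold change 0.18, adjusted p = 2.3e-04 and adjusted p = 0.023 with an estimated correlation; 5 and 0 when adjusted over the list alone) and 3 rose and 0 fell with Aβ40 (median 0.17, adjusted p = 5.2e-05 and adjusted p = 0.013 with an estimated correlation). SCS3, needed for lipid droplet formation, was 1.07 ± 0.09 and 0.61 ± 0.09. Of 24 genes of sphingolipid synthesis 10 rose and 0 fell with Aβ42 (median 0.23, adjusted p = 1.6e-04 and adjusted p = 0.13 with an estimated correlation) and 6 rose and 0 fell with Aβ40 (median 0.21, adjusted p = 1.9e-07 and adjusted p = 0.029 with an estimated correlation), with ORM2, a regulator of the pathway, at 0.72 ± 0.07 and 0.39 ± 0.07. Of 24 genes of sterol synthesis 0 rose and 0 fell in limma with either peptide, 4 being higher and 4 lower at an unadjusted p under 0.05 with Aβ42 and 5 and 2 with Aβ40. Of 15 of fatty acid synthesis 1 rose and 1 fell with Aβ42 (adjusted p = 0.97).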

More specifically, gene sets involved in “glycerolipid biosynthesis process,” “phospholipid biosynthetic process,” “glycerophospholipid biosynthetic process,” and “lipid biosynthetic process” were strongly overrepresented among up-regulated genes in the Aβ42 strain during EX, compared to the control strain. Similar results were also found for the Aβ40 strain. However, for the Aβ40 strain, the enrichment was less strong and the amounts of significantly up-regulated genes involved in each processes were, respectively, 30, 34, 31, and 42% lower than for the Aβ42 strain (Figure 5A). 

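Of 31 genes of phospholipid synthesis 7 rose and 0 fell at EX with Aβ42 (median log2 fold change 0.09, adjusted p = 0.042 and adjusted p = 0.16 with an estimated correlation) and 3 rose and 0 fell with Aβ40 (median 0.11, adjusted p = 0.010 and adjusted p = 0.085 with an estimated correlation; 4 and 0 when adjusted over the list alone). LPP1, a lipid phosphatase, was 0.98 ± 0.09 and 0.56 ± 0.09, and EPT1, of phosphatidylethanolamine synthesis, 0.29 ± 0.09 and 0.32 ± 0.09. Compared directly at EX, 3 genes of the list were higher and 0 lower with Aβ42 than with Aβ40 (list adjusted p = 0.74). At PD the list lay lower in both strains: 1 rose and 10 fell with Aβ42 (adjusted p = 2.8e-04 and adjusted p = 0.037 with an estimated correlation), and 2 rose and 13 fell with Aβ40 (adjusted p = 1.6e-05 and adjusted p = 0.015 with an estimated correlation). CHO1, phosphatidylserine synthase, was -0.63 ± 0.12 and -0.96 ± 0.12 at PD. EPT1 at EX with Aβ40 (0.30 to 0.33 without any 1 of the 4 arrays), EPT1 at EX with Aβ42 (0.26 to 0.31 without any 1 of the 4 arrays), the list of phospholipid synthesis at EX with Aβ40 (adjusted p = 0.061 without control replicate 2) and the list of phospholipid synthesis at EX with Aβ42 (adjusted p = 0.12 without control replicate 2, adjusted p = 0.065 without Aβ42 replicate 1) did not pass with 1 array left out.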

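INO1 (YJL153C), inositol 3-phosphate synthase, had a log2 level of 8.20 ± 0.05 (SD, n = 2) in the Aβ42 strain and 6.97 ± 0.17 (SD, n = 2) in the control strain at EX, a log2 fold change of 1.23 ± 0.14 (adjusted p = 8.5e-06). At PD it fell (-1.35 ± 0.14, adjusted p = 4.1e-06). Its values were 0.27 ± 0.14 (adjusted p = 0.16) at SP1 and 0.05 ± 0.14 (adjusted p = 0.85) at SP2. In the Aβ40 strain it was 0.39 ± 0.14 (adjusted p = 0.10) at EX, -1.82 ± 0.14 (adjusted p = 1.5e-07) at PD and 0.48 ± 0.14 (adjusted p = 0.012) at SP1. At PD the duplicates of the Aβ40 strain lay apart, with a log2 level of INO1 of 10.77 ± 0.45 (SD, n = 2) against 12.58 ± 0.06 (SD, n = 2) in the control strain. The direct comparison of the strains gave 0.83 ± 0.14 (adjusted p = 0.0015) at EX and 0.46 ± 0.14 (adjusted p = 0.018) at PD. INO1 at SP1 with Aβ40 (0.43 without control replicate 2, 0.34 without Aβ40 replicate 1) and INO1 at PD between the strains (0.49 without Aβ42 replicate 1, 0.43 without Aβ42 replicate 2, 0.14 without Aβ40 replicate 2) did not pass with 1 array left out.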

The expression level of *INO1*, the gene encoding an important regulator in lipid metabolism in yeast (Henry et al., 2012), was significantly increased in the Aβ42 strain during EX (data not shown). To see whether the different expression patterns led to alterations in cellular lipid composition, we measured different lipid classes dynamically in all three strains. The major lipid constituents of *S. cerevisiae*: storage lipids, phospholipids, and sterols were analyzed. Compared to the control strain, the levels of all lipid categories were significantly increased during EX and PD in the Aβ42 strain. The differences were most pronounced during EX. In the Aβ40 strain, only phospholipids showed a slight but significant increase during EX and PD compared to control strain (Figure 5B). To gain insight in the structural storage of lipids we monitored the three-dimensional distribution and amounts of lipids stored at the single-cell level (which usually coalesce into lipid droplets) by CARS (coherent anti-Stokes Raman scattering) microscopy in exponentially growing cells. CARS can probe and image lipid structures by vibrations between carbon and hydrogen bonds and hence no fluorescent labels or tags are needed. The average lipid droplet volume was 1.6-fold larger in the Aβ42 strain (0.078 ± 0.032 μm^3^) than in the control strain (0.048 ± 0.028 μm^3^; Figure S13). CARS images showed that the lipid droplets in control cells were numerous and smaller in sizes, whereas they tended to accumulate and form larger drops in Aβ42 expressing cells (Figure 5C and Videos S3, S4).

**Figure 5:**
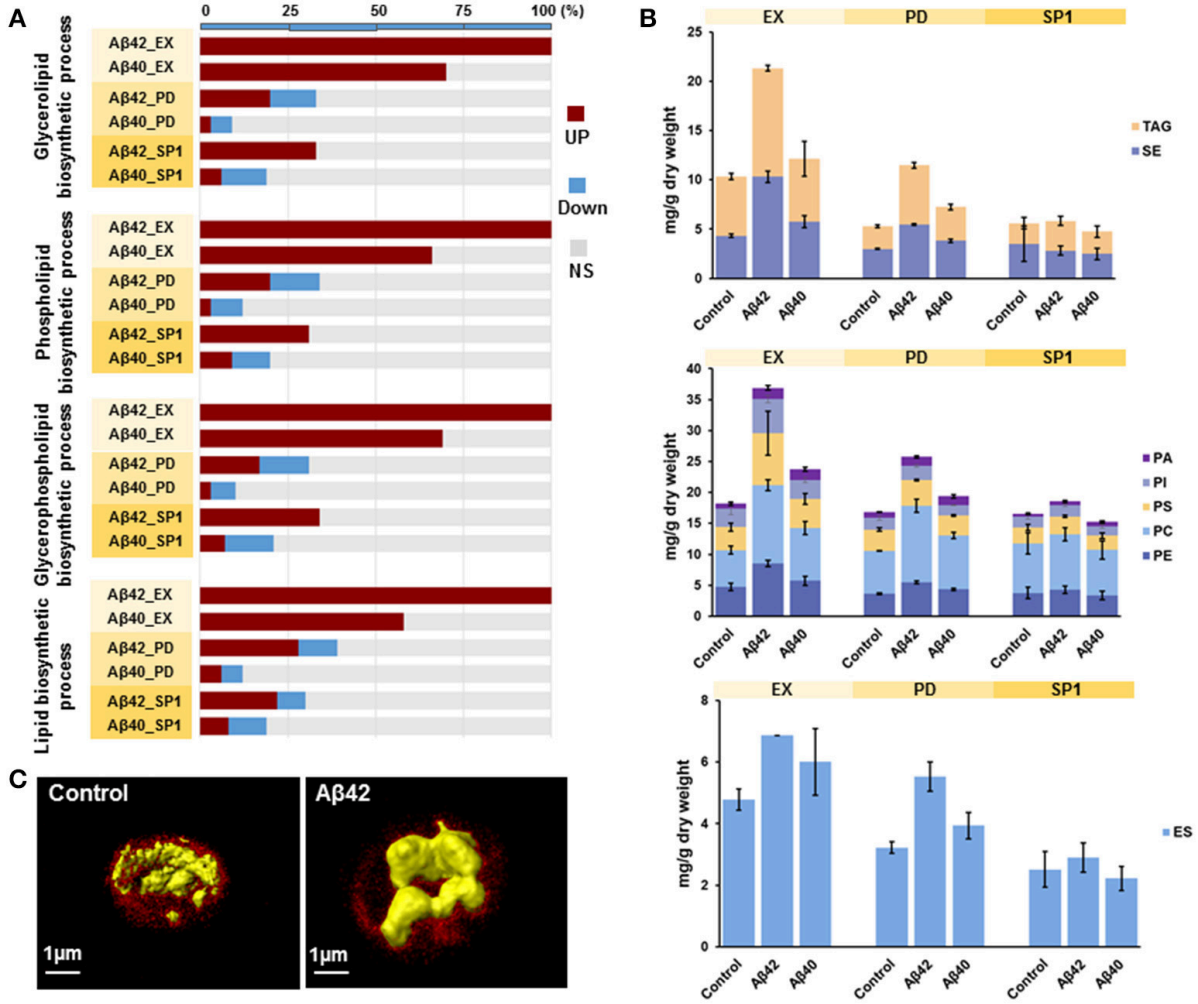
Aβ42 expression results in increased lipid synthesis. **(A)** For significantly enriched GO terms involved in lipid biosynthetic processes, the percentages of genes that are either higher (red), lower (blue), or not significantly (NS, gray) differentially expressed in both Aβ strains during EX, PD, and SP1 are shown. **(B)** Cellular concentrations of storage lipids, phospholipids and ergosterol were measured by HPLC-CAD in all strains. TAG, Triacylglycerols; SE, steryl esters; PA, phosphatidic acid; PI, phosphatidylinositol; PS, phosphatidylserine; PC, phosphatidylcholine; PE, phosphatidylethanolamine; ES, sterol ergosterol. **(C)** CARS microscopy visualization of lipid droplets (in yellow) during EX in control and Aβ42-expressing cells. The background fluorescence of cells is shown in red and is indicative of the cell volume.

## Discussion

Humanized yeast models have been exploited to investigate protein functions and cellular pathways implicated in neurodegenerative disorders including Huntington's disease (Giorgini et al., 2005), Parkinson's disease (Outeiro and Lindquist, 2003), and AD (Zhang et al., 1994). To study the cytotoxicity of Aβ peptides in AD, several yeast models have been explored (Verduyckt et al., 2016), of which only recent models recapitulate important aspects of Aβ cytotoxicity by including intracellular trafficking (Treusch et al., 2011; D'Angelo et al., 2013). To overcome a major disadvantage of these models, i.e., the use of inducible promoters resulting in strong acute cytotoxicity, we recently presented an improved yeast model in which human Aβ peptides are constitutively expressed, only moderately affecting growth. To our knowledge all studies with these and similar models have been carried out in uncontrolled cultivation systems, such as, shake-flask, tubes, or 96-well plates due to their ease and scalability. However, these cultures present a highly dynamic environment, with changes in nutrient and metabolite levels, pH, and oxygen availability (Büchs, 2001), that strongly influence the growth of Crabtree-positive *S. cerevisiae*. In contrast, the stable (controlled) environments in bioreactor cultures are well defined and highly reproducible. In this paper, we dynamically elucidate the effects of different human Aβ peptides expression on yeast physiology and transcriptome by using bioreactor cultures. This allowed partial confirmation of earlier observation on the role of Aβ peptides in AD pathology (Treusch et al., 2011; Nair et al., 2014; Chen and Petranovic, 2015), but also revealed remarkable differences and increased our knowledge on the mechanistic principles behind cytotoxicity of different Aβ peptides.

Both shake-flask and bioreactor cultures displayed a reduction in the maximal growth rate of the Aβ42 strain (Chen and Petranovic, 2015). However, the previously observed drastic effect on CLS was significantly reduced in bioreactor cultures, which underlines the importance of culture conditions in aging and aging-related disease models (Longo et al., 2012). There may be several reasons for the observed difference in CLS between the two experimental set-ups. First and likely foremost, the well-controlled environment reduced additional stresses on cells. As illustrated by the comparison of aerobic and micro-aerobic conditions in bioreactor cultures, sufficient availability of oxygen had a beneficial effect on CLS (Figure S2A). An additional important parameter kept constant in bioreactor cultures was pH. Neuronal excitability is highly susceptible to fluctuations of intracellular and extracellular pH (Ruffin et al., 2014). One of the main clinical presentations of AD includes signs of decreased brain pH (Demetrius and Simon, 2012). The combination of low pH and presence of toxic peptides might contribute to neuronal cell death. As we confirmed in our yeast model, in non-pH-controlled shake-flask cultures, the acidity of medium increases due to both ammonium consumption and the production of acids, such as acetic acid and CO_2_ (Fraenkel, 1982; Burtner et al., 2009). The degree of acidification depends on medium composition and strain. In our study, an increase in initial glucose concentration from 10 to 20 g L^−1^ resulted in a more than 10-fold increase in proton concentration (Figures S3C,D). Virtually all cellular processes are dependent on intracellular pH (Orij et al., 2012), for example acidification of the cytosol is an early event to regulate caspase-dependent apoptosis in yeast (Matsuyama et al., 2000), and collapse of intracellular pH homeostasis shifts the model of cell death from apoptosis to necrosis in *Caenorhabditis elegans* (Syntichaki et al., 2005). Depending on the extracellular pH, cells invest significant amounts of energy to keep intracellular pH homeostasis to maintain viability (Della-Bianca et al., 2014). Increased energy expenditure in acidified non-controlled cultures negatively influences viability, as other studies showed that CLS can be enhanced by buffering the culture pH (Fabrizio et al., 2004). And these effects might be even stronger in already challenged Aβ42 expressing cells. In addition to contributing to low pH, organic acids have been shown to affect cell performance in specific manners (Abbott et al., 2007). Especially acetic acid is a potent cell-stressor that has been shown to induce lysosomal apoptotic pathway either in a mitochondria-independent or dependent way (Marques et al., 2013; Oliveira et al., 2015). Under bioreactor conditions less acetate was produced by all strains than in shake-flask cultures (Figure S4 and Table 1). Higher initial glucose concentrations also led to higher acetate levels, especially for the Aβ42 strain. Overall the reduced oxygen availability, low pH, and increased acetate levels cause additional stress and strongly affect survival of Aβ42 expressing cells.

Human brain activity corresponds to a high fraction of total energy consumption, and neurons strongly depend on mitochondria due to a limited glycolytic capacity (Moreira et al., 2009). Mitochondrial dysfunction leads to energy metabolism abnormalities that endanger normal neuron functioning and contribute to AD pathology. In yeast expressing Aβ42, lower growth rates and reduced biomass yields were observed (Table 1). This reflects a redirection of energy from growth to maintenance, i.e., processes aimed at maintaining cell integrity and functioning that do not lead to an increase in biomass. In addition, it also points at reduced ATP generation from the energy sources consumed as indicated by reduced oxygen consumption rates and lower respiratory quotient (Figure 2A and Table S1). Reduced energy metabolism in the diseased brain is one of best documented abnormalities in AD (Moreira et al., 2007). In fact, the low glucose baseline metabolism and its decline during aging are viewed as sensitive measures and being increasingly adopted to assist diagnosis in cognitive decline (Shokouhi et al., 2013; Yamane et al., 2014). Several groups reported that Aβ peptides accumulate in mitochondria and directly interact with several mitochondrial proteins (Manczak et al., 2006; Pagani and Eckert, 2011; Pavlov et al., 2011). The interaction of Aβ peptides with Aβ-binding alcohol dehydrogenase (ABAD) in mitochondria promotes leakage of ROS, mitochondrial dysfunction and cell death in AD patients and transgenic mice (Lustbader et al., 2004). The interaction of Aβ peptides with mitochondria appears to affect a multitude of different functions in AD, including respiration, detoxification of ROS, and organellar morphology (Rhein et al., 2009; Yao et al., 2009; Selfridge et al., 2013). Here, we observed similar responses specifically in yeast cells expressing the more toxic Aβ42 peptide. With TPEF microscopy, aberrant fragmented mitochondrial structures were detected in the Aβ42 strain. In brain tissue from AD patients and neuronal cells expressing mutant APP, similar fragmented mitochondria and structural changes have been observed (Hirai et al., 2001; Wang et al., 2008).

Genome wide expression level analysis revealed that both Aβ peptides expression induced ESR, although the Aβ40 strain did not show significant physiological changes (Figure 3B). Studies proposed an important role for ER stress in AD pathogenesis by acting as a mediator of Aβ neurotoxicity (Umeda et al., 2011; Hoozemans et al., 2012). Aβ furthermore triggers ER stress-specific apoptosis through caspase-12 and caspase-4 (Nakagawa et al., 2000; Hitomi et al., 2004). ER stress results in activation of UPR, one of stress response pathways, which aims to restore ER homeostasis (Cao and Kaufman, 2012). In yeast, the UPR is regulated solely by the Ire1 pathway which is conserved from yeast to mammals (Iwawaki et al., 2001). In response to ER stress, activated Ire1p splices *HAC1*^*u*^ to *HAC1*^*s*^ to initiate synthesis of Hac1p which translocates into nucleus to regulate expression of UPR target genes (Mori et al., 2000). The different ratio of *HAC1*^*s*^/*HAC1*^*u*^ in Aβ42 and Aβ40 strains suggested that the expression of these variants results in a different extent of ER stress and consequently UPR. This is in accordance with previous findings in yeast, which show that UPR signaling can be modulated through differential target gene expression depending on the nature of stress (Thibault et al., 2011). The different nature of the two Aβ peptides investigated here, showed that Aβ40 triggered a mild response, and Aβ42 resulted in a stronger stress affecting many aspects of the physiology of the cells. Decreasing the ER protein load is the first attempt of UPR to restore proteostasis. In our study, the processes involved in protein folding/maturation, ER-to-Golgi trafficking and ERAD were significantly upregulated in both Aβ strains initiating from EX, though at different levels. In addition to ERAD, autophagy was activated only in the Aβ42 strain, which suggested that the amounts of misfolded or aggregated proteins exceed the ER capacity (Figure 4). Global transcription, translation, and amino acid synthesis were repressed in response to Aβ42 expression (Figure 3B and Figure S7). By these responses, the influx of new proteins into ER can be reduced, whereas the efflux is increased. The large fraction of nuclear-DNA encoded mitochondrial proteins is processed through the ER. Reduced mitochondrial protein biogenesis and turn-over can result in increased dysfunction, thereby linking the UPR with energy metabolism. Mitochondria furthermore communicate directly with ER through MAM (mitochondria-associated ER membranes) to regulate several fundamental cellular processes (Csordás et al., 2006; Rowland and Voeltz, 2012). This crosstalk between ER and mitochondria may have a role in facilitating stress response and UPR (Bernales et al., 2012; Stoica et al., 2014; Paillusson et al., 2016). However, these processes were up-regulated in the Aβ40 strain during PD, which suggested the cells started to re-establish homeostasis within the ER (Figure 3B and Figure S8). When the buffering capacity of UPR proves inadequate to restore ER proteostasis, the pathway switches from an adaptation program to apoptosis to remove irreversibly damaged cells (Rutkowski et al., 2006; Szegezdi et al., 2006). This is reflected by the significantly elevated fractions of dead cells in Aβ42 strain cultures, compared to cultures of control and Aβ40 strains (Figure S2A).

Recently, it was found that ER stress and UPR activation regulate cellular processes beyond ER protein folding and play crucial roles in lipid metabolism by controlling the transcriptional regulation of lipogenesis in the liver (Lee et al., 2008; Zhang et al., 2011). We found that at the transcript level, genes involved in lipid biosynthesis were higher expressed in both Aβ strains compared to the control strain during EX (Figure 5A). UPR regulates inositol, an important regulator of lipid metabolism in yeast, which plays a key role in phospholipid biosynthesis required for membranes (Jesch et al., 2005). The expression levels of *INO1*, the gene encoding the enzyme that catalyzes the rate-limiting step in *de novo* synthesis of inositol (Henry et al., 2012), was significantly increased in the Aβ42 strain during EX. Moreover, the tight link between lipid synthesis and UPR was shown previously by the induction of UPR upon *OPI3* or *INO1* deletion (Jonikas et al., 2009). We used lipidomics to quantify the lipid and sterol components and it showed a significant increase in phospholipids and storage lipids during growth phases in the Aβ42 strain (Figure 5B). This result was further supported by CARS microscopy, which showed significantly larger lipid drops in the Aβ42 strain compared to the control strain during EX (Figure 5C). Links between lipid metabolism and AD have been previously proposed, since the initial observation that feeding rabbits with a cholesterol-enriched diet leads to Aβ accumulation (Sparks et al., 1994). Nowadays several studies provide substantial evidence that aberrant lipid metabolism is closely connected to Aβ modulation during the pathogenesis of AD in humans (Wood, 2012; Walter and van Echten-Deckert, 2013). Apolipoprotein E (ApoE) is the strongest known genetic risk factor for the most common late-onset sporadic AD (Corder et al., 1993; Strittmatter et al., 1993), which might impair Aβ clearance and increase its aggregation in the brain (Bales et al., 1997; Holtzman et al., 2000; Verghese et al., 2013). Moreover, alterations in membrane lipid composition, including cholesterol and sphingolipids may also affect Aβ generation and aggregation properties (Simons et al., 1998; Sawamura et al., 2004). Conversely, Aβ can influence lipid homeostasis by modulating lipid metabolic enzymes and directly binding to membrane lipids (Cutler et al., 2004; Grimm et al., 2005). Our study demonstrated that Aβ-induced ER stress might be an additional mechanism contributing to the increased brain cholesterol content observed in AD.

Overall, this study provided highly informative data regarding changes in cellular metabolic activity and energy metabolism as consequences of different Aβ peptides expression. The expression of Aβ40 and Aβ42 peptides also caused different levels of ER stress which tightly regulates the amplitude and kinetics of UPR signaling to decide different cell fates (Figure 6). Due to the emerging role of UPR in diverse disease conditions, such as, cancer, diabetes, and neurodegeneration, understanding how the UPR interacts with other cellular regulations is fundamental for the identification of future points of intervention in many important and to date often incurable human diseases.

**Figure 6:**
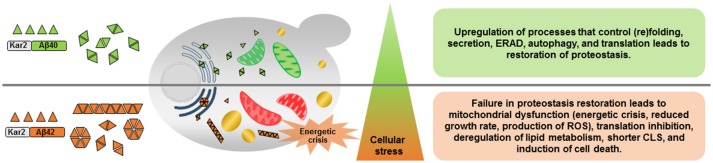
Schematic overview of the effects of constitutive expression of Aβ40 or Aβ42 peptides. Aβ40 and Aβ42 differ in potential to form aggregates resulting in different levels of ER stress and induction of the unfolded protein response (UPR). Constitutive expression of Aβ40, induces mild ER stress and subsequent activation of the UPR recovers proteome homeostasis (proteostasis) by promoting protein (re)folding, protein quality control, and degradation mechanisms. Aβ42 peptides, on the contrary, result in prolonged ER stress and the strongly activated UPR fails to buffer the misfolded protein load, leading to cellular dysfunction and a shorter chronological life span (CLS). ERAD, ER-associated degradation; ROS, reactive oxygen species; Green mitochondria, functional; Red mitochondria, dysfunctional; Light blue ER, mild ER stress; Dark blue ER, strong ER stress; Yellow, lipid droplets.

## Author contributions

XC, MB, and DP designed research; XC and MB performed and analyzed batch cultivation, extracellular metabolites, mitochondrial bioenergetics, molecular, and cellular experiments. NA performed Non-linear microscopy experiments. KS prepared cells for Non-linear microscopy experiments. XC, MB, and BJ analyzed microarray data. XC, MB, and DP wrote the manuscript, with contributions from NA and BJ.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Figure S1 Cellular reserve carbohydrate concentrations in batch cultures. Cellular contents of glycogen **(A)** and trehalose **(B)** are measured during PD, SP1, and SP2 phases under aerobic condition. Results represent average values ± SEM, of triplicate (Aβ42 and control) or duplicate (Aβ40) independent biological replicates. The asterisk (^*^) indicates significant differences (*p* < 0.001).

Figure S2 Fractions of dead cells and reactive oxygen species (ROS) positive cells as function of age in aerobic and microaerobic cultures. **(A)** Cells were stained with PI and analyzed by flow cytometry, PI-positive cells are considered dead. **(B)** Cells were stained with DHR123 and analyzed by flow cytometry. Strongly fluorescent cells (i.e., 5–100 times more fluorescent than low fluorescent cells) are considered ROS positive. Insert shows the values for the first three growth phases in detail. Full lines and dotted lines indicate aerobic or microaerobic conditions, respectively.

Figure S3 Comparison of fractions of dead cells **(A,B)**, pH **(C,D)**, and cell growth **(E,F)** between 1 and 2% glucose cultures grown in shake flasks.

Figure S4 Quantification and comparison of acetate production under different culture conditions after glucose exhaustion (diauxic shift, DS).

Figure S5 Principle Component Analysis (PCA). Histogram of variance for each PC shows that the first two PCs capture the largest variance of dataset, which are 70% (PC1) and 19.8% (PC2), respectively.

Figure S6 The Venn diagrams show distribution of significantly differentially expressed genes between Aβ42 and control strains **(A)**, Aβ40 and control strains **(B)**, Aβ42 and Aβ40 strains **(C)** during different growth phases (*p* < 0.001).

Figure S7 The significantly enriched GO terms in Aβ42 strain among genes differentially expressed compared to control strain (*p* < 0.001).

Figure S8 The significantly enriched GO terms in Aβ40 strain among genes differentially expressed compared to control strain (*p* < 0.001).

Figure S9 Schematic overview of significantly changed genes in amino acid biosynthetic pathways in Aβ42 strain **(A)** and Aβ40 strain **(B)** compared to control strain. Differences in gene expression levels are shown as fold changes compared to control strain during EX, PD, SP1, and SP2 phases (*p* < 0.05).

Figure S10 qPCR analysis of *HAC1*^*s*^/*HAC1*^*u*^ ratio **(A)**, *PDI1* **(B)**, and *ERO1* **(C)** mRNA levels in all strains from EX, PD, and SP1 phases. Results are average values ± SEM, of triplicate (Aβ42 and control) or duplicate (Aβ40) independent biological replicates. The asterisk (^*^) indicates significant differences (*p* < 0.05).

Figure S11 Transcriptional profiles of differentially expressed genes related to protein secretory and metabolic processes in Aβ40 strain compared to control strain. Changes in gene expressions are shown as fold changes compared to control strain during EX, PD, SP1, and SP2.

Figure S12 The Venn diagrams show distribution of significantly differentially expressed genes in protein secretory and metabolic processes between Aβ42 and Aβ40 strains during EX **(A)**, PD **(B)**, and SP1 **(C)** phases (*p* < 0.05).

Figure S13 Quantitative analysis of CARS microscopy images presenting the contents of lipids in control and Aβ42 expressing cells during EX. Ten images were analyzed for each strain. Each image contains one or more cells. The value of lipid content was calculated by the ratio of summation over stacks of lipids area/summation over stacks of cell area. The average lipid content was higher in Aβ42 strain (0.078 ± 0.032 μm^3^) than in control strain (0.048 ± 0.028 μm^3^).

Table S1 Physiological parameters of micro-aerobic batch cultures.

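Table S2 gives, for probe sets of amino acid synthesis that the paper chose on these arrays, fold changes against the control strain and adjusted p-values in the 4 phases. Its sheet for the Aβ42 strain holds 76 probe sets, of which 14, 3, 27 and 18 rose and 14, 31, 10 and 3 fell at EX, PD, SP1 and SP2. The sheet for the Aβ40 strain holds 86, of which 5, 47, 22 and 0 rose and 0, 10, 18 and 0 fell. ARO4, which opens the pathway to the aromatic amino acids, was -0.39 ± 0.11 at EX and -0.39 ± 0.11 at PD with Aβ42, and 0.81 ± 0.11 at PD with Aβ40. ILV2, acetolactate synthase, was -0.35 ± 0.07 and 0.41 ± 0.07 at PD. HIS1 was 0.76 ± 0.13 at SP2 with Aβ42. ARO4 at EX with Aβ42 (-0.41 to -0.37 without any 1 of the 4 arrays), ARO4 at PD with Aβ42 (-0.42 without control replicate 1, -0.36 without control replicate 2, -0.26 without Aβ42 replicate 2) and ILV2 at PD with Aβ42 (-0.29 without Aβ42 replicate 2) did not pass with 1 array left out.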

Table S2 Genes with significantly different expression in amino acid biosynthetic pathways (Aβ42 strain vs. control strain).

Table S3 Genes with significantly different expression in protein secretory and metabolic processes (Aβ40 strain vs. control strain).

Table S4 Primer-sets used for qPCR.

Video S1 3D movie of a representative image of mitochondrial structure in control cell. Mitochondria were stained with Rhodamine 123 and shown in green. Red shows the background of TPEF microscopy and is indicative of cell volume.

Video S2 3D movie of a representative image of mitochondrial structure in Aβ42-expressing cells. Mitochondria were stained with Rhodamine 123 and shown in green. Red shows the background of TPEF microscopy and is indicative of cell volume.

Video S3 3D movie of a representative image of lipid drops in control cell. Yellow, lipid drops; red, background of CARS microscopy to indicate the cell volume.

Video S4 3D movie of a representative images of lipid drops in Aβ42-expressing cells. Yellow, lipid drops; red, background of CARS microscopy to indicate the cell volume.

# Supplementary material for: Interplay of Energetics and ER Stress Exacerbates Alzheimer's Amyloid-β (Aβ) Toxicity in Yeast
**Source:** Front Mol Neurosci. 2017 Jul 27;10:232. doi: 10.3389/fnmol.2017.00232
**Supplement:** Figure S1 — Cellular reserve carbohydrate concentrations in batch cultures. Cellular contents of glycogen (A) and trehalose (B) are measured during PD, SP1, and SP2 phases under aerobic condition. Results represent average values ± SEM, of triplicate (Aβ42 and control) or duplicate (Aβ40) independent biological replicates. The asterisk (*) indicates significant differences (p < 0.001).

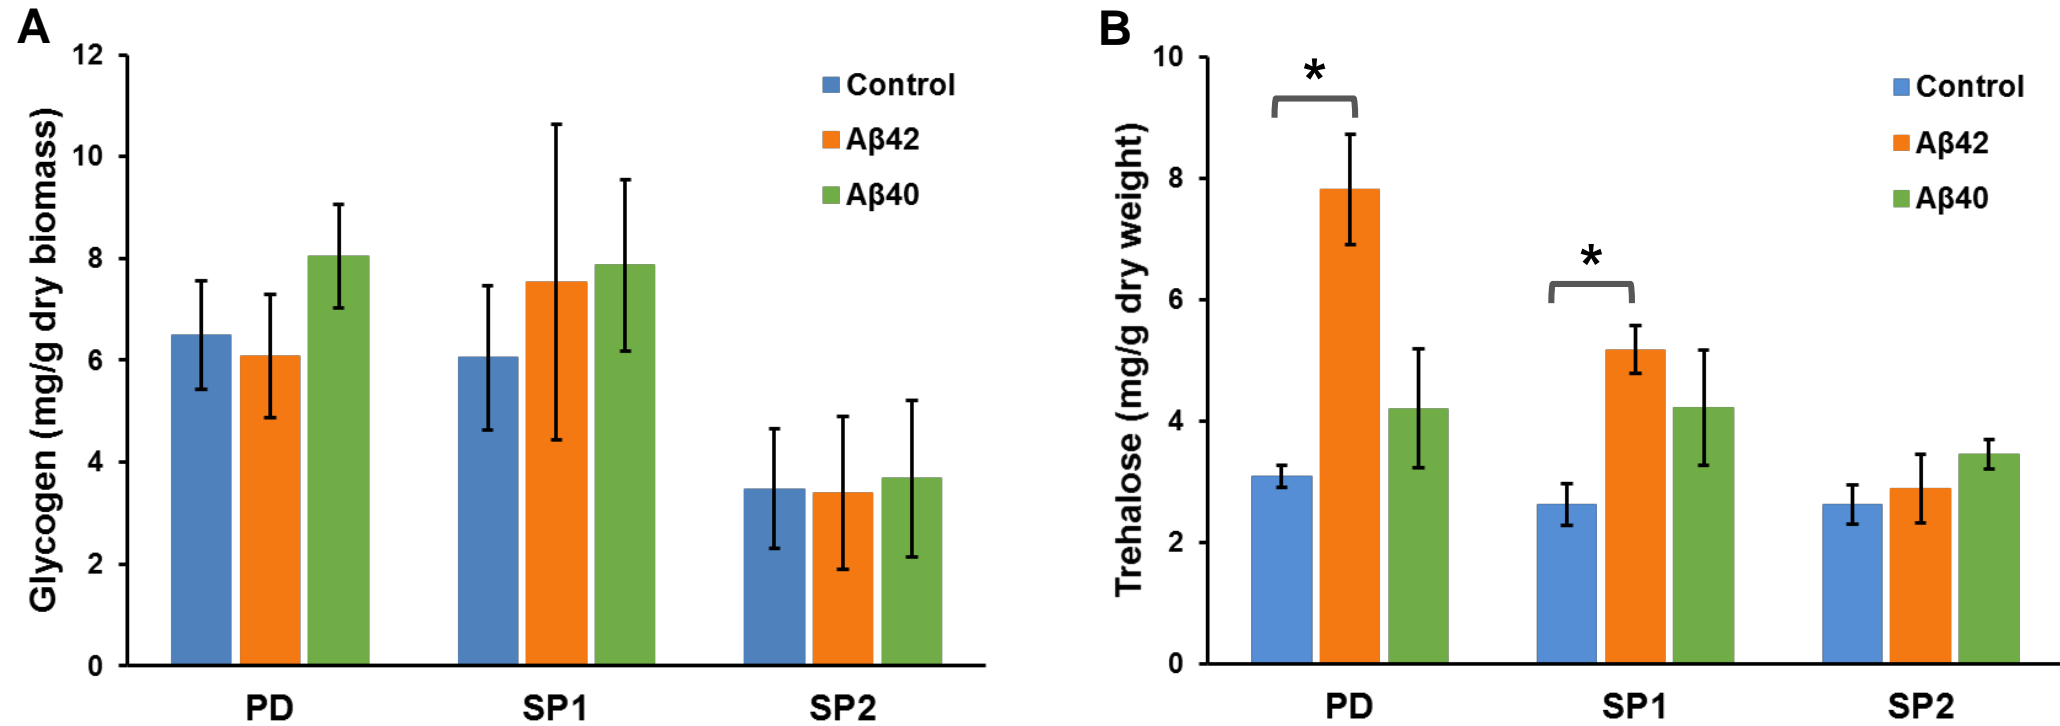

Fig. S1. Cellular reserve carbohydrate concentrations in batch cultures. Cellular contents of glycogen (A) and trehalose (B) are measured during PD, SP1 and SP2 phases under aerobic condition. Results are representative of average values  $\pm$  SEM, of triplicate (Aβ42 and control) or duplicate (Aβ40) independent biological replicates. The asterisk (\*) indicates significant differences ( $p < 0.001$ ).

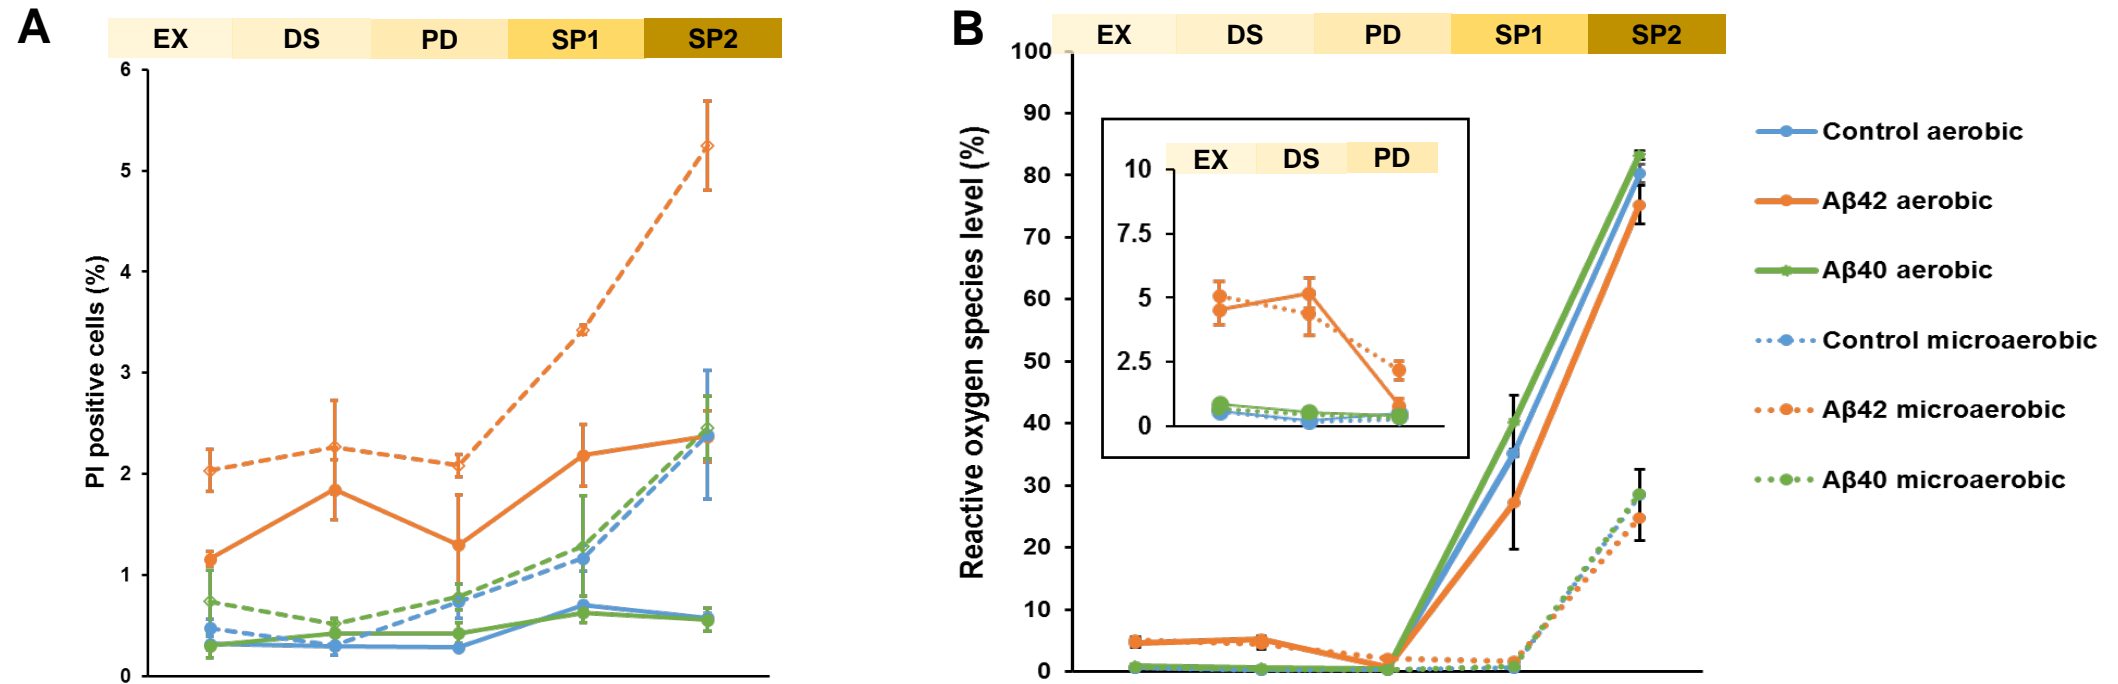

Fig. S2. Fractions of dead cells and reactive oxygen species (ROS) positive cells as function of age in aerobic and microaerobic cultures. (A) Cells were stained with PI and analysed by flow cytometry, PI-positive cells are considered dead. (B) Cells were stained with DHR123 and analysed by flow cytometry. Strongly fluorescent cells (i.e., 5 to 100 times more fluorescent than low fluorescent cells) are considered ROS positive. Insert shows the values for the first three growth phases in detail. Full lines and dotted lines indicate aerobic or microaerobic conditions respectively.

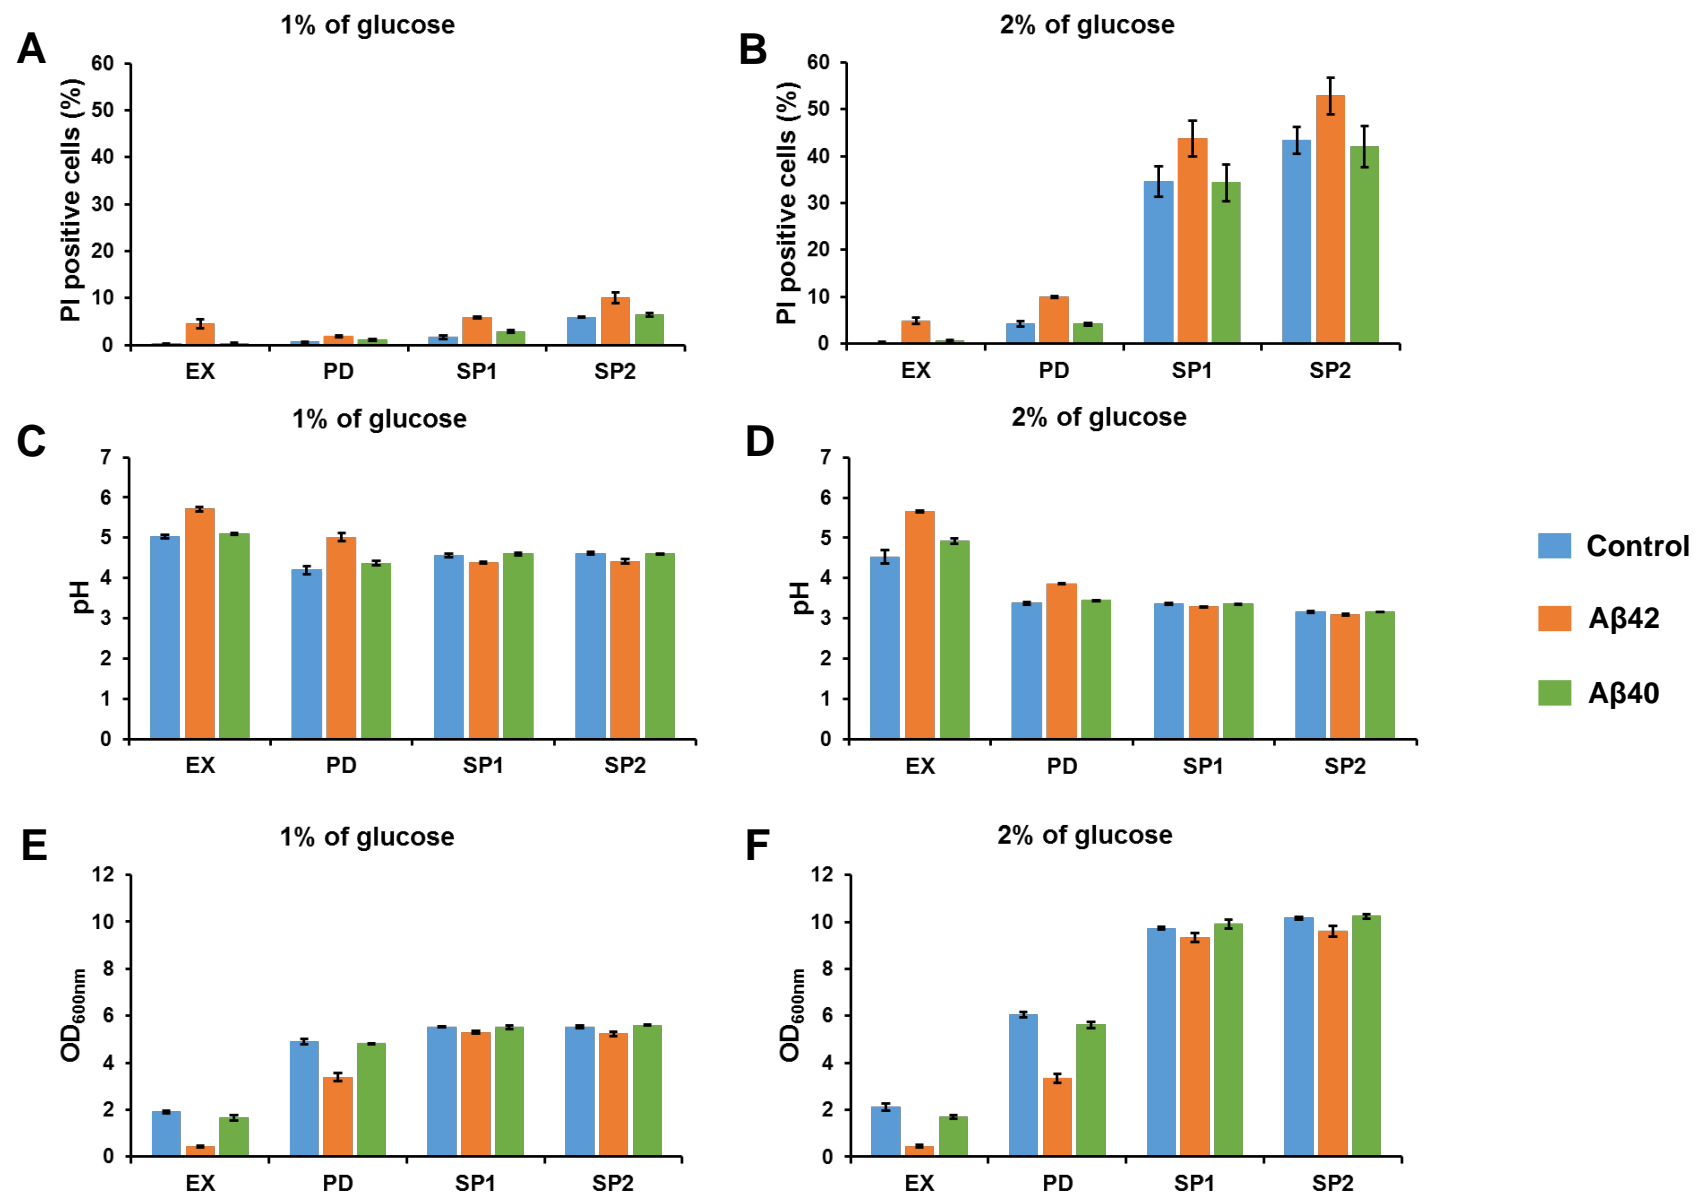

Fig. S3. Comparison of fractions of dead cells (A and B), pH (C and D) and cell growth (E and F) between 1% and 2% glucose cultures grown in shake flasks.

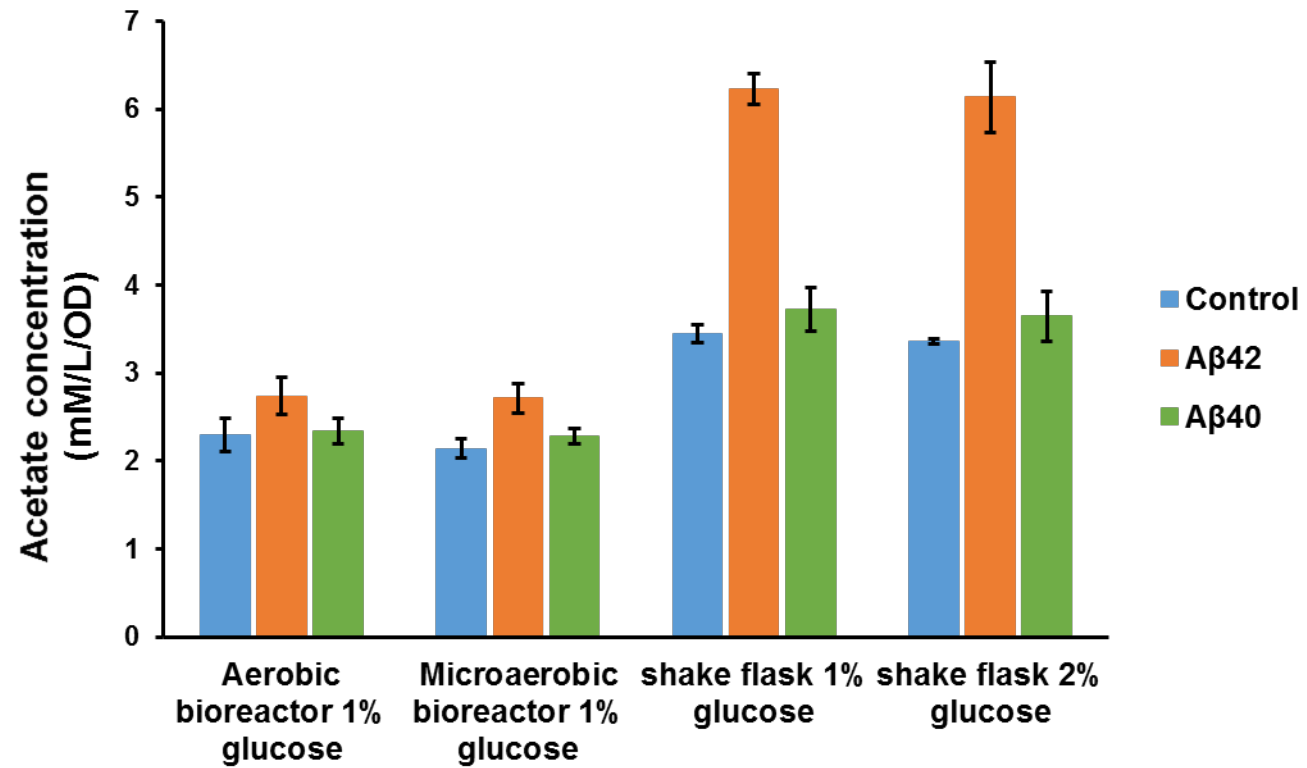

Fig. S4. Quantification and comparison of acetate production under different culture conditions after glucose exhaustion (diauxic shift, DS).

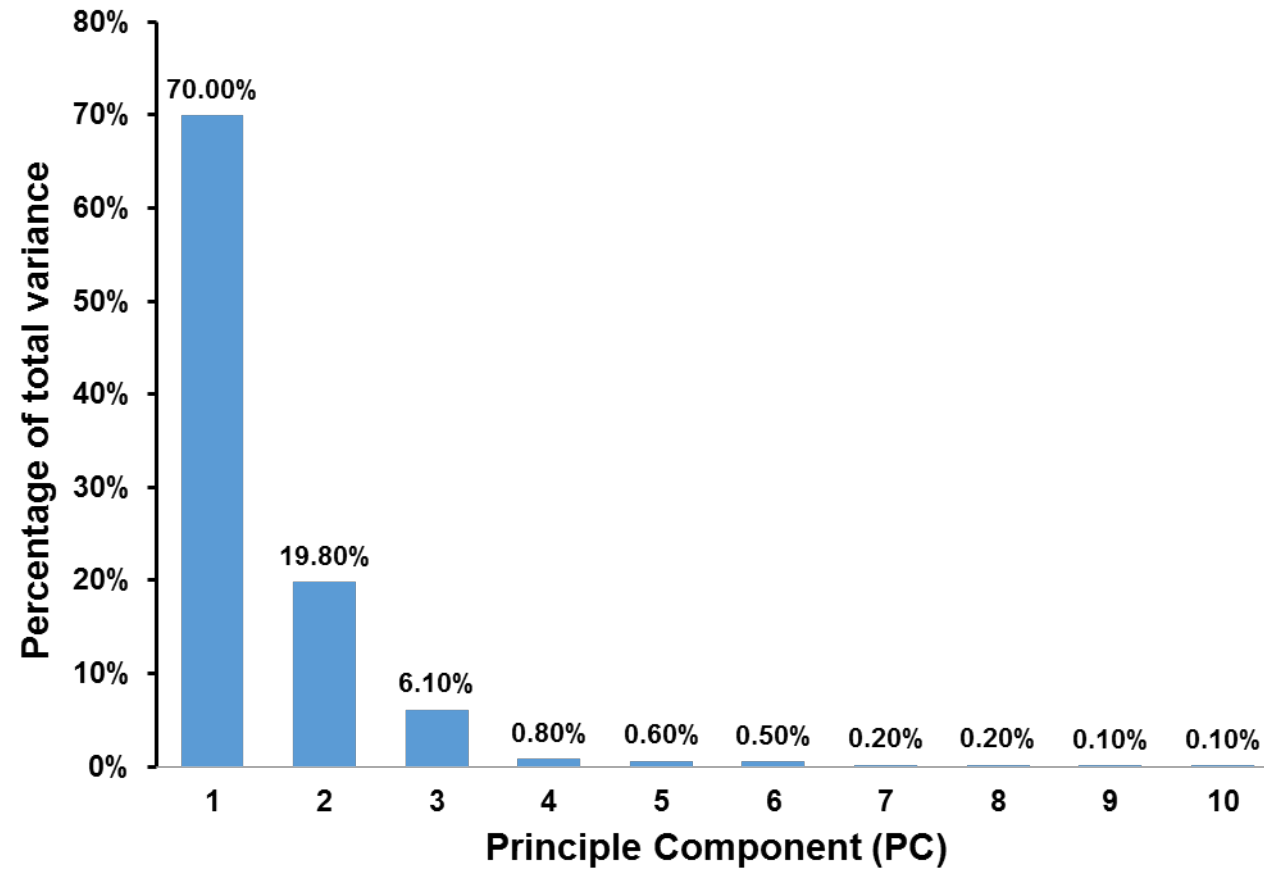

Fig. S5. Principle Component Analysis (PCA). Histogram of variance for each PC shows that the first two PCs capture the largest variance of dataset, which are 70% (PC1) and 19.8% (PC2) respectively.

**A** A $\beta$ 42 vs Control

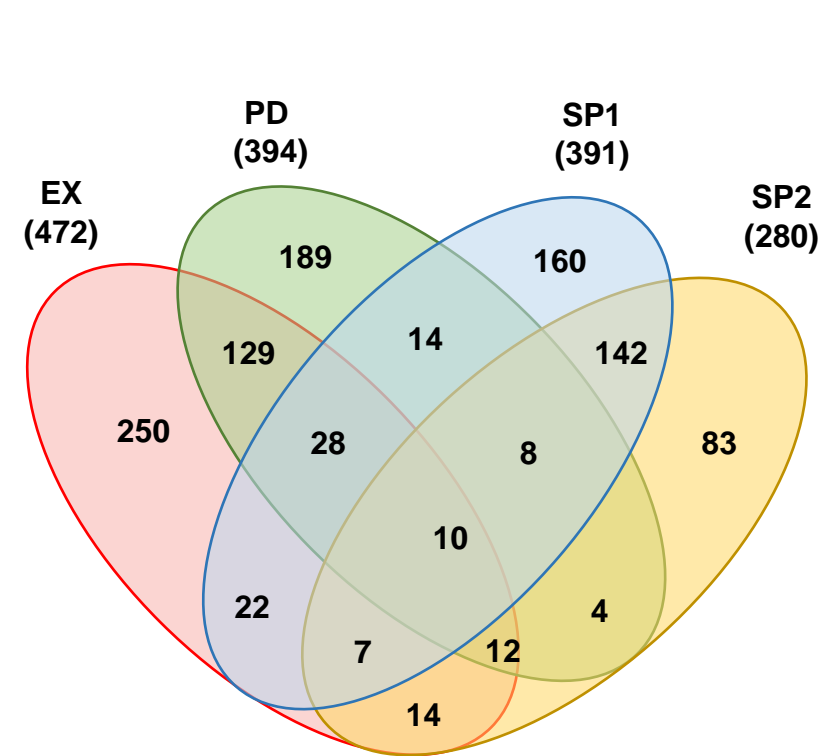

**B** A $\beta$ 40 vs Control

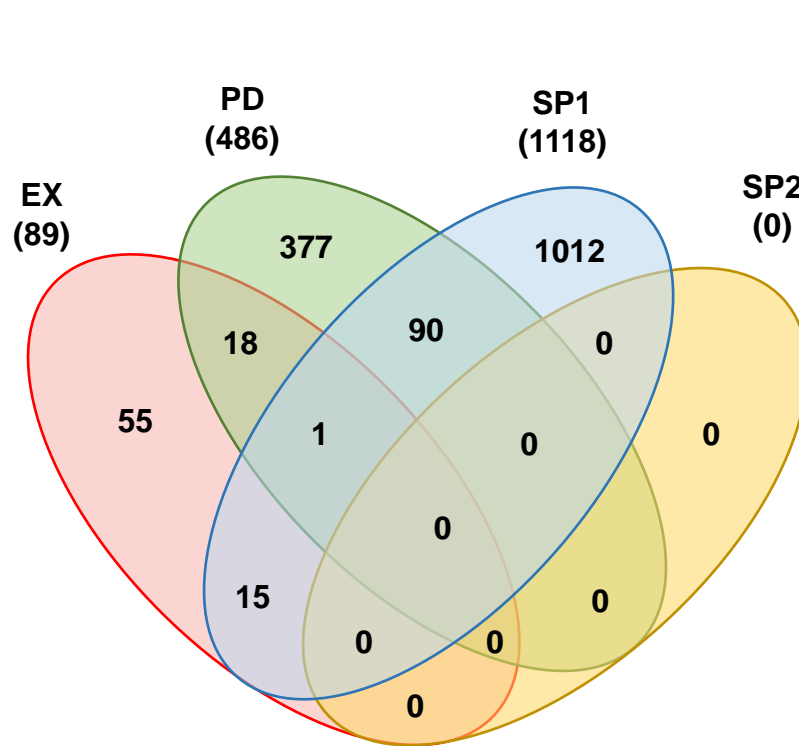

**C** A $\beta$ 42 vs A $\beta$ 40

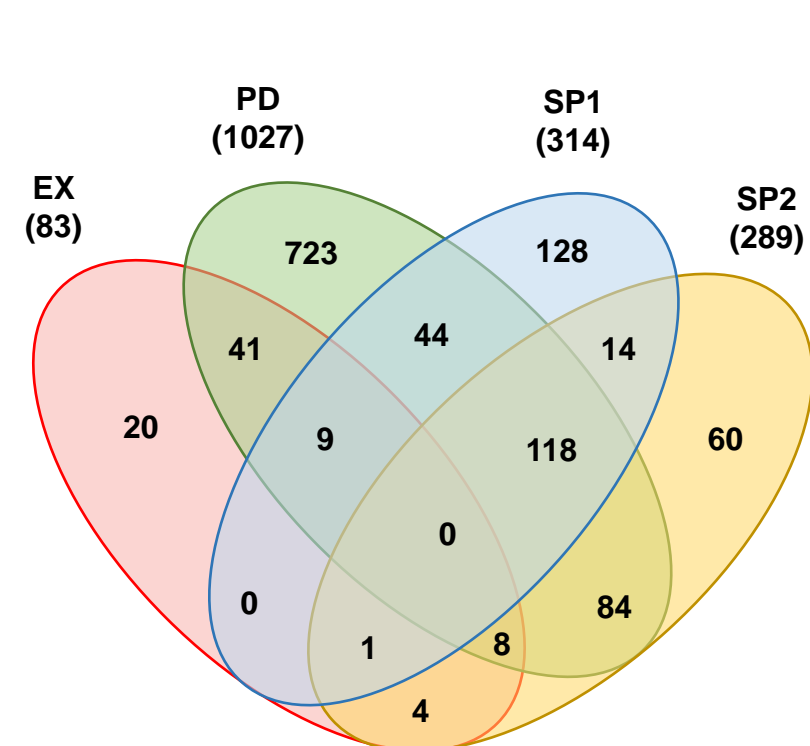

Fig. S6. The Venn diagrams show distribution of significantly differentially expressed genes between A $\beta$ 42 and control strains (A), A $\beta$ 40 and control strains (B), A $\beta$ 42 and A $\beta$ 40 strains (C) during different growth phases ( $p < 0.001$ ).

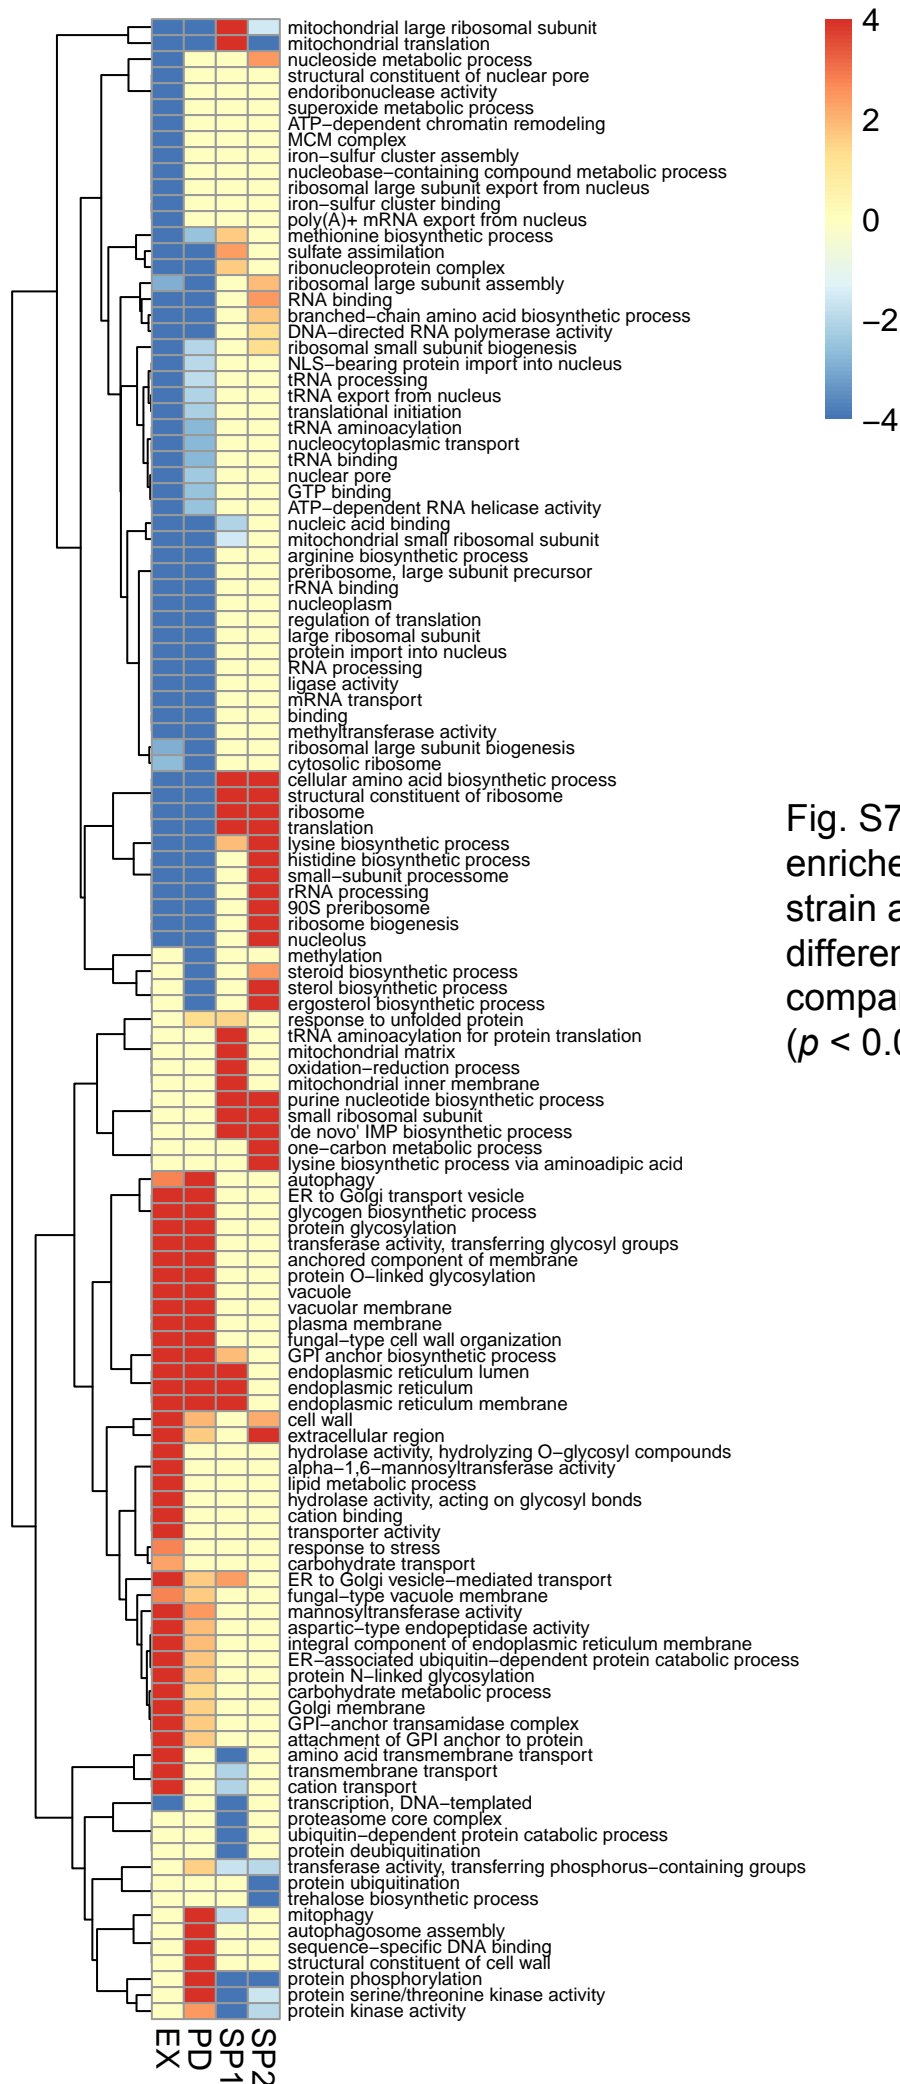

Fig. S7. The significantly enriched GO terms in Aβ42 strain among genes differentially expressed compared to control strain ( $p < 0.001$ ).

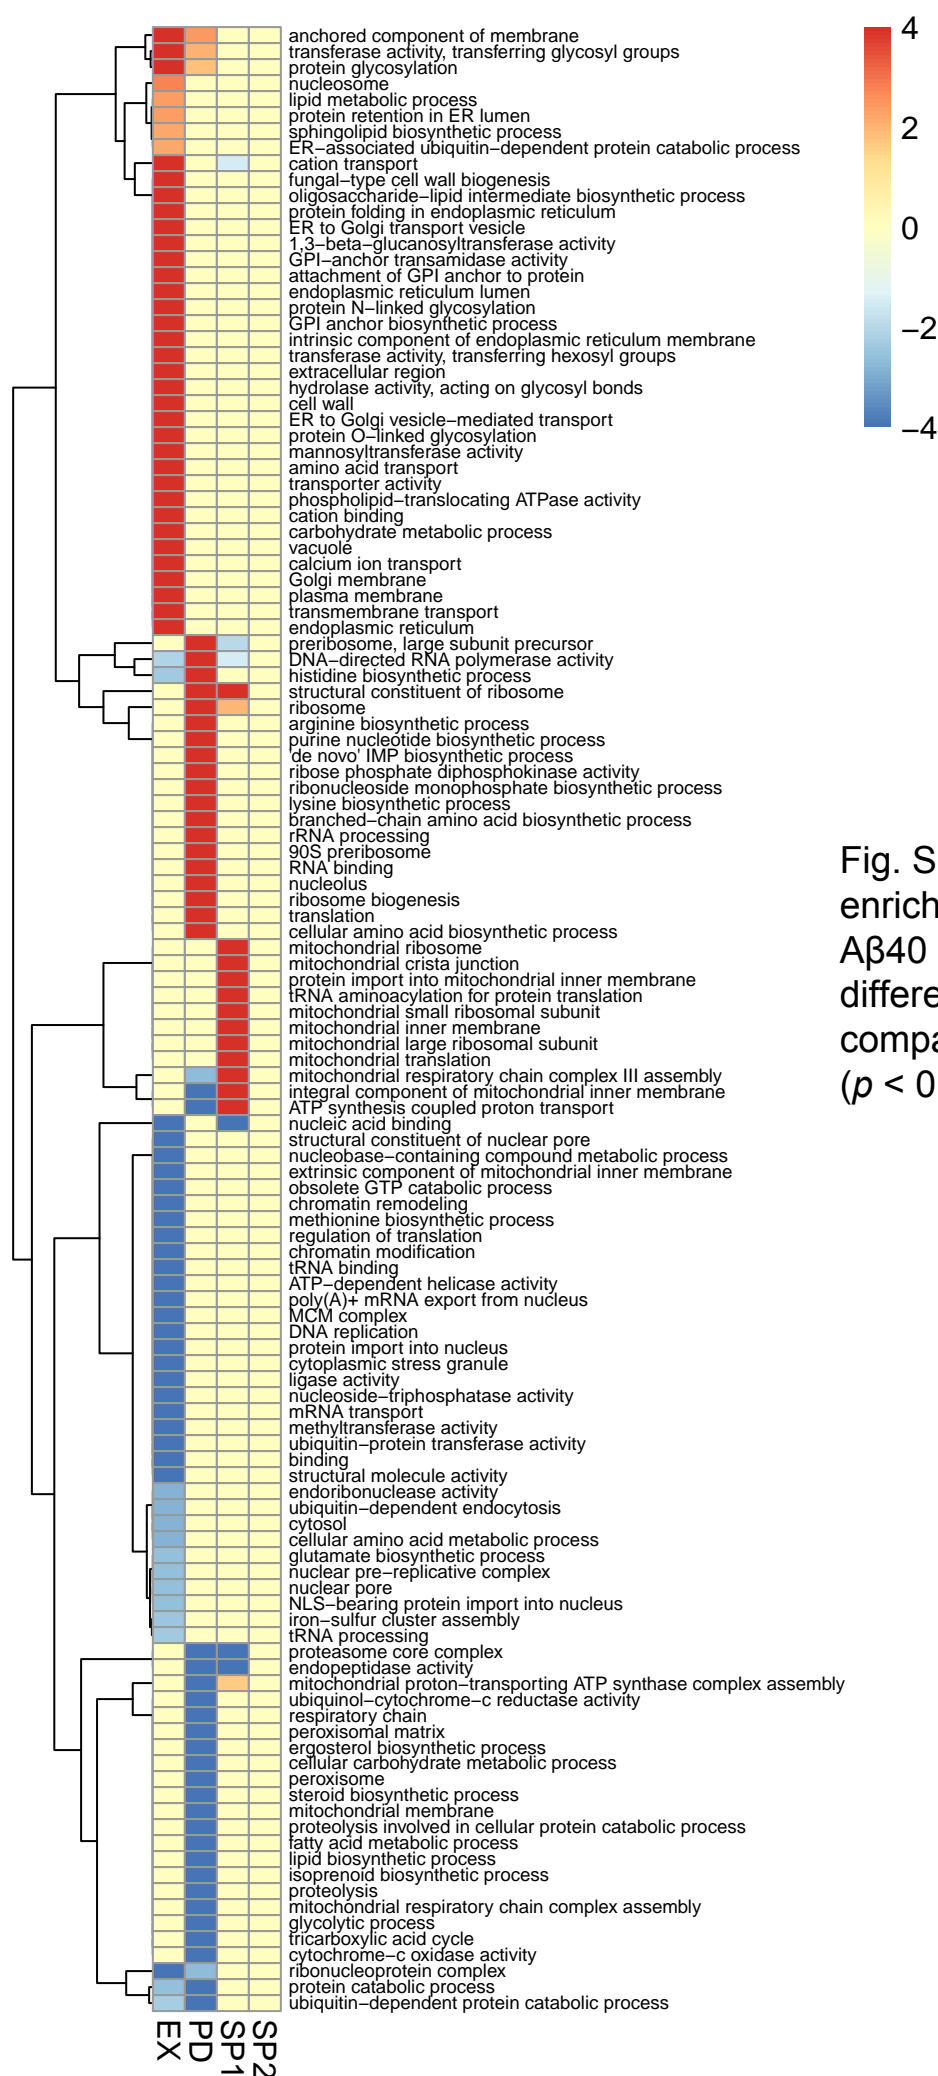

Fig. S8. The significantly enriched GO terms in Aβ40 strain among genes differentially expressed compared to control strain ( $p < 0.001$ ).

## A Aβ42 vs Control

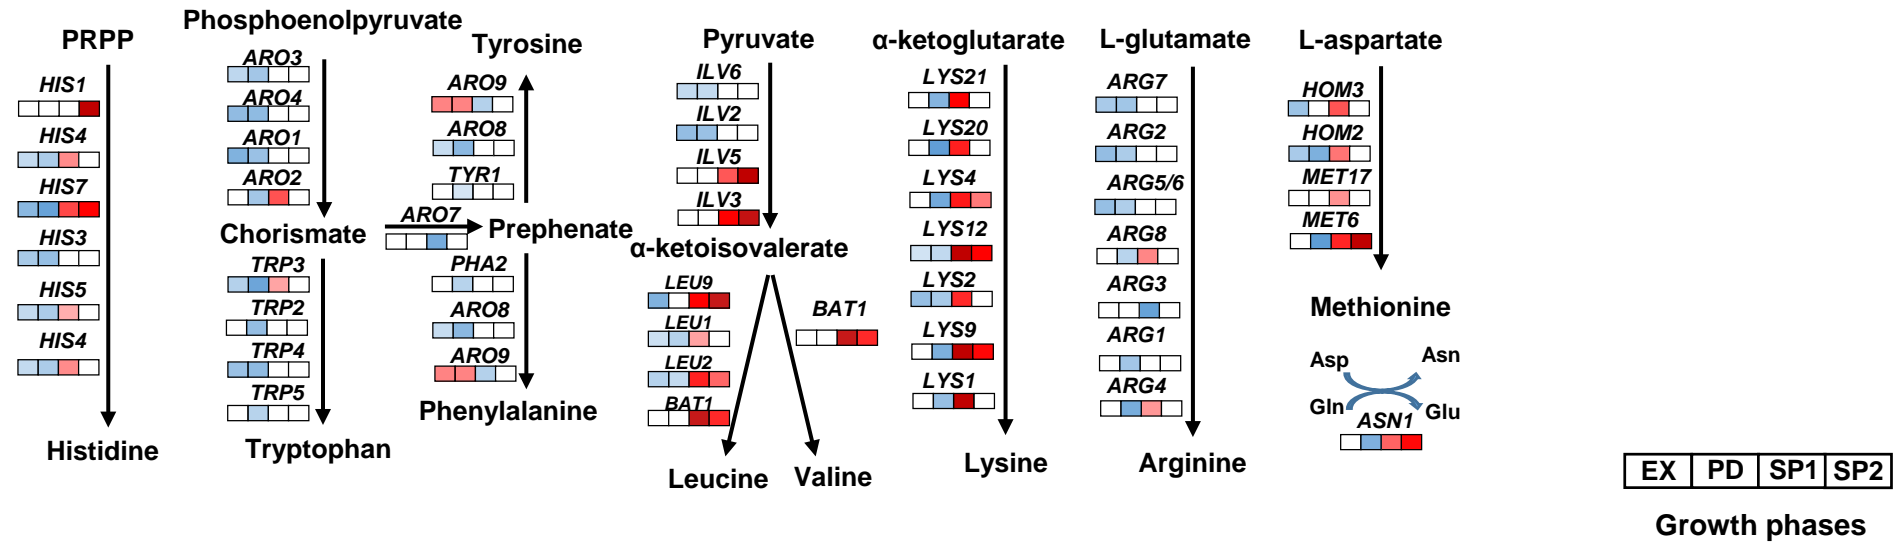

## B Aβ40 vs Control

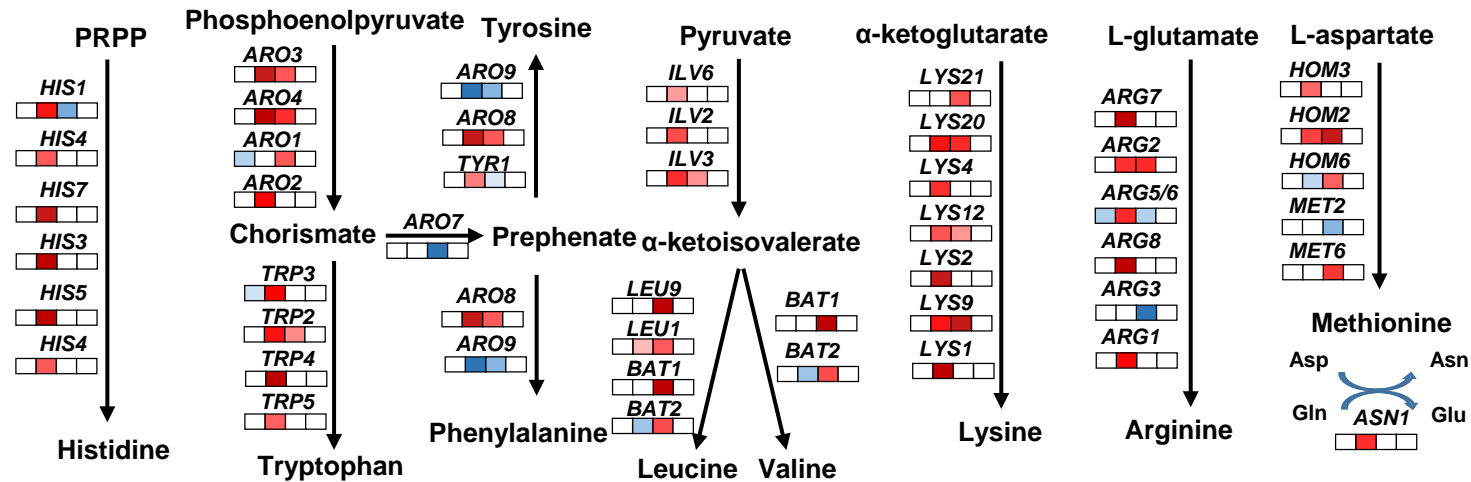

Fig. S9. Schematic overview of significantly changed genes in amino acid biosynthetic pathways in Aβ42 strain (A) and Aβ40 strain (B) compared to control strain. Differences in gene expression levels are shown as fold changes compared to control strain during EX, PD, SP1 and SP2 phases ( $p < 0.05$ ).

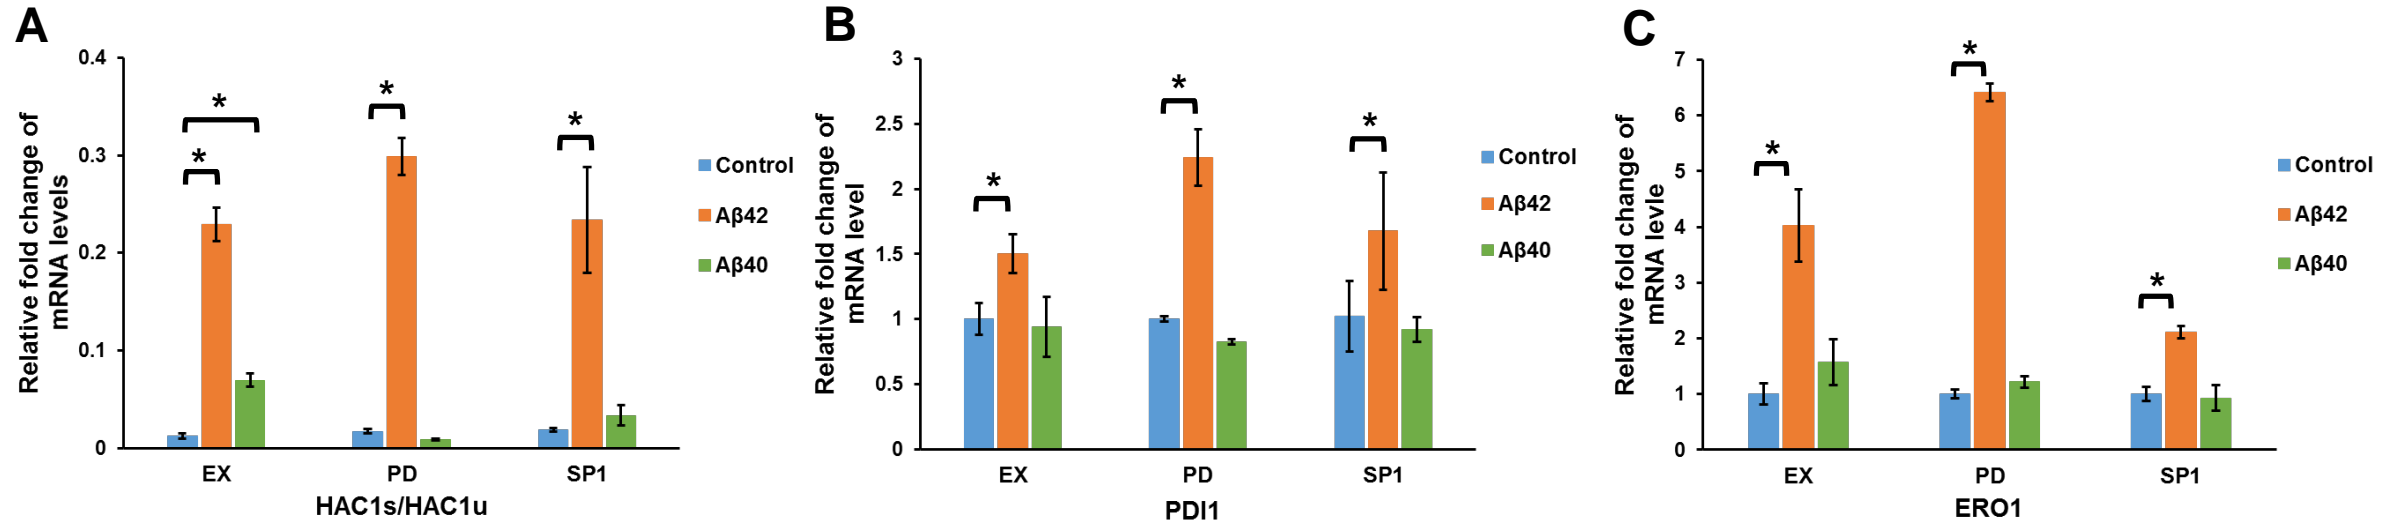

Fig. S10. qPCR analysis of *HAC1<sup>s</sup>/HAC1<sup>u</sup>* ratio (A), *PDI1* (B) and *ERO1* (C) mRNA levels in all strains from EX, PD and SP1 phases. Results are average values  $\pm$  SEM, of triplicate (Aβ42 and control) or duplicate (Aβ40) independent biological replicates. The asterisk (\*) indicates significant differences ( $p < 0.05$ ).

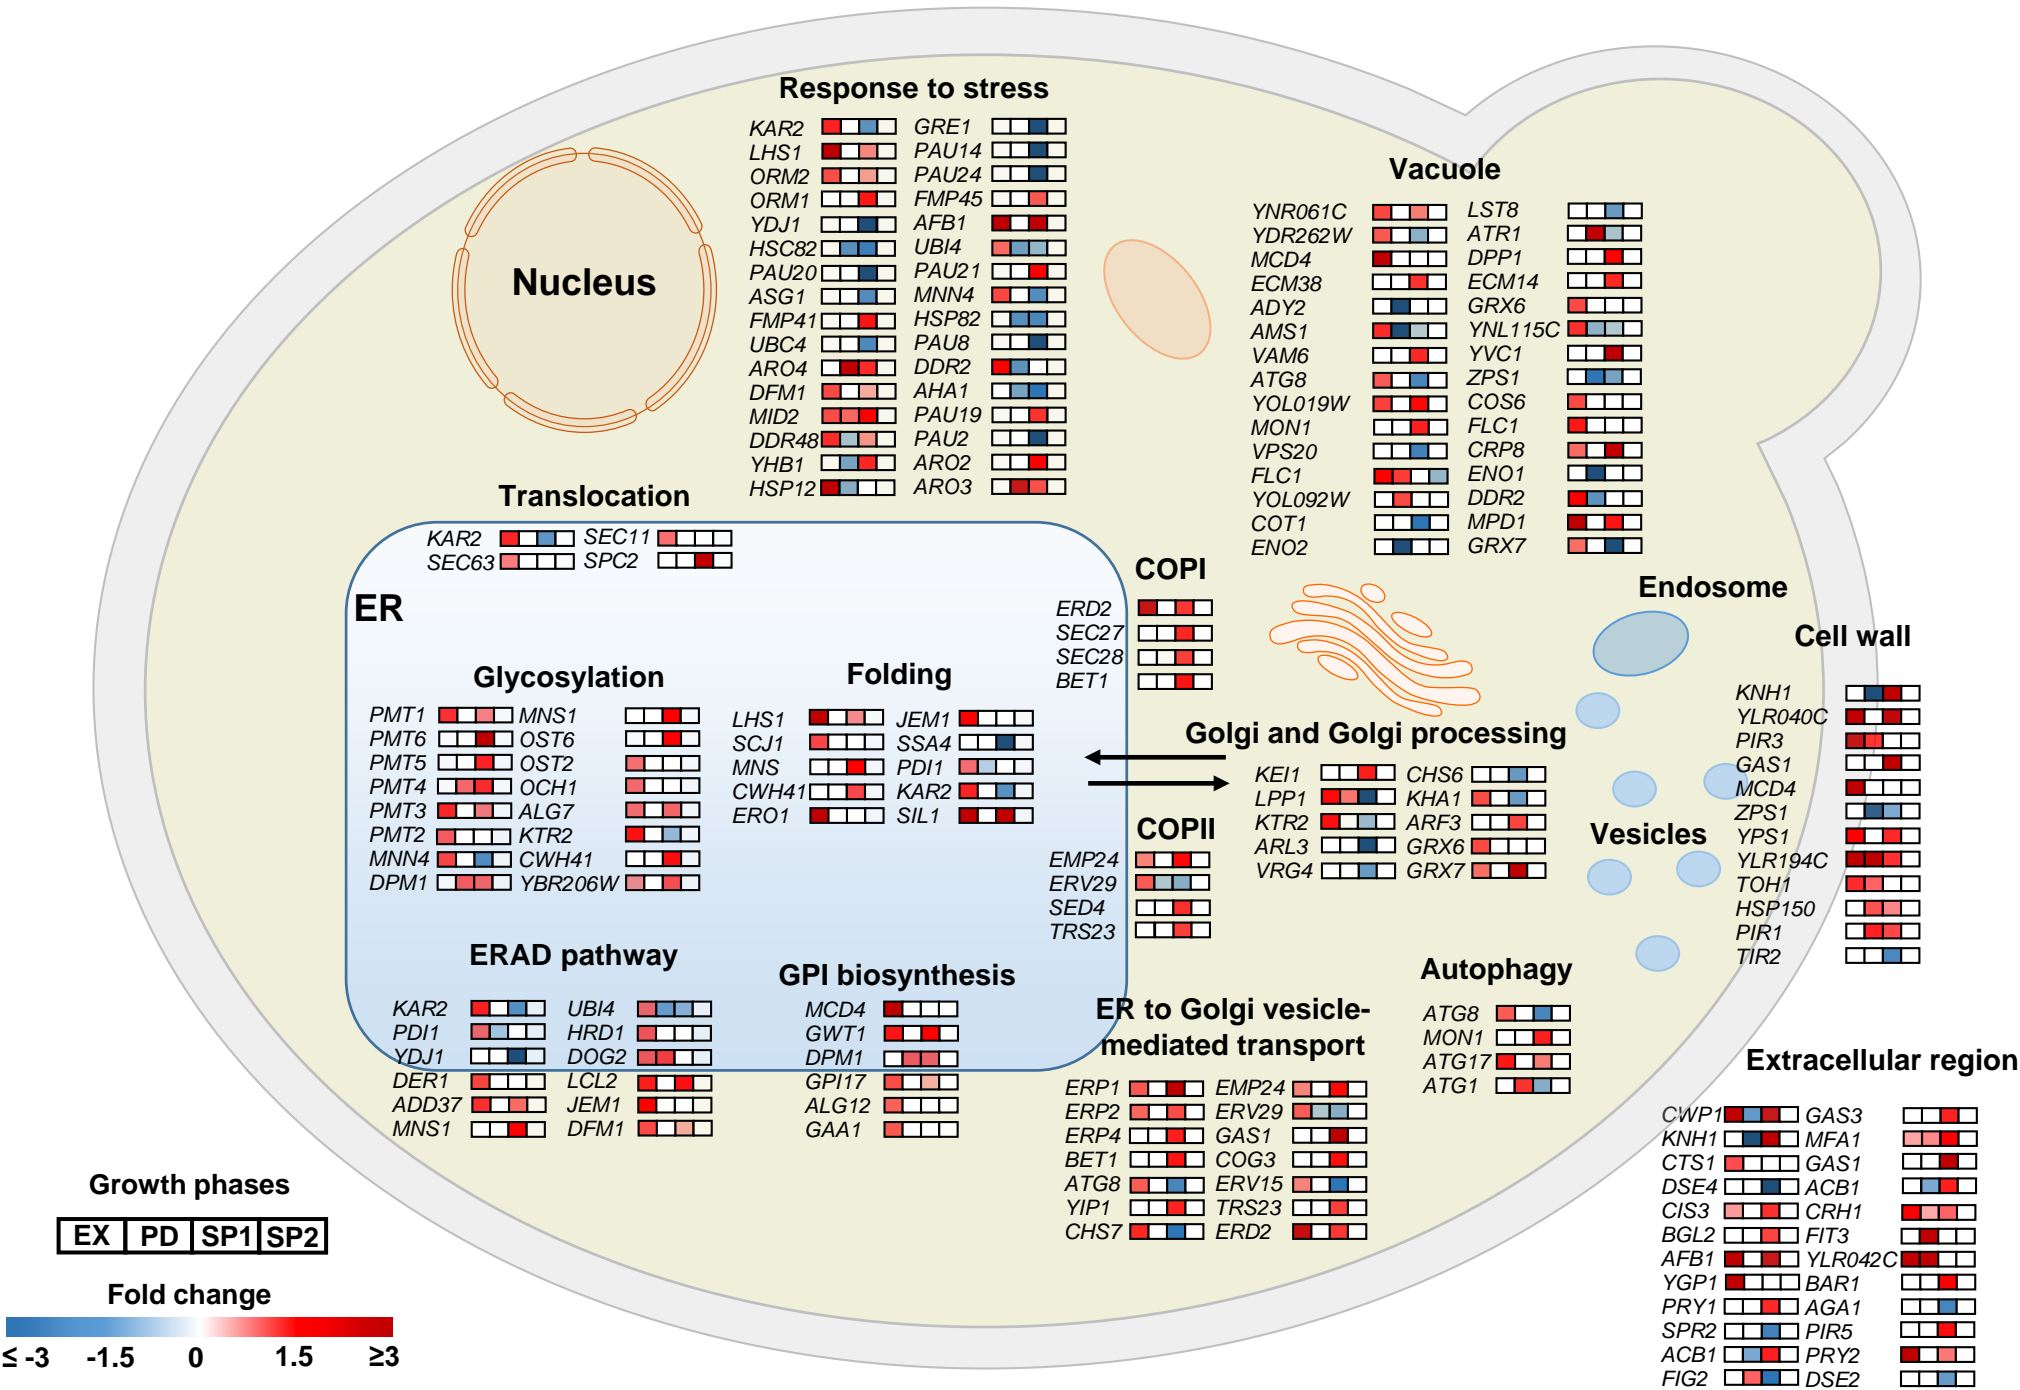

Fig. S11. Transcriptional profiles of differentially expressed genes related to protein secretory and metabolic processes in Aβ40 strain compared to control strain. Changes in gene expressions are shown as fold changes compared to control strain during EX, PD, SP1 and SP2.

**A EX**

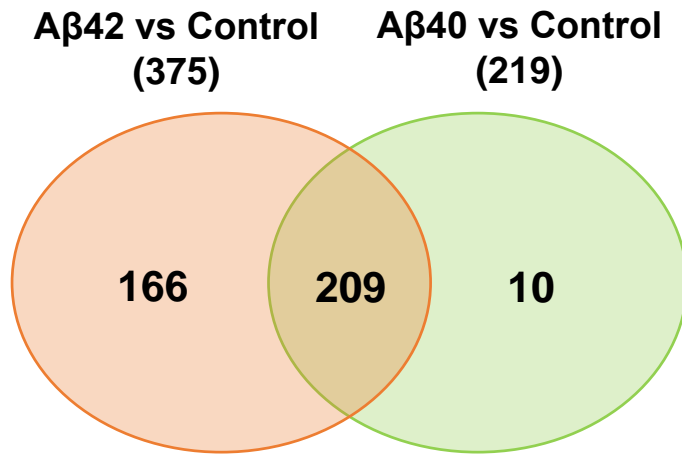

**B PD**

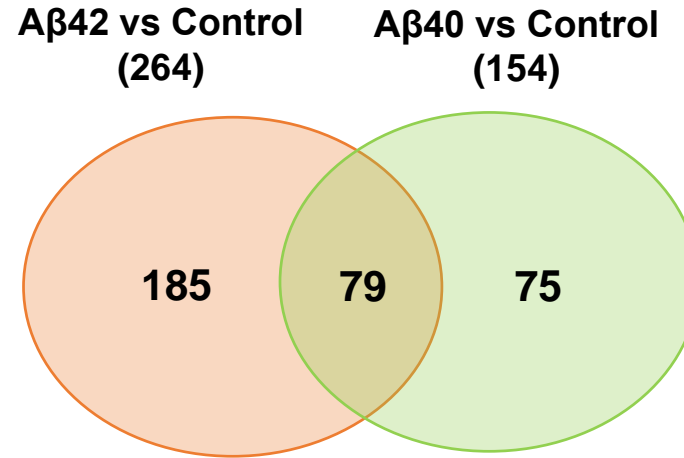

**C SP1**

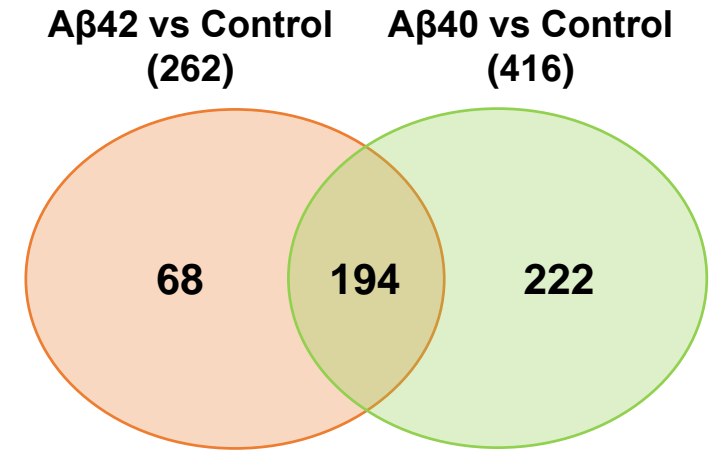

Fig. S12. The Venn diagrams show distribution of significantly differentially expressed genes in protein secretory and metabolic processes between Aβ42 and Aβ40 strains during EX (A), PD (B) and SP1 (C) phases ( $p < 0.05$ ).

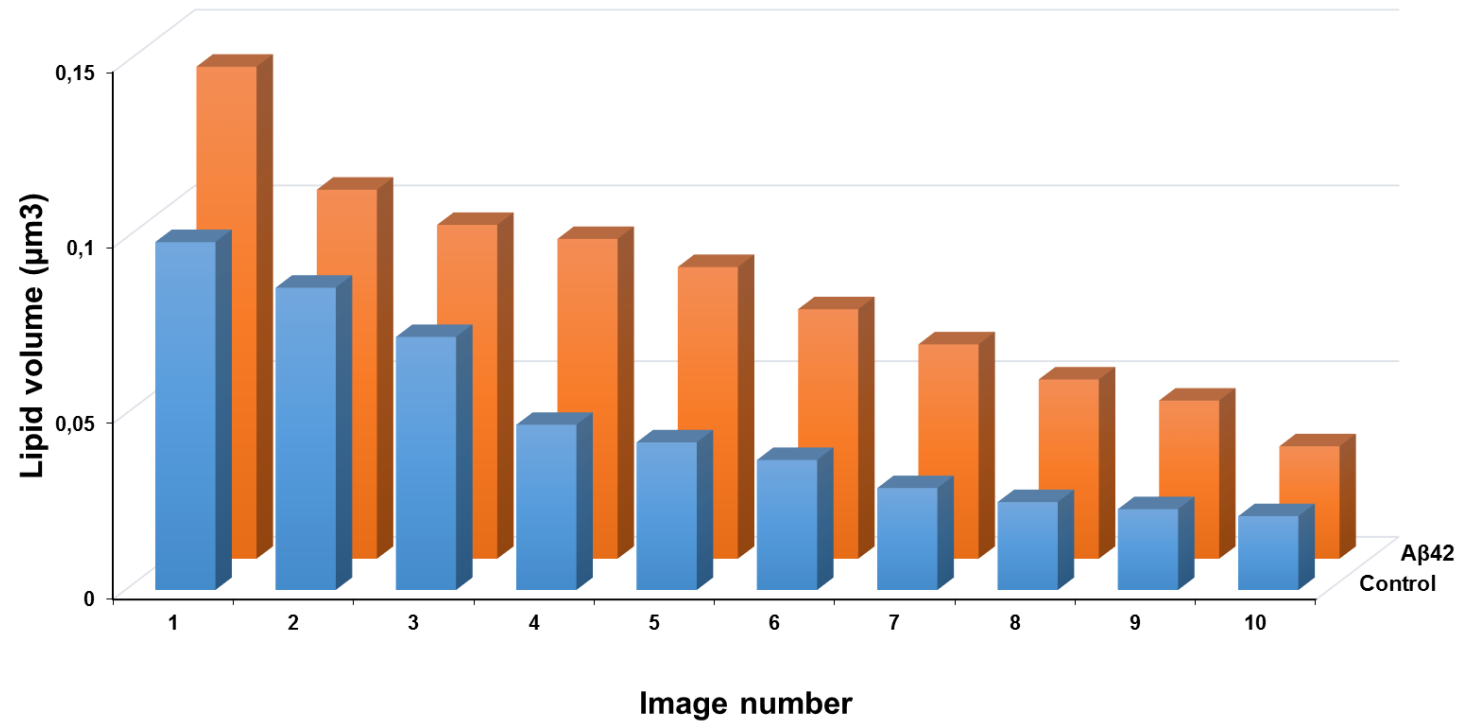

Fig. S13. Quantitative analysis of CARS microscopy images presenting the contents of lipids in control and Aβ42 expressing cells during EX. 10 images were analyzed for each strain. Each image contains one or more cells. The value of lipid content was calculated by the ratio of summation over stacks of lipids area / summation over stacks of cell area. The average lipid content was higher in Aβ42 strain ( $0.078 \pm 0.032 \mu\text{m}^3$ ) than in control strain ( $0.048 \pm 0.028 \mu\text{m}^3$ ).

# Supplementary material for: Interplay of Energetics and ER Stress Exacerbates Alzheimer's Amyloid-β (Aβ) Toxicity in Yeast
**Source:** Front Mol Neurosci. 2017 Jul 27;10:232. doi: 10.3389/fnmol.2017.00232
**Supplement:** Table S1 — Physiological parameters of micro-aerobic batch cultures.

Table S1. Physiological parameters of micro-aerobic batch cultures.

Strain	$\mu_{\max}^a$ (/h)	$Y_{X/S}^b$ (g/g)	Respiratory quotient ^c	$r_{O_2, \max}^d$ (mmol/g/h)
Control	0.372 ± 0.005	0.39 ± 0.01	0.46 ± 0.04	2.9 ± 0.5
Aβ40 ^e	0.359 ± 0.005	0.352 ± 0.003	0.41 ± 0.05	3.1 ± 1.0
Aβ42	0.280* ± 0.009	0.33* ± 0.01	0.33* ± 0.05	3.3 ± 0.5

Values are represented as the average of three independent biological replicates ± SEM. * indicates significant different values from the control strain parameters ($p < 0.05$). a Maximal biomass-specific growth rate on glucose; b Final biomass yield on substrate; c Respiratory quotient during PD; d Maximal biomass-specific oxygen uptake rate during PD; e The average values from biological duplicate cultivations.

# Supplementary material for: Interplay of Energetics and ER Stress Exacerbates Alzheimer's Amyloid-β (Aβ) Toxicity in Yeast
**Source:** Front Mol Neurosci. 2017 Jul 27;10:232. doi: 10.3389/fnmol.2017.00232
**Supplement:** Table S4 — Primer-sets used for qPCR.

Table S4. Primer-sets used for qPCR.

Gene	Primer (FR & BR)
HAC1 ^U	5'-CAATTGGCGTAATCCAGCCG-3'
	5'-AGCTGGGGCTAGTGTCTTG-3'
HAC1 ^S	5'-GCGTCGGACCAAGAGACTTC-3'
	5'-CTGACTGCGCTTCTGGATTAC-3'
PDI1	5'-CCCAGGTGGTAAGAAGTCCG-3'
	5'-CAATTCAGCGTCAGCATCGG-3'
ERO1	5'-CGCTTGCTCTGTTGATGTCG-3'
	5'-TCGTCATCGCTATCATCCGC-3'
ACT1	5'-AGTTGCCCCAGAAGAACACC-3'
	5'-GGACAAAACGGCTTGGATGG-3'

How the deposited data were processed for this re-analysis (not part of the article)

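RNA of duplicate bioreactor cultures (30 °C, pH 5, 10 g glucose per liter) of the control, Aβ42 and Aβ40 strains in 4 growth phases was measured on 24 Affymetrix Yeast Genome 2.0 arrays. The authors preprocessed the CEL files with Bioconductor in R 3.2.3. The deposited values are log2 expression per probe set on a scale common to the arrays; the methods of background correction, summarization and normalization are not named in the paper's text. The medians of the arrays lay between 8.42 and 8.50. The table holds 5705 probe sets, of which 5489 were named by the reference table of the array, 19 through Tables S2 and S3, and 197 kept no name. Where several probe sets measured a gene, the one with the highest mean stood for it.

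The values were fitted with limma 3.58.1 in R 4.3.3 (statmod 1.5.0 for the culture block), with 1 mean for each of 12 groups, 12 residual degrees of freedom and a prior of 3.73 from eBayes. No probe set was removed. The comparisons were each Aβ strain against the control strain and Aβ42 against Aβ40 within each phase, the differences of these effects between phases, and the phases within a strain, each adjusted by Benjamini-Hochberg over all probe sets. Both thresholds are the paper's: an adjusted p under 0.001 for counts, and an adjusted p under 0.05 with a fold change under 0.81 or over 1.2 for single genes. For 52 gene lists with at least 4 members, 5463 genes entered camera with a preset correlation of 0.01. Its calls were set against an estimated correlation and against fry, which tests the movement of a list without comparing it with other genes. The PCA used centred values without scaling. The overlap of calls between the strains is the number called in both as a percent of those called in either.

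The sample groups, the comparisons, the gene lists, the alternatives and the rule for named genes were chosen before the data were examined, except for the alternatives said to be chosen later. The rule takes genes the paper names from these arrays, the 10 that rose most and the 10 that fell most in each comparison with the control strain with both Aβ arrays on the same side of both control arrays, up to 4 members of each list with the largest change, and URA3, the marker of the plasmids. The values of genes in Tables S2 and S3 had been seen in those tables. The alternatives were the replicate number as a block, the culture as a random block, the arrays of a phase alone, quantile normalization, leaving out the dimmest 25% of probe sets, a trend in the spread with robust eBayes, leaving out each array in turn, a fold change filter and genes in place of probe sets. Chosen after seeing the data were array weights per phase, leaving out the SP1 arrays, and the place of the SP1 arrays on 1 axis as a covariate. The fit was tested on simulated data with known changes. The number of arrays limits the precision, and the arrays give no depth. qPCR, respiration and lipid measurements were not analysed here.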

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

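Chosen only after the result was seen were the tests of the SP1 axis, of the array weights and of the axis as a covariate, the test of the range of the Aβ42 arrays and the fits of the diauxic shift with 1 array left out; the other tests were chosen earlier. Median log2 values are given for gene lists.

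Several lists differed between the strains at PD in the direct comparison of Aβ42 with Aβ40, with a call under both correlations. Medians were 0.53 for vacuolar hydrolases, -0.65 for cytosolic ribosomal proteins, -0.55 for cytosolic tRNA synthetases and 1.38 for peroxisomal beta-oxidation. For the synthesis of histidine, lysine, arginine, branched-chain and aromatic amino acids they were -0.78, -0.96, -0.79, -0.54 and -0.91.

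Some of these lists, and phospholipid synthesis, trehalose and glycogen and general stress genes, changed their response between phases in the test of the difference. For Aβ42, SP2 minus EX gave 1.02 for cytosolic ribosomal proteins, 0.35 for branched-chain amino acid synthesis, -0.70 for trehalose and glycogen and -1.06 for general stress genes. SP2 minus PD gave 1.10 and 0.46 for the first pair of lists. PD minus EX gave -0.18 for phospholipid synthesis. For Aβ40, PD minus EX gave -0.32 for vacuolar hydrolases, 0.64, 0.73, 0.39 and 0.66 for histidine, arginine, branched-chain and aromatic amino acids, and -0.25 for phospholipid synthesis. SP2 minus PD gave 0.68 for peroxisomal beta-oxidation.

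Flagged as gene groups whose expression the paper's text does not describe, although its Fig. 3B and Fig. S8 list terms for them, are glycolysis, with medians of -0.68 at PD and -0.14 at SP2 with Aβ40, peroxisomal beta-oxidation, with 0.79 with Aβ42 and -0.59 with Aβ40 at PD, and cell wall genes, with 0.37 with Aβ42 and 0.25 with Aβ40 at EX. URA3, the marker of the plasmids, had log2 fold changes of -0.70, -0.96, -0.74 and -0.73 with Aβ42 at EX, PD, SP1 and SP2, and of -0.47, -0.84, -0.95 and -0.76 with Aβ40.

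The 1118 calls of Aβ40 against control at SP1 follow an axis along which duplicate cultures differ. The log2 fold changes correlated at -0.78 across genes (not independent replicates) with the difference between the duplicate Aβ42 arrays, which enter neither group, and 60.7% of the squared effect lay along it. Weights for the spread of each phase, which was above the pooled spread at SP1, left 119 calls. With the place on the axis in the fit limma called 0 probe sets (818 at an unadjusted p under 0.05), and the mitochondrial ribosomal protein genes went from a median of 0.74 (median SE 0.10) to 0.21 (median SE 0.09), so that an effect of Aβ40 beyond the axis cannot be told apart from it with 2 arrays per group. Differences between cultures in the time of sampling may add to these calls, which was not tested.

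After regression on the control strain's phase changes, 83.3% of the median rise of cytosolic ribosomal protein genes with Aβ40 at PD remained. The range was 75.3% to 88.4% with 1 array left out. A shift along those changes alone thus leaves most of the rise. The regression uses only the control strain's changes from EX to PD and from PD to SP1. Outside the list it explained a share of 0.179 of the variance, so it cannot exclude a stage between the sampled phases. With Aβ42 the same regression took the median of the list at PD from -0.12 to 0.06. Outside the list the Aβ42 effect at PD correlated at 0.49 with the control strain's change from PD to SP1, which shares control arrays with it. With the Aβ40 strain's change from EX to PD, which shares none, it correlated at 0.10. On PC1 the Aβ42 arrays at PD lay at -16.2. The direct comparison of Aβ42 with Aβ40 at PD thus cannot exclude a difference in stage between these strains. A shift in stage as a part of the pattern stays open. The Aβ40 effect at PD correlated across genes (not independent replicates) at -0.42 with the control strain's change from EX to PD outside the list, and at -0.46 with that of the Aβ42 strain, which shares no array with it, and on PC1 the Aβ40 arrays at PD lay nearer to EX, at -30.2 against -23.8 in the control strain. A shift of bright probe sets by the normalization predicts a higher value for probe sets of the same brightness, which had a median of -0.13. The bound set for excluding that shift was a median within 0.1 of 0. The value met neither bound set earlier, and it was read as excluding the shift only after it was seen, because it lies on the other side of 0. An effect of Aβ40 at PD stays open as a hypothesis.

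The Aβ42 strain changed less from EX to SP2 than the control strain, with a span on PC1 of 0.867 of the control's. A narrower range of the Aβ42 arrays is argued against by a ratio of SDs of 0.968. After quantile normalization the ratio of spans was 0.880, so the shorter span remained. That step started from values the authors had already normalized, so it cannot exclude their normalization as a cause. A share of cells left in the EX state may add to it. Risen and fallen genes kept shares of the control's change that differed by -3.9e-04, which is what had been predicted for such cells, but after the value was seen the prediction was found wrong, since cells mix on the linear scale and 21.5% of unchanged cells would give -0.259. That figure assumes a profile of the cells and excludes nothing. On PC1 the Aβ42 arrays already lay apart at EX, at -53.6 and -53.1 against -60.3 and -59.1 in the control strain. Cells left in the EX state at SP2 would not move the arrays at EX, so these values argue against them for that part of the span. For the part at SP2, a share of unchanged cells and an effect of Aβ42 itself cannot be told apart here.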

How the results depend on the processing

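Chosen only after the data were seen were array weights per phase, leaving out the SP1 arrays and the SP1 axis in the fit. The replicate block, the culture block, quantile normalization, leaving out dim probe sets, trend with robust eBayes, the fold change filter and genes in place of probe sets kept all 12 counts at an adjusted p under 0.001 within 1.5 times. Of 278 list calls, an estimated correlation lost 234, fry 66, quantile normalization 21, leaving out dim probe sets 18, the arrays of a phase alone 6 and the replicate block 2, histidine synthesis and oxidative phosphorylation with Aβ40 at EX; leaving out 1 array weakened 80 and reversed 3 of 1112. Of 784 fits of a named gene without 1 array, 81 ended a call, 3 made one and 0 turned it; of 196 with the arrays of a phase alone 27 ended a call. No probe set was removed, so the fit with all probe sets of the table is the one used. Camera with a random block was not run. Signal over background was not used here. Where values moved, the cause was not tested.

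With array weights per phase the counts were 1822, 762 and 69 for Aβ42 at EX, PD and SP1, 729, 889, 119 and 1 for Aβ40 at EX, PD, SP1 and SP2, and 415 and 61 for Aβ42 against Aβ40 at EX and SP1; at the lenient threshold 405, 3 and 532 for Aβ42 at SP1, Aβ40 at SP2 and the direct comparison at SP1; for differences 215, 935 and 528 for Aβ42 SP1 minus EX, Aβ42 SP2 minus EX and Aβ40 SP1 minus PD; and overlaps of 35.6% at EX and 3.30% at SP1. Without the SP1 arrays they were 897 and 773 for Aβ42 at EX and PD, 183, 910 and 1 for Aβ40 at EX, PD and SP2, 178 for the direct comparison at EX, 4 at the lenient threshold for Aβ40 at SP2, 842 for Aβ42 SP2 minus EX and an overlap of 20.4% at PD. The arrays of a phase alone gave 1095, 217, 0 and 159 for Aβ42 at EX, PD, SP1 and SP2, 0 for Aβ40 at SP1, 0 and 157 for the direct comparison at SP1 and SP2, 30, 0 and 0 at the lenient threshold for Aβ42, Aβ40 and the direct comparison at SP1, and an overlap of 11.2% at EX. With the SP1 axis in the fit Aβ40 at SP1 had 0. The lenient count of Aβ40 at SP2 was 4 with quantile normalization, 4 without dim probe sets and 4 with trend and robust eBayes. Overlaps at the lenient threshold were 30.3% at EX and 22.0% at SP1, and of the smaller list 98.9%, 24.9% and 41.7% at EX, PD and SP1. The share of PC1 was 54.5% scaled to unit variance and 71.0% without dim probe sets, and that of PC2 27.1%, 18.9% and 19.1% (quantile normalization). With an estimated correlation the list adjusted p was 0.30 for autophagy with Aβ42 at EX, 0.26 and 0.29 for mitochondrial ribosomal proteins with Aβ42 at EX and PD, 0.15 for cytosolic ones with Aβ42 at SP1 and 0.90 for mitochondrial ones with Aβ40 at SP1.

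Leaving out 1 array in turn, with the lone array of a group taken to vary like the other groups, gave these ranges. Counts at an adjusted p under 0.001 were 237 to 269 for Aβ42 against control at EX, 155 to 225 for Aβ42 against control at PD, 232 to 321 for Aβ42 against control at SP1, 16 to 34 for Aβ40 against control at EX, 212 to 335 for Aβ40 against control at PD, 48 to 1572 for Aβ40 against control at SP1, 0 to 1 for Aβ40 against control at SP2, 19 to 27 for Aβ42 against Aβ40 at EX, 644 to 891 for Aβ42 against Aβ40 at PD and 91 to 782 for Aβ42 against Aβ40 at SP1. Lenient counts were 559 to 1261 for Aβ42 against control at SP1, 367 to 832 for Aβ42 against control at SP2, 142 to 233 for Aβ40 against control at EX, 1084 to 2338 for Aβ40 against control at SP1, 0 to 2 for Aβ40 against control at SP2, 138 to 154 for Aβ42 against Aβ40 at EX, 405 to 1547 for Aβ42 against Aβ40 at SP1 and 368 to 778 for Aβ42 against Aβ40 at SP2. Differences between phases gave 168 to 433 for Aβ42 effect at SP1 minus at EX, 341 to 574 for Aβ42 effect at SP2 minus at EX and 378 to 1246 for Aβ40 effect at SP1 minus at PD. Overlaps in percent were 3.92 to 27.2 at EX and 4.26 to 15.7 at SP1. List directions turned for mitochondrial ribosomal proteins, Aβ42 against control at SP1 without Aβ42 SP1 replicate 2 (adjusted p = 0.62, over the arrays 2.0e-07 to 0.62), for ribosome biogenesis, Aβ42 against control at SP1 without control SP1 replicate 2 (adjusted p = 0.15, over the arrays 1.8e-08 to 0.74), for ribosome biogenesis, Aβ40 against control at PD without Aβ40 PD replicate 1 (adjusted p = 0.16, over the arrays 1.3e-20 to 0.16).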

Differences from the paper's values

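Of 9 values of the paper's text and 76 of its supplement that were computed here, 0 and 0 differed. The fit used here returned the adjusted p-values of Tables S2 and S3, with a largest difference of 5.4e-07. The match therefore repeats a computation and is no check by another method. The following statements of the paper are set beside values here that go the other way, miss its fold change threshold or come from another method.

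The paper describes mitochondrial translation among the gene sets raised in the Aβ40 strain, above all at PD. Of 73 mitochondrial ribosomal protein genes 0 rose and 30 fell at PD with Aβ40 (list lower, adjusted p = 1.2e-15 and adjusted p = 0.36 with an estimated correlation), and 65 rose at SP1, while 121 of 128 cytosolic ones rose at PD, in the direction the paper gives. The gene lists here are not the paper's gene sets. The paper names ATG34 among genes with higher expression in the Aβ42 strain: its log2 fold change was 0.26 at EX and 0.26 at PD with an adjusted p of 0.029 and 0.031, with fold changes under the paper's 1.2. It was called at PD with quantile normalization (0.28) and at EX without control EX replicate 2 (0.41). Of the other genes it names there, ATG8, ATG22, ATG19 and NVJ1 passed in at least 1 phase. From qPCR the paper gives PDI1 and ERO1 as not changed in the Aβ40 strain. On the arrays they had log2 fold changes of 0.32 and 0.69 at EX, with an adjusted p of 1.6e-04 and 0.0067. The call of ERO1 there depended on single arrays, as given above. The qPCR, normalized to ACT1, is another measure than the arrays.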

Other observations

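Chosen only after the values were seen are the choices of gene groups in what follows, from lists fixed earlier. At PD, of 14 genes of peroxisomal beta-oxidation, which breaks down fatty acids, 13 rose with Aβ42 (adjusted p = 3.8e-17 and adjusted p = 0.037 with an estimated correlation) and 12 fell with Aβ40 (adjusted p = 5.1e-15 and adjusted p = 0.042 with an estimated correlation); 13 were higher with Aβ42 in the direct comparison at PD (adjusted p = 1.7e-16 and adjusted p = 0.042 with an estimated correlation). CTA1, the peroxisomal catalase, was -1.22 ± 0.09 with Aβ40 at PD. From PD to SP1 the list of beta-oxidation rose, by a median of 2.39 in the Aβ42 strain and 3.93 in the Aβ40 strain. On PC1 the arrays at PD lay at -16.2 with Aβ42, -23.8 in the control strain and -30.2 with Aβ40. A difference in stage between the cultures at PD may add to the opposite directions, which was not tested for this list. Of 17 genes of glycolysis 14 fell with Aβ40 at PD (adjusted p = 6.5e-21 and adjusted p = 0.015 with an estimated correlation; 0 and 14 risen and fallen when adjusted over the list alone), with FBA1 at -0.40 ± 0.07 and CDC19 at -0.68 ± 0.07. Of 16 genes of trehalose and glycogen, the storage carbohydrates, 9 rose at EX and 9 fell at SP2 with Aβ42 (adjusted p = 3.2e-07 and adjusted p = 0.13 with an estimated correlation at EX; adjusted p = 1.1e-11 and adjusted p = 0.098 with an estimated correlation at SP2).

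Of 38 cell wall genes 25 rose and 2 fell at EX with Aβ42 (adjusted p = 2.2e-12 and adjusted p = 0.023 with an estimated correlation), and 14 rose with Aβ40 (adjusted p = 2.5e-13 and adjusted p = 0.020 with an estimated correlation; 18 and 1 when adjusted over the list alone). Of 19 genes of the iron regulon, which take up iron, 10 rose at EX and 11 at PD with Aβ42 (adjusted p = 0.0014 and adjusted p = 0.29 with an estimated correlation at EX), with FIT2 at 1.25 ± 0.23 and ARN1 at 0.70 ± 0.13 at PD. With Aβ40 0 rose at EX in limma (2 higher at an unadjusted p under 0.05), and the direct comparison at EX gave 3 higher with Aβ42 (adjusted p = 3.6e-04 and adjusted p = 0.41 with an estimated correlation). Of 12 genes of the phosphate regulon 7 rose at EX with Aβ42 (adjusted p = 3.6e-04 and adjusted p = 0.14 with an estimated correlation). Of 40 genes of oxidative phosphorylation 0 rose and 0 fell with Aβ42 at EX in limma (1 higher and 5 lower at an unadjusted p under 0.05), and 31 rose with Aβ40 at SP1 (adjusted p = 3.9e-10 and adjusted p = 0.90 with an estimated correlation), where duplicate cultures differed. ACT1, actin, had log2 fold changes with Aβ42 of 0.02 ± 0.05 at EX and -0.15 ± 0.05 at PD.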
